# FABP3 Deficiency Exacerbates Metabolic Derangement in Cardiac Hypertrophy and Heart Failure via PPARα Pathway

**DOI:** 10.3389/fcvm.2021.722908

**Published:** 2021-08-12

**Authors:** Lingfang Zhuang, Ye Mao, Zizhu Liu, Chenni Li, Qi Jin, Lin Lu, Rong Tao, Xiaoxiang Yan, Kang Chen

**Keywords:** cardiac hypertrophy, PPARα, HFABP, metabolism, FAO, glycolysis

## Abstract

**Background:** Cardiac hypertrophy was accompanied by various cardiovascular diseases (CVDs), and due to the high global incidence and mortality of CVDs, it has become increasingly critical to characterize the pathogenesis of cardiac hypertrophy. We aimed to determine the metabolic roles of fatty acid binding protein 3 (FABP3) on transverse aortic constriction (TAC)-induced cardiac hypertrophy.

**Methods and Results:** Transverse aortic constriction or Ang II treatment markedly upregulated Fabp3 expression. Notably, Fabp3 ablation aggravated TAC-induced cardiac hypertrophy and cardiac dysfunction. Multi-omics analysis revealed that Fabp3-deficient hearts exhibited disrupted metabolic signatures characterized by increased glycolysis, toxic lipid accumulation, and compromised fatty acid oxidation and ATP production under hypertrophic stimuli. Mechanistically, FABP3 mediated metabolic reprogramming by directly interacting with PPARα, which prevented its degradation and synergistically modulated its transcriptional activity on Mlycd and Gck. Finally, treatment with the PPARα agonist, fenofibrate, rescued the pro-hypertrophic effects of Fabp3 deficiency.

**Conclusions:** Collectively, these findings reveal the indispensable roles of the FABP3–PPARα axis on metabolic homeostasis and the development of hypertrophy, which sheds new light on the treatment of hypertrophy.

## Introduction

Cardiovascular diseases (CVDs) have become the primary cause of adult death worldwide (1). Of note, cardiac hypertrophy is induced by various CVDs, such as hypertension, hypertrophic cardiomyopathy (HCM), and storage diseases (associated with abnormal accumulation of lipid, glycogen, and misfolded proteins), and eventually lead to heart failure and death (2). Therefore, it becomes urgent to further elucidate the mechanism underlying the development of cardiac hypertrophy. To date, studies have confirmed that numerous mechanisms contribute to the onset and progression of cardiac hypertrophy, such as increased cell death and fibrosis, impaired protein and mitochondrial quality control, and reprogrammed metabolism (2, 3). Of note, the role of metabolic rewiring in hypertrophic progression has recently become a topic of research interest.

Through the use of advanced genomic technology, single-cell RNA sequencing (scRNA-seq), significant transcriptional differences in cellular metabolism have been described as one of the most profound aspects contributing to cardiac dysfunction (4). Specifically, an energy preference that shifted from fatty acid β-oxidation (FAO) to glucose metabolism, with the downregulation of FAO genes and subsequently the upregulation of glucose oxidation genes, has been described in pathophysiological conditions, such as hypertrophy and heart failure (5–7). Moreover, an increase in glucose consumption reportedly induced cardiac hypertrophy, while the preservation of FAO improved myocardial energetics and cardiac function (8, 9).

Fatty acid β-oxidation accounts for nearly 70% of ATP production in the postnatal heart, which underscores the pivotal role of fatty acid metabolism in maintaining heart function (10, 11). Unlike glucose, lipid species are insoluble and generally bind to lipid chaperones for transportation and utilization. Among them, fatty acid binding protein 3 (FABP3) is a small protein that is abundantly expressed in heart tissues and participates in cell metabolism by binding free long-chain fatty acids (LCFAs) and transporting them for cell metabolism, thereby protecting against lipid toxicity (12, 13). Additionally, FABP3 has been described in the context of cardiac hypertrophy, with a positive relationship being described between cellular and circulating levels of FABP3 and cardiac hypertrophy in patients and mice (14). However, the mechanism through which FABP3 affects cellular metabolic homeostasis and advances of cardiac hypertrophy remains poorly understood.

Accordingly, the present study aimed to determine the metabolic effects of FABP3 on transverse aortic constriction (TAC)-induced cardiac hypertrophy and heart failure using genetic mutant *Fabp3-*null mice. Our findings indicate that *Fabp3*-defect exacerbates cardiac hypertrophy and heart dysfunction, resulting in defective FAO, and increased glycolysis by impairing the PPARα signaling pathway. Furthermore, the agonist of PPARα, fenofibrate, attenuated TAC-induced cardiac hypertrophy in both wild-type (WT) and *Fabp3-*null mice. Collectively, this study for the first time demonstrates the indispensable role of FABP3 on metabolic homeostasis and the advance of hypertrophy and heart failure.

## Methods and Materials

### Animals and Generation of FABP3-KO Mice

C57BL/6 male mice were purchased from SLAC Laboratory Animal Co., Ltd. (Shanghai, China). Global *Fabp3* knockout (F3-KO) mice were generated using the CRISPR-Cas9 method as described previously (15) and housed in cages at room temperature and a 12-h light/dark cycle. All animal experimental procedures were approved by the Animal Care Committee of Shanghai Jiao Tong University School of Medicine. All animal procedures performed also conform to the guidelines from Directive 2010/63/EU of the European Parliament on the protection of animals used for scientific purposes or the current NIH guidelines. Expanded materials and methods are available in Supplementary Materials.

### Experimental Animals

The TAC model was conducted to induce pathological cardiac hypertrophy *in vivo*. Briefly, 8-week-old mice were anesthetized with isoflurane, intubated, and mechanically ventilated with a low concentration of isoflurane gas (1.0%), and the aortic arch was visualized and ligated with 6–0 silk suture against a 27-gauge needle, then the needle was removed and the chest was closed with 5–0 silk suture. For echocardiographic analysis, the mice were firstly anesthetized by inhalation of isoflurane (3%) at the beginning and continued without anesthetic to obtain a better heart rate. At the end of the experiments, the mice were sacrificed by intraperitoneally injecting a lethal dose of pentobarbital sodium (100 mg/kg) or were killed by cervical dislocation to obtain organs for further analysis.

### Statistical Analysis

Data are presented as the mean ± *SEM* or mean ± *SD*, which were performed using the GraphPad Prism software (version 7.0a, San Diego, CA, USA) or Rstudio. The statistical differences between two groups were analyzed with two-sided Student's *t*-test. For experiments with more than two groups, after confirming normality and homogeneity of variance, one-way analysis of variance followed by Tukey's *post-hoc* test was used for comparison in the situation of equal variance assumption; otherwise, the Games–Howell *post-hoc* test was used. Additionally, the Dunnett *post-hoc* test was applied to compare a single control group with the others. All statistical analyses were performed using the SPSS software (version 23; SPSS Inc., Chicago, USA). To confirm the survival rate between WT and F3-KO mice, Kaplan–Meier survival curve and log-rank statistics tests were performed in Rstudio using the Survminer package. For all statistical analysis, a *p*-value of < 0.05 was considered significant.

## Results

### Hypertrophic Stimuli Upregulate FABP3 Expression

Firstly, to gain an overall profile of FABP3 expression, we examined its mRNA and protein level in mouse tissues using quantitative polymerase chain reaction (qPCR) and western blotting assays. Our results showed that the FABP3 protein and *Fabp3* mRNA level was exclusively expressed in the hearts, BAT, and muscles, while its expression was rare in other organs (Figures 1A–C). Intriguingly, the hearts and BAT have been recognized for their distinct preference on fatty acids as energy sources (16), which underscores the important role of FABP3 in cardiac fatty acid metabolism. Then, by using TAC operation to induce cardiac hypertrophy *in vivo* and neurohormonal stimuli (NE or Ang II) *in vitro*, we observed increased FABP3 expression after TAC operations (Figures 1D–F) and after neurohormonal stimuli (Figures 1G,H).

**Figure 1:**
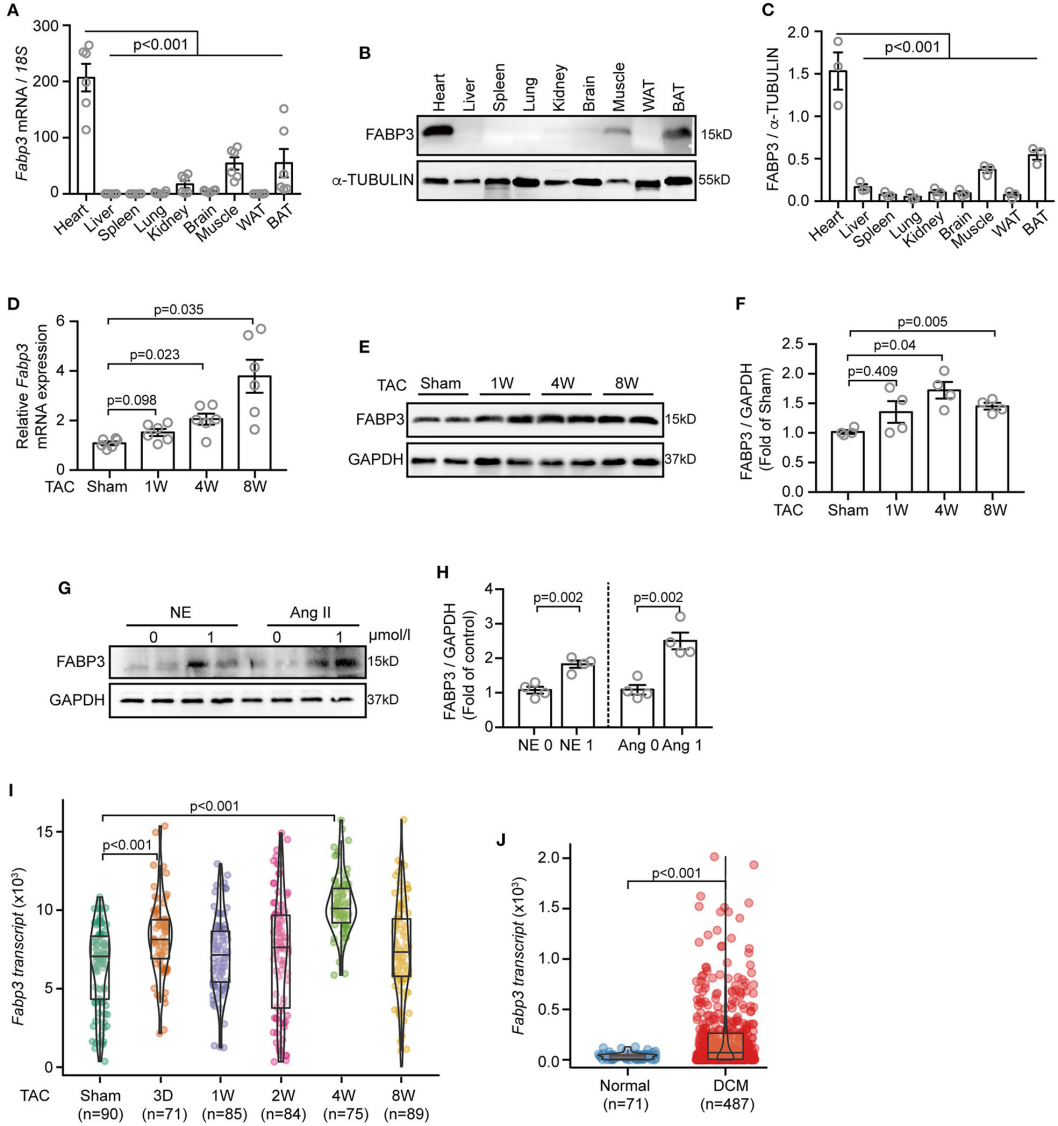
TAC or Ang II upregulates the FABP3 expression *in vivo* and *in vitro*. **(A–C)** Mouse tissues were extracted for qPCR and western blot analyses to determine *Fabp3* levels. **(A)** qPCR analysis of *Fabp3* mRNA in the indicated organs; *18s* was used as the control. **(B)** The FABP3 protein level in the corresponding tissue was determined using western blotting. **(C)** Quantification of FABP3 expression in **(B)**. (**D)** The mRNA level of *Fabp3* after TAC operation, as determined using qPCR. **(E)** Representative western blot images showing the FABP3 expression. **(F)** Quantification results for **(E)**. **(G)** NRVMs treated with NE or Ang II were subjected to western blotting assay to determine the FABP3 protein expression. **(H)** Quantification results of **(G)**. **(I,J)** Single cell RNA sequencing of TAC-operated murine hearts or heart samples from DCM and normal patients were recalculated for the transcriptional expression of *Fabp3* (GEO accession code: *GSE95143*). [**A**, *n* = 6; **C**, *n* = 3; **(A,C)** Dunnett's *post-hoc* test; **D**, *n* = 6; **F**, *n* = 4; **(D,F)** Games–Howell *post-hoc* test; **H**, *n* = 4; **(H,J)** Student's *t*-test; **(I)** Dunnett's *post-hoc* test].

Next, we assessed the transcriptional expression of *Fabp3* in the single-cell RNA-sequencing (scRNA-seq) datasets, which analyzed the transcriptional profile of murine cardiomyocytes after TAC surgery, and the scRNA-seq from dilated cardiomyopathy (DCM) or normal patients (17). Intriguingly, the scRNA-seq data in line with our *in vivo* and *in vitro* results showed significantly increased *Fabp3* expression at 4W after TAC surgery compared to the sham mice (Figure 1I) and more than five-fold higher *Fabp3* expression in DCM patients than their normal counterparts (Figure 1J). Taken together, these data suggest that FABP3 is expressed in heart tissues, which use fatty acids as a primary fuel substrate, and is upregulated *in vivo* and *in vitro* under hypertrophic stimuli.

### Loss of FABP3 Aggravates Chronic Overload-Induced Cardiac Hypertrophy

To examine the effects of FABP3 on cardiac hypertrophy, we generated F3-KO mice using CRISPR/Cas9, and these *Fabp3*-null mice were viable and fertile. Homozygous, heterozygous allele, and WT mice were identified using PCR (Supplementary Figures 1A–C). Notably, cardiac FABP3 was completely abolished using this knockout strategy, which allowed for a direct examination for FABP3 on cardiac hypertrophy (Supplementary Figures 1D,E).

To explore whether FABP3 contributes to TAC-induced hypertrophy, F3-KO and WT mice were subjected to TAC or sham surgery and observed for 4 weeks (Supplementary Figure 2A). Firstly, to exclude the systemic differences among TAC-operated WT and F3-KO mice, which may exert extra effects on the development of cardiac hypertrophy, the organ mass to body weight ratio was measured, and similar spleen, kidney, BAT, and white adipose tissue (WAT) ratio was found between WT and F3-KO mice (Supplementary Figure 2B). Similarly, no difference was observed in liver mass among WT and F3-KO mice (Supplementary Figure 2C). Moreover, hematoxylin and eosin (H&E) staining of the above organs showed similar tissue morphology and structure between WT and F3-KO mice after TAC surgery, demonstrating that FABP3 deletion did not result in systemic abnormity after TAC operations (Supplementary Figure 2D).

Next, to determine the effects of *Fabp3*-null on cardiac function, echocardiography (echo) was performed on WT and F3-KO mice at 4W after surgery (Figure 2A). Compared with the WT mice, TAC surgery led to severer cardiac hypertrophy in the *Fabp3-*null mice, revealed as higher thickness of the interventricular septum (IVS; d: 1.56 ± 0.03 vs. 1.17 ± 0.04; IVS; s: 2.02 ± 0.05 vs. 1.63 ± 0.03; F3-KO vs. WT) and left ventricular posterior wall thickness (LVPW; d: 1.38 ± 0.08 vs. 1.11 ± 0.06; LVPW; s: 1.82 ± 0.07 vs. 1.60 ± 0.07; F3-KO vs. WT) in the F3-KO mice; meanwhile, these parameters were comparable in sham groups (Figures 2B,C). Although no statistical difference was observed in the lung weight to body weight ratio (LW/BW) between the WT and KO mice (Supplementary Figure 2E), we found an increased heart weight to body weight ratio (HW/BW) in the F3-KO mice after TAC surgery compared with the WT mice (Figure 2D).

**Figure 2:**
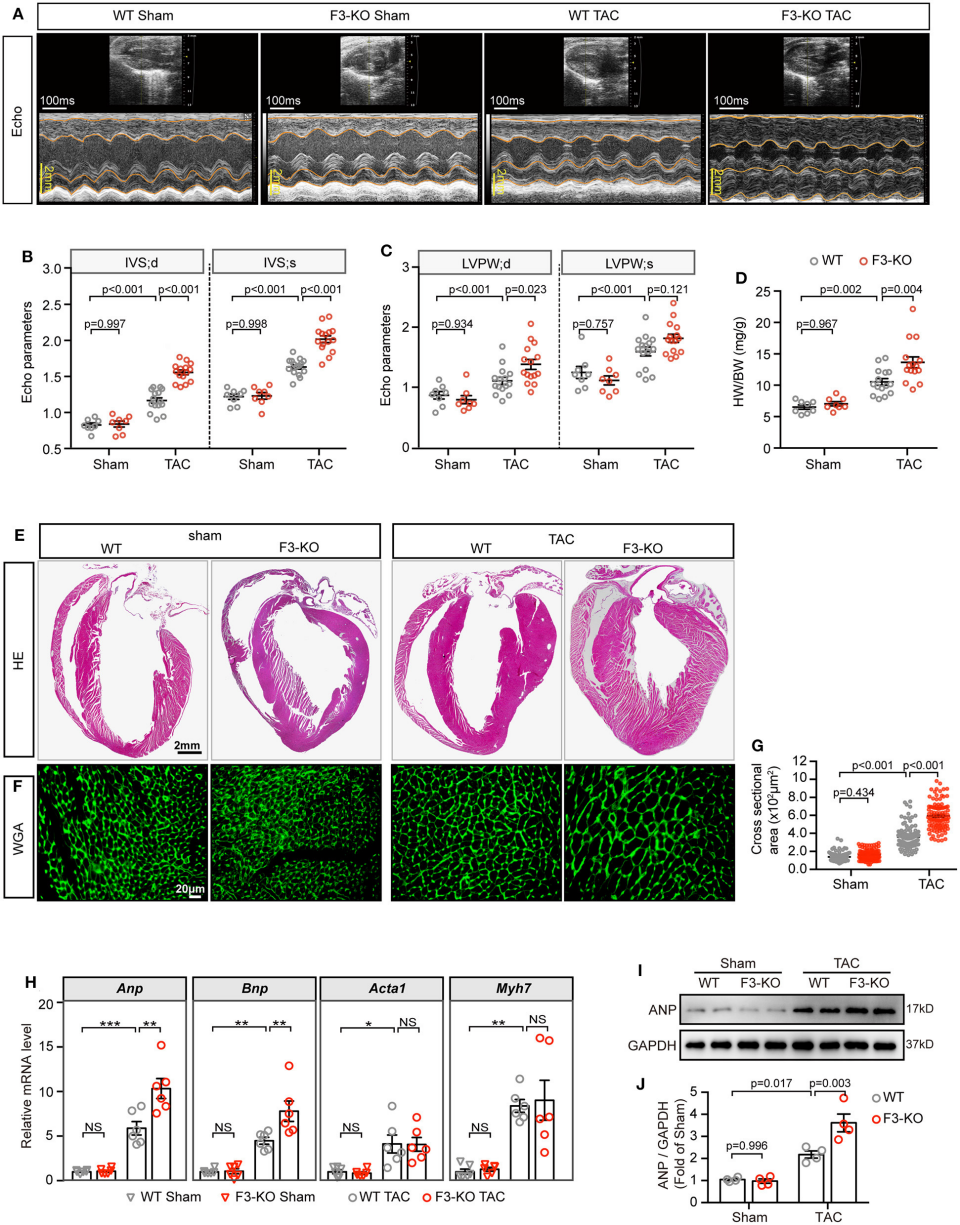
Deficiency of FABP3 aggravates TAC-induced cardiac hypertrophy. **(A)** Representative echo images of the WT and F3-KO mice at 4 weeks after TAC or sham operation. **(B)** Quantification results for the interventricular septum (IVS) in **(A)**. **(C)** Quantification results for the left ventricular posterior wall thickness (LVPW) in **(A)**. **(D)** The ratio of heart weight to body weight from sham or TAC-operated WT or F3-KO mice. **(E)** Images of H&E stained longitudinal sections of the indicated hearts. **(F)** Heart sections stained with WGA to compare the size of the cardiomyocyte area. **(G)** Quantification results in **(F)**; a total of 100 cells/group were calculated. **(H)** qPCR assays compared the mRNA expression of *Anp, Bnp, Acta1*, and *Myh7* at 4 weeks after sham or TAC operation. NS, not significant, *p < 0.05, **p < 0.01, ***p < 0.001. **(I)** Representative western blot images of ANP in the indicated groups. (J) Quantification results of **(I)**. [**B–D**, *n* = 8, 8, 15, 15, respectively; **H**, *n* = 6; **J**, *n* = 4; **(B–D,G,H,J)** Tukey's *post-hoc* test].

Then, histological H&E and WGA staining was conducted to determine the degree of cardiac hypertrophy after echo analysis. A significant increase in left ventricular wall thickness was found in F3-KO hearts compared to WT littermates after TAC surgery (Figure 2E). In addition, *Fabp3*-null caused a significantly enlarged cell area compared to the WT counterparts after TAC surgery (Figures 2F,G). In line with the above hypertrophic phenotype, the mRNA levels of *Anp* and *Bnp* were upregulated in F3-KO hearts after surgery compared to WT hearts (Figure 2H). Similarly, ANP levels were increased in F3-KO hearts compared to WT hearts (Figures 2I,J). Altogether, we concluded that FABP3 deficiency promoted cardiac hypertrophy after TAC operations.

### Loss of FABP3 Impairs Cardiac Remodeling After Hypertrophy

Cardiac hypertrophy contributes to heart failure under chronic overload, ultimately leading to adverse cardiovascular events and death. To determine whether *Fabp3* deficiency is associated with heart failure, the WT and F3-KO mice were observed over 8 weeks after TAC surgery. At the end of the observation period, a lower survival probability was observed in the F3-KO group compared to the WT group (Supplementary Figure 3A, *p* = 0.3), which was accompanied with increased heart size in the F3-KO mice after TAC surgery compared to the WT hearts (Supplementary Figure 3B). Consistent with the enlarged heart size in the *Fabp3*-defect mice, the decline in left ventricular ejection fraction (LVEF) and left ventricular fractional shortening (LVFS) was found in the F3-KO mice compared to their WT group at 8 weeks post-surgery, which was paralleled with higher left ventricular end diastolic volume (LVEDV) and left ventricular end systolic volume (LVESV) in the *Fabp3*-null mice (Supplementary Figures 3C–E).

Then, considering that fibrosis serves as a hallmark of cardiac dysfunction, by measuring the level of fibrosis-related genes via qPCR assay, we found that the mRNA expression of *Col3a1* was increased in the TAC-operated F3-KO hearts compared to the WT hearts. Moreover, *Fabp3* ablation reduced the mRNA expression of matrix metallopeptidase 2 (*Mmp2*) and matrix metallopeptidase (*Mmp9*) after TAC surgery, suggesting impaired collagen turnover and homeostasis in the *Fabp3*-KO mice (Supplementary Figure 3F). In agreement with the increased expression of fibrosis genes in the F3-KO hearts, Massons and Sirus red staining confirmed increased left ventricular collagen volume in the F3-KO hearts compared to the WT hearts (Supplementary Figures 3G,H). Cumulatively, these data suggest that the loss of FABP3 contributes to the progression of heart failure following TAC operation.

### FABP3 Alleviates Ang II-Induced Cardiomyocyte Hypertrophy *in vitro*

To corroborate the above findings that FABP3 participates in TAC-induced hypertrophy, we knocked down the expression of *Fabp3 in vitro* using non-targeting small interfering RNA (siRNA) (Supplementary Figure 4A). The cell size was comparable in the PBS groups; however, knocking down *Fabp3* significantly enlarged the cell area after Ang II treatment compared with the Si-NC group (Figures 3A,B). Moreover, an increase in the *Anp* and *Bnp* mRNA expression in line with the upregulation of the ANP protein level was found in the Si-F3 group compared with the Si-NC group (Figures 3C–E).

**Figure 3:**
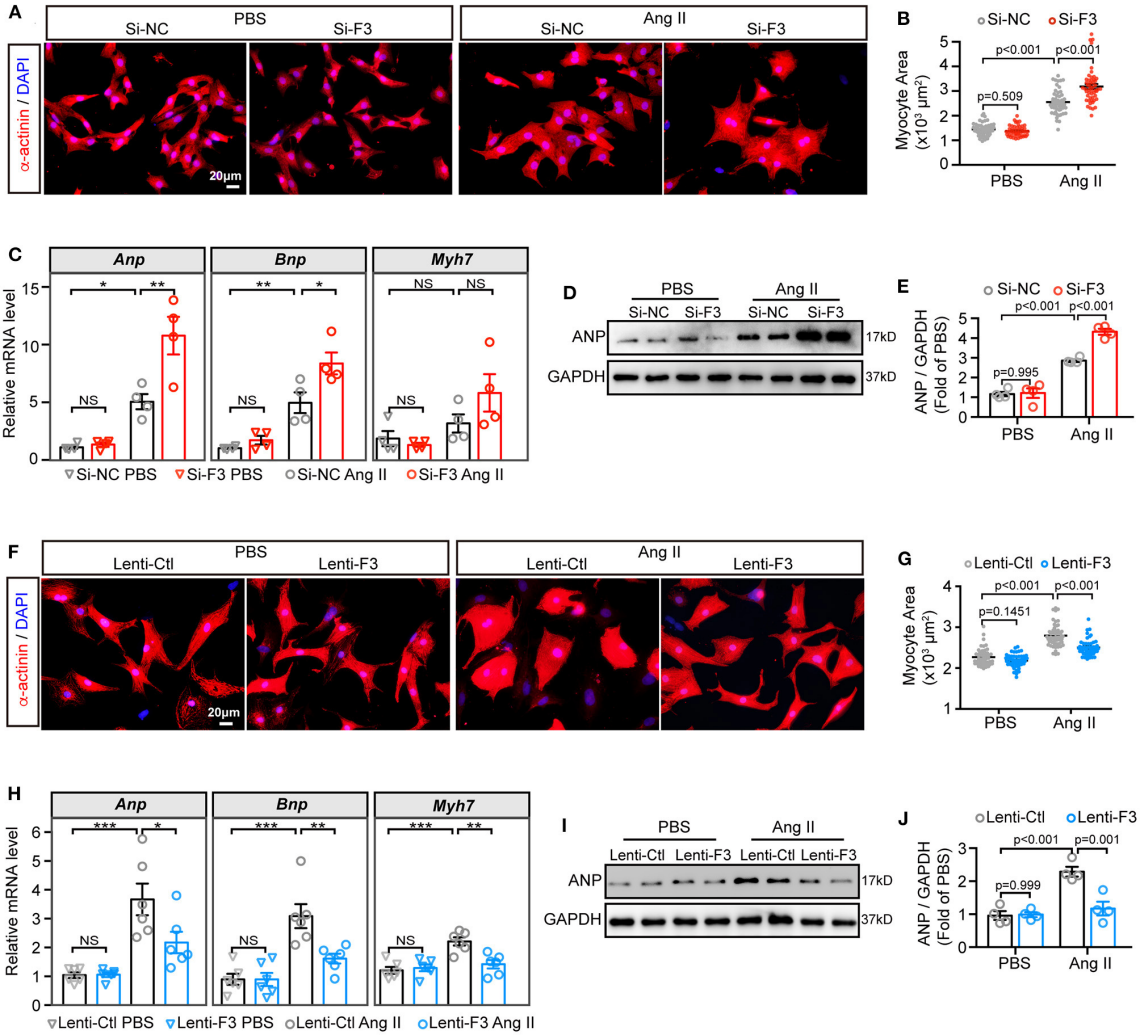
FABP3 participates in Ang II induced cell hypertrophy. **(A–E)** NRVMs were treated with siRNA-targeting *Fabp3* (Si-F3) or its negative control (Si-NC) before PBS or Ang II treatment. **(A)** Immunofluorescence staining of α-actinin in NRVMs with or without Ang II treatment. **(B)** Quantification results of the cell area in (A); 50 cells/group were calculated. **(C)** mRNA expression of hypertrophic genes (*Anp, Bnp*, and *Myh7*) in indicated groups. NS, not significant, ^*^p < 0.05, **p < 0.01. **(D)** Representative western blot images of ANP after *Fabp3* knocking-down. **(E)** Quantification of **(D)**. **(F–J)** NRVMs were transfected with lentivirus-encoding *Fabp3* (Lenti-F3) or its negative control (Lenti-Ctl) before PBS or Ang II treatment. **(F)** The cell area was determined by α-actinin staining in NRVMs. **(G)** Quantification results of the cell area in **(F)**; 50 cells/group were calculated. **(H)** The mRNA levels of *Anp, Bnp*, and *Myh7* were compared in the aforementioned groups. NS, not significant, *p < 0.05, **p < 0.01, ***p < 0.001. **(I)** Representative western blot images revealed reduced ANP protein levels in the Lenti-F3 group. **(J)** Quantification results of **(I)**. [**C,E,J**, *n* = 4; H, *n* = 6; **(B,G)**: Games–Howell *post-hoc* test; **(C,E,H,J)**: Tukey's *post-hoc* test].

Next, lentivirus vectors containing the full-length *Fabp3* transcript (NM_001320996) and green fluorescent protein (GFP) were constructed, transfected, and visualized with the fluorescence microscope to confirmed the transfection efficiency (Supplementary Figure 4B). After transfecting H9C2 cells with optimal multiplicity of infection (MOI) of 10 and 100, lentivirus carrying the *Fabp3* transcript (Lenti-F3) markedly increased FABP3 protein levels by more than four-fold compared to the empty control vector (Lenti-Ctl; Supplementary Figures 4C,D), which was supported by a higher FABP3 fluorescence value in the Lenti-F3 group (Supplementary Figure 4E). In contrast to the pro-hypertrophic effect of *Fabp3* ablation, the knocking-in expression of FABP3 prevented Ang II-induced cell hypertrophy *in vitro*. Specifically, Ang II stimulation resulted in enlarged cell sizes in the control group, which was markedly blunted with the overexpression of FABP3 (Figures 3F,G). Consistent with the reduction in the cell area, the overexpression of FABP3 curbed the increase in *Anp, Bnp*, and *Myh7* mRNA levels following Ang II treatment (Figure 3H), as well as the protein expression of ANP (Figures 3I,J). These *in vitro* data verified the protective effects of FABP3 on neurohormonal stimuli-induced hypertrophy. Altogether, these FABP3 loss- and gain-of-function results corroborate with *in vivo* phenotypes and reveal the important role of FABP3 in the development of cardiac hypertrophy.

### Ablation of FABP3 Leads to Defective FA β-Oxidation and Lipid Homeostasis

To explore the mechanism through which FABP3 regulates cardiac hypertrophy, we collected F3-KO or WT hearts at 1-week post-sham or -TAC operation for RNA-seq analysis and liquid chromatography–mass spectrometry (LC-MS) analysis to determine differential genes and metabolites (Figure 4A). 

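RNA was sequenced from 12 hearts, 3 in each of 4 groups: sham-operated WT, sham-operated F3-KO, TAC-operated WT and TAC-operated F3-KO. In TAC the aortic arch is ligated against a needle that is then removed, so that the left ventricle pumps against a raised pressure, and the sham operation is identical without the constriction. According to the supplementary methods, RNA was extracted with Trizol and sequenced by BGI, adapter-containing and low-quality reads were removed with SOAPnuke, and reads were mapped with HISAT2 and STAR. The authors deposited estimated read counts for 19308 genes, listed by NCBI gene identifier and symbol and not normalized. Of these values 40.6% were not whole numbers, and all were rounded to whole numbers before testing. The paper's text does not name the counting tool or the genome build, and no genomic positions are given here for that reason.

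Total estimated counts per heart were 10424334 to 12633776 (median 10477383) in the WT sham group and 11459892 to 12231937 (median 11537677) in the F3-KO sham group. After TAC they were 10746767 to 12431570 (median 11650410) in WT hearts and 12132919 to 14372011 (median 12572546) in F3-KO hearts. A count of 3, the floor below which no fold is given, was worth 0.209 to 0.288 CPM (counts scaled to library size) in these libraries. This floor covers counting error only. The 12 hearts are separate replicates by their labels. Between replicates of one group the chi-square statistic per degree of freedom was 10.4 to 84 over the 12 pairs, where one library deposited repeatedly would give values near those of sampling noise, and no pair was merged.

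Genes with low counts were removed with edgeR's filterByExpr at a minimum count of 10, which left 14094 genes and removed 5214 genes that held 0.0773% of all counts. Counts were scaled with TMM factors, and one quasi-likelihood model of the 4 groups was fitted to all 12 libraries, which leaves 8 residual degrees of freedom for the spread between hearts. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p under 0.05. The biological coefficient of variation, the spread between hearts of one group beyond counting error, was 0.232. In counts simulated from these libraries the same model recovered 146 of 200 changed genes among 13933 genes, including 88% of those changed 4-fold, and called 8 unchanged genes. The simulated genes varied independently and with the same spread in all groups, so that these numbers may be too favourable for the TAC hearts. With 3 hearts against 3, a two-sided exact permutation test cannot give a p below 0.1.

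For the pathways of the paper, 13 gene lists were used in place of the GO and KEGG databases: the genes of the heatmaps and of Supplementary Table 1, and short lists written by hand for the other terms, each without *Fabp3*. The value of a list is the mean log2 fold change of its tested genes. Each list was tested with camera, which compares the genes of a list with all other genes and here assumed a preset correlation of 0.01 between genes of one list, with adjustment over the 13 lists.

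*Fabp3* (NCBI gene 14077), the targeted gene, was counted in every heart. Its mRNA expression was 2466 ± 367 CPM (SD, n = 3) in WT sham hearts and 1065 ± 24.4 CPM (SD, n = 3) in F3-KO sham hearts, a log2 fold change of -1.21 (standard error 0.15, adjusted p = 0.00784, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). After TAC it was 2952 ± 97.4 CPM (SD, n = 3) in WT hearts and 1053 ± 78.0 CPM (SD, n = 3) in F3-KO hearts, a log2 fold change of -1.49 (standard error 0.15, adjusted p = 0.00146, same edgeR test). The highest F3-KO library held 1140 CPM and the lowest WT library 2120 CPM.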

Principal component analysis (PCA) of RNA-seq revealed that the transcriptome of the F3-KO hearts was similar to those of the WT mice under sham conditions. However, TAC operation induced differentially expressed genes between WT and F3-KO hearts, which separated them on the PCA plot (Supplementary Figure 5A). 

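The PCA was run on log2 CPM of the 500 most variable genes, and PC1 held 32.3% and PC2 held 13.5% of the variance. WT sham hearts lay at 11.39, 23.91 and 18.46 on PC1 and at 14.32, 8.73 and 16.07 on PC2. F3-KO sham hearts lay at 8.23, 3.69 and 10.85 on PC1 and at -13.93, -20.34 and -19.39 on PC2, below all 3 WT sham hearts on both components. The mean distance between WT sham and F3-KO sham hearts over these genes was 48.9 and the mean distance within the groups was 41.7, a ratio of 1.17 (one-sided exact permutation test, p = 0.1, the smallest p that 3 hearts against 3 allow). The ratio was 1.12 to 1.17 with all tested genes, with DESeq2's size factors or with a prior count of 0.5, and 1.15 to 1.2 with each heart left out.

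Between the sham groups 15 genes were differentially expressed, 5 upregulated and 10 downregulated in F3-KO hearts. At an unadjusted p of at most 0.05 there were 849 genes (396 upregulated and 453 downregulated), where 705 are expected by chance. The alternative that moved this count most was DESeq2's Wald test at an unadjusted p of at most 0.05, with 910 genes, and DESeq2 at an adjusted p under 0.05 gave 102 genes that included the 15. Leaving out single hearts gave 2 genes without F3-KO sham replicate 3 and up to 7 genes without WT sham replicate 1, of which 2 and 6 were among the 15. The values of the groups did not overlap in 1931 genes, 13.7% of those tested, where chance gives 10%.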

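Among TAC-operated hearts, WT hearts lay at -27.66, -2.74 and 21.13 and F3-KO hearts at -39.87, -31.37 and 3.99 on PC1, so that the genotypes overlapped there. On PC2 the F3-KO TAC hearts, at 6.52, -6.17 and -14.53, lay below the WT TAC hearts, at 11.82, 7.3 and 9.6. The mean distance was 54.6 between the genotypes and 54.6 within them, a ratio of 1 (one-sided exact permutation test, p = 0.5). It was 0.999 to 1.02 under the other settings used for the sham hearts, and leaving out single hearts gave 0.936 to 1.08. The biological coefficient of variation was 0.207 in WT sham, 0.138 in F3-KO sham, 0.258 in WT TAC and 0.294 in F3-KO TAC hearts.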

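Between TAC-operated F3-KO and WT hearts, 11 of the tested genes were differentially expressed (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 4 upregulated and 7 downregulated in F3-KO hearts, each with an absolute log2 fold change of at least 1. An unadjusted p of at most 0.05 was found for 1410 genes (823 upregulated and 587 downregulated), and 383 of them (274 and 109) also had an absolute log2 fold change of at least 1. The values of the genotypes did not overlap in 1607 genes, 11.4% of those tested. The alternative that moved the count most was DESeq2's Wald test at an unadjusted p of at most 0.05, the threshold of the supplementary methods, with 1578 genes (862 upregulated and 716 downregulated). At an adjusted p under 0.05 DESeq2 called 94 genes, which included the 11. A model of only the 6 TAC libraries called 0 genes, with 817 at an unadjusted p of at most 0.05.

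Among the differentially expressed genes, *Rab4a* (NCBI gene 19341) had the lowest log2 fold change, -2.29 (standard error 0.20, adjusted p = 0.00131, edgeR). It was at 16.4 ± 1.61 CPM (SD, n = 3) in WT TAC hearts and 3.32 ± 0.931 CPM in F3-KO TAC hearts. *Ttc41* (NCBI gene 103220) fell from 385.2 ± 21.0 CPM to 86.7 ± 17.2 CPM (SD, n = 3 each), a log2 fold change of -2.15 (standard error 0.21, adjusted p = 0.00146, edgeR). *Gm21451* (NCBI gene 100862072) had the highest log2 fold change of the differentially expressed genes, 3.18 (standard error 0.39, adjusted p = 0.00733, edgeR). It was at 1.06 ± 0.163 CPM in WT TAC and 9.66 ± 2.36 CPM in F3-KO TAC hearts (SD, n = 3 each). *Ifi208* (3.01), *Gm15446* (1.87) and *Plac9b* (1.69) were the other upregulated genes, with the log2 fold change in parentheses. Besides *Fabp3*, *Cntnap5b* (-1.58), *Wdfy1* (-1.13), *Tmem181b-ps* (-1.39) and the gene listed as BGIG10090_47737 (-2.13) were downregulated. *Tmem181b-ps* and *Wdfy1* fall outside the rule for naming genes and were chosen after their values were seen. *Gm21451*, *Gm15446*, *Plac9b*, *Ifi208*, *Tmem181b-ps* and BGIG10090_47737 are uncertain, as predicted genes, a pseudogene or members of gene families whose reads the authors' counting could have split between similar copies.

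Of the 11 genes, 7 were also differentially expressed, in the same direction, between the sham groups, where 0.0117 are expected by chance: *Fabp3*, *Rab4a*, *Ttc41*, *Plac9b*, *Tmem181b-ps*, *Wdfy1* and BGIG10090_47737. In sham hearts the other 4 had adjusted p values of 0.0656 (*Gm21451*), 0.0881 (*Gm15446*), 0.113 (*Ifi208*) and 0.97 (*Cntnap5b*, edgeR). The genotype effect on *Cntnap5b* differed between TAC and sham by a log2 value of -1.15 (adjusted p = 0.954 for the interaction, edgeR). With each TAC heart left out in turn, the count ranged from 6 genes without WT TAC replicate 3, of which 5 were among the 11, to 103 genes without F3-KO TAC replicate 3, which included the 11. *Fabp3*, *Rab4a*, *Ttc41*, *Tmem181b-ps* and *Wdfy1* remained differentially expressed in each of these 6 fits. *Gm21451* lost its call without WT TAC replicate 2 or 3 (adjusted p = 0.0554 and 0.0516, edgeR), *Plac9b* without WT TAC replicate 1 or 3 (0.0971 and 0.0777) and *Ifi208* whichever WT TAC heart was left out (0.0883 to 0.0971). *Cntnap5b* lost it without WT TAC replicate 2 or 3 or F3-KO TAC replicate 2 (0.16 to 0.211), and *Gm15446* and BGIG10090_47737 lost it when any one TAC heart other than F3-KO TAC replicate 3 was left out (0.0539 to 0.16).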

Comparing the TAC-operated F3-KO hearts with the WT hearts, a total of 939 (upregulated: 772, downregulated: 167) differentially expressed genes were identified and analyzed in this study (Figure 4A). 

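The overlap of the 13 gene lists with the differentially expressed genes was counted in a comparison chosen after the data were seen. Of the 191 list genes tested, 0 were among the 11 differentially expressed genes. An unadjusted p of at most 0.05 was found for 44 of them (22 upregulated and 22 downregulated). If no gene were changed, 9.55 would be expected. That is a low bar, since 1410 of all 14094 genes tested had such a p and genes of a list can move together. By DESeq2 at an adjusted p under 0.05, 5 of 206 list genes were called, among 15835 genes with an adjusted p (one-sided Fisher's exact test, p = 0.00765). They included *Apoa2*, which had 99 and 122 counts in F3-KO TAC replicates 2 and 3 and at most 15 in the other hearts. When counts were summed within each group and compared with an exact binomial test at an absolute log2 fold change of at least 1, which leaves out the spread between replicates, 45 of 216 list genes were called among 18644 genes (one-sided Fisher's exact test, p = 5.97e-11). Of these, 27 came from the 36 genes of the extracellular matrix list (adjusted p = 6.17e-23) and 14 from the 70 genes of the PPAR signaling list (adjusted p = 0.00246). The glycolysis list of Fig. 5A gave 3 of 6 genes (adjusted p = 0.0269) and gluconeogenesis 3 of 8 (adjusted p = 0.0507). By summed counts no gene of the fatty acid oxidation, lipogenesis, lipid storage, TCA cycle or complex I lists was called. Terms of glycan metabolism were not analysed here.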

KEGG pathway analysis revealed that these differentially expressed genes were enriched for terms related to “lipid metabolism,” “glycan metabolism,” and “energy metabolism” (Supplementary Figure 5B). Next, gene set enrichment analysis (GSEA) revealed that pathways that involved “regulation of anatomical structure size,” “wound healing,” and “extracellular structure organization” were positively correlated with the TAC-operated F3-KO mice. These pathways, which were consistent with pro-hypertrophic phenotypes in the *Fabp3*-null hearts, suggested that ablation of *Fabp3* triggers maladaptive remodeling after TAC operation (Supplementary Figure 5C).

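A list of 36 genes of extracellular matrix proteins stood for extracellular structure organization, and the other terms were not analysed here. Its mean log2 fold change between TAC-operated F3-KO and WT hearts was 1.38, with 35 of 36 genes higher in F3-KO hearts (adjusted p = 2.38e-08, camera). Over single genes, 0 of the 36 had an adjusted p under 0.05 and 17, all higher in F3-KO hearts, had an unadjusted p of at most 0.05 (edgeR). Relative to the WT sham mean, the mean log2 CPM of the list was 1.82, 0.84 and 0.19 in WT TAC replicates 1, 2 and 3 and 2.33, 3.29 and 0.59 in F3-KO TAC replicates 1, 2 and 3, so that the genotypes overlapped (exact two-sided permutation test, p = 0.3). The mean log2 fold change was 0.61 (adjusted p = 0.007, camera) without F3-KO TAC replicate 2 and 1.95 without WT TAC replicate 1. In sham hearts the list was higher in F3-KO hearts by a mean log2 value of 0.51 (adjusted p = 0.00506, camera; 0.763, fry; 0.788, camera with an estimated correlation), and the exact two-sided permutation test of the list mean gave p = 0.2.

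Camera gave an adjusted p under 0.05 for 9 of the 13 lists, 1 higher and 8 lower in F3-KO TAC hearts. None of the 9 calls holds under fry or under camera with an estimated correlation, which both take the correlation between genes from the data. Fry also differs from camera in testing a list on its own, without comparing it with the other genes. An unadjusted p of at most 0.05 was given by fry to 3 lists, gluconeogenesis, lower in F3-KO TAC hearts (0.00636), and lipogenesis (0.00985) and glycolysis (0.0455), both higher, and by the estimated correlation to 1 list. The adjusted p of the extracellular matrix list was 0.193 under fry and 0.304 under the estimated correlation.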

**Figure 4:**
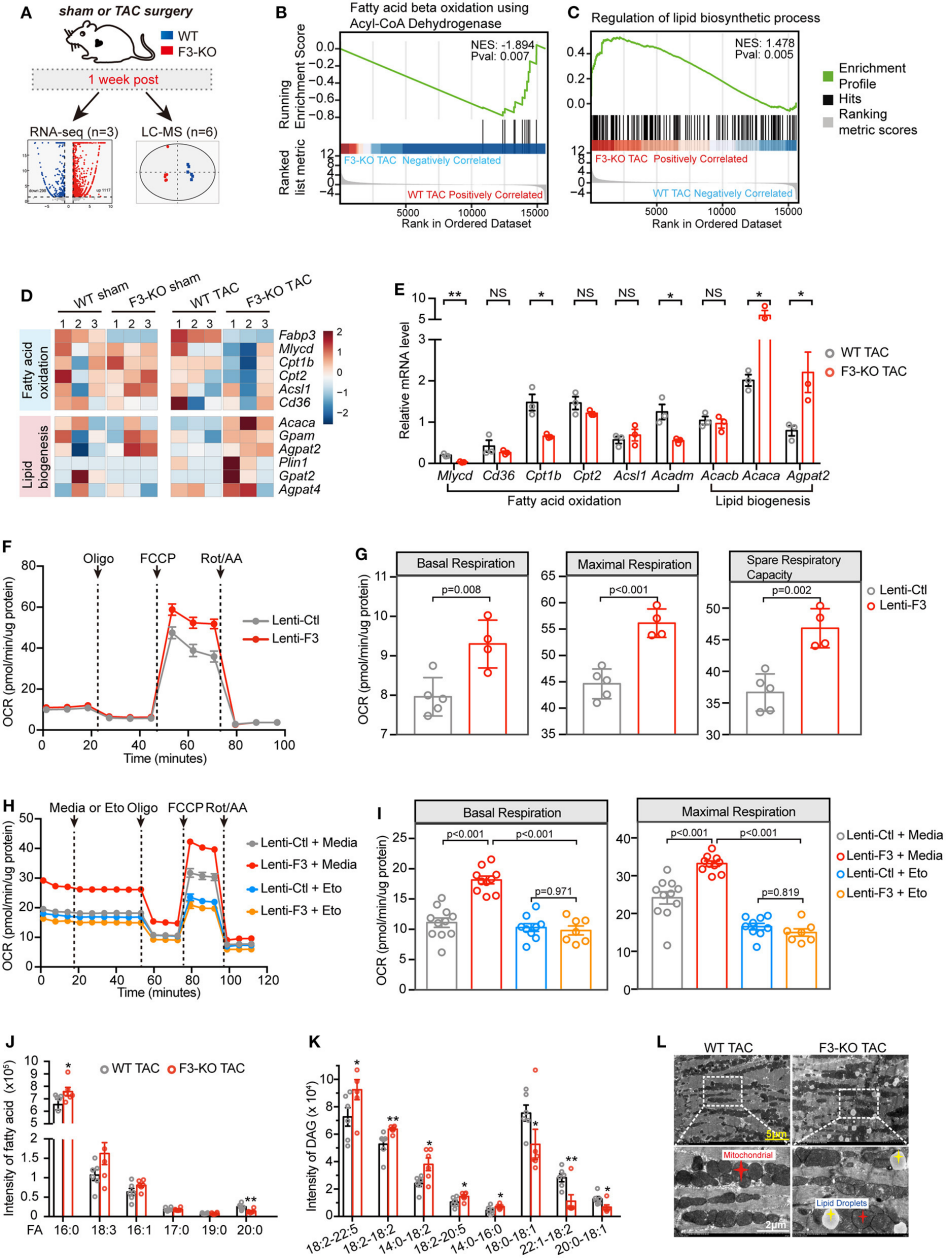
FABP3-defect results to compromised fatty acid oxidation (FAO) and toxic lipid accumulation. **(A)** Experimental schematic of RNA-seq analysis and metabolomics analysis in WT and F3-KO hearts. **(B,C)** GSEA revealing that F3-KO negatively correlates with fatty acid beta oxidation using acyl-CoA dehydrogenase **(B)**, while positively correlating with the lipid biosynthetic process **(C)**. **(D)** Heatmap showed scaled expression of FAO and lipid biogenesis genes in indicated samples from RNA-seq analysis. **(E)** The mRNA expression of FAO and lipid biogenesis genes in TAC-operated WT and F3-KO hearts. NS, not significant, *p < 0.05, **p < 0.01. **(F)** Mitochondrial stress assay was performed in NRVMs transfected with *Fabp3* (Lenti-F3) or its negative control (Lenti-Ctl) after Ang II treatment to measure the oxygen consumption rates (OCR); data were presented as mean ± SD from individual experiments. **(G)** The parameters of basal respiration, maximal respiration, and spare respiration capacity were calculated from **(F)**; data were presented as mean ± SD from individual experiments. **(H)** LCFA oxidation stress assay was conducted in NRVMs with or without knocking-in expression of *Fabp3* after Ang II treatment; etomoxir (Eto) was applied to inhibit the mitochondrial FAO. Data were presented as mean ± SEM from individual experiments. **(I)** The parameters of basal respiration and maximal respiration were calculated from **(H)**; data were presented as mean ± SEM from individual experiments. (J and K) The level of fatty acid (FA) and diacylglycerol (DAG) in WT and F3-KO hearts determined by LC-MS analysis; six biological replicates per group. *p < 0.05, **p < 0.01. **(L)** Representative electron micrographs of WT and F3-KO hearts after TAC operation. (Bottom) Higher magnification images of the dashed rectangle from **(L)**. [**E**, *n* = 3, Student's *t*-test; **G**, *n* = 5, 4, respectively, Student's *t*-test; **I**, *n* = 11, 10, 9, 7, respectively, Tukey's *post-hoc* test; **(J,K)** Student's *t*-test].

Intriguingly, GSEA indicated that *Fabp3* ablation resulted in impaired mitochondrial FAO and disrupted lipid homeostasis. Specifically, “fatty acid beta oxidation using acyl-CoA dehydrogenase” was negatively correlated with the F3-KO hearts (Figure 4B; Supplementary Figure 5C), while positively enriched “lipid biosynthetic process” and “lipid storage” were found in the F3-KO hearts compared with the WT hearts (Figure 4C; Supplementary Figure 5D). 

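Genes of fatty acid oxidation by acyl-CoA dehydrogenases had a mean log2 fold change of -0.25 between TAC-operated F3-KO and WT hearts, with 13 of 15 lower in F3-KO hearts (adjusted p = 0.000867, camera; 0.215, fry). The mean log2 CPM of this list relative to WT sham hearts was -0.33, -0.16 and -0.02 in WT TAC replicates 1, 2 and 3 and -0.57, -0.78 and -0.01 in F3-KO TAC replicates 1, 2 and 3 (exact two-sided permutation test, p = 0.4). The mitochondrial β-oxidation genes of Supplementary Table 1 had a mean log2 fold change of -0.31, with 13 of 14 lower (adjusted p = 0.000124, camera; 0.193, fry). Their mean was -0.02, -0.01 and 0 in WT TAC replicates 1, 2 and 3 and -0.31, -0.80 and 0.04 in F3-KO TAC replicates 1, 2 and 3. F3-KO TAC replicate 2 carried much of both differences: without it the mean log2 fold changes were -0.11 (adjusted p = 0.103, camera) and -0.13 (adjusted p = 0.0574, camera), and without F3-KO TAC replicate 3 they were -0.51 and -0.54. Without WT TAC replicate 3 the acyl-CoA dehydrogenase value was -0.17 (adjusted p = 0.0153, camera).

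For the lipid biosynthetic process, the lipogenesis genes of Supplementary Table 1 had a mean log2 fold change of 0.19, with 9 of 10 higher in F3-KO TAC hearts (adjusted p = 0.126, camera; 0.064, fry). The list mean lay at 0.13, 0.16 and 0 in the WT TAC hearts and at 0.30, 0.22 and 0.26 in the F3-KO TAC hearts, without overlap (exact two-sided permutation test, p = 0.1). A hand-written list of lipid storage genes had a mean log2 fold change of -0.20, with 11 of 17 lower in F3-KO TAC hearts (adjusted p = 0.0108, camera; 0.185, fry). The list also holds genes of lipid breakdown, so that the sign of its mean does not give a direction of storage. The breakdown gene *Pnpla2* was lower at an unadjusted p of at most 0.05 (edgeR), as were *Cidea*, *Fitm1*, *Fitm2* and *Plin5*. The hearts lay at 0.05, -0.03 and -0.11 in the WT TAC group and at -0.39, -0.32 and 0.01 in the F3-KO TAC group. This value was -0.13 without WT TAC replicate 1 (adjusted p = 0.0679, camera), -0.12 without F3-KO TAC replicate 1 (adjusted p = 0.116, camera) and -0.35 without F3-KO TAC replicate 3. Over single genes, 0 genes of these lists had an adjusted p under 0.05 (edgeR), and at an unadjusted p of at most 0.05 there were 1, 0, 1 and 5 genes in the acyl-CoA dehydrogenase, β-oxidation, lipogenesis and lipid storage lists.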

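The FAO genes of Fig. 4D, *Mlycd*, *Cpt1b*, *Cpt2*, *Acsl1* and *Cd36*, were all lower on average in F3-KO TAC than in WT TAC hearts, with a mean log2 fold change of -0.27 (adjusted p = 0.0255, camera; 0.193, fry). The list mean, relative to WT sham hearts, was 0.10, -0.14 and -0.10 in the 3 WT TAC hearts and -0.27, -0.74 and -0.02 in the 3 F3-KO TAC hearts. The mean log2 fold change was -0.10 without F3-KO TAC replicate 2 (adjusted p = 0.351, camera) and -0.19 without WT TAC replicate 1 (adjusted p = 0.228, camera), and was -0.45 without F3-KO TAC replicate 3.

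*Mlycd* (NCBI gene 56690) was at 116 ± 17.9 CPM (SD, n = 3) in WT TAC and 85.4 ± 34.2 CPM (SD, n = 3) in F3-KO TAC hearts, a log2 fold change of -0.45 (standard error 0.24, adjusted p = 0.547, edgeR). *Cpt1b* (NCBI gene 12895) was at 824.2 ± 44.6 CPM and 649.8 ± 152.4 CPM, a log2 fold change of -0.34 (standard error 0.19, adjusted p = 0.55, edgeR), and *Cpt2* (NCBI gene 12896) at 228.5 ± 28.0 CPM and 178.3 ± 42.6 CPM, a log2 fold change of -0.36 (standard error 0.21, adjusted p = 0.566, edgeR). Single hearts moved these values: without F3-KO TAC replicate 2 *Mlycd*, *Cpt1b* and *Cpt2* were at -0.24, -0.21 and -0.21. *Mlycd* and *Cpt1b* were at -0.81 and -0.54 without F3-KO TAC replicate 3, and *Cpt2* at -0.55 without F3-KO TAC replicate 1. *Acsl1* (NCBI gene 14081) had a log2 fold change of -0.055 (standard error 0.24, adjusted p = 0.952, edgeR), which was 0.024 without WT TAC replicate 1 and 0.14 without F3-KO TAC replicate 2. Among the lipid biogenesis genes, *Acaca* (NCBI gene 107476) was at 17.3 ± 0.784 CPM in WT TAC and 20.2 ± 2.01 CPM in F3-KO TAC hearts, a log2 fold change of 0.23 (standard error 0.13, adjusted p = 0.56, edgeR). *Gpam* (NCBI gene 14732) was at 192.7 ± 27.4 CPM and 225.5 ± 7.84 CPM, a log2 fold change of 0.23 (standard error 0.25, adjusted p = 0.757, edgeR). For *Acaca* and *Gpam* every F3-KO TAC heart lay above every WT TAC heart (exact two-sided permutation test, p = 0.1), and for *Mlycd*, *Cpt1b*, *Cpt2* and *Acsl1* the genotypes overlapped (exact p of 0.2 to 0.9).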

In line with the aforementioned pathways, suppressed FAO genes and upregulated lipid biogenesis genes were observed in the F3-KO TAC group than the WT TAC group in RNA-seq analysis and *in vivo* experiments (Figures 4D,E). However, these genes were comparable under sham conditions whether in RNA-seq analysis or their mRNA expression *in vivo* (Figure 4D; Supplementary Figure 5E), which manifested that *Fabp3* deficiency has no profound effect on cardiac lipid metabolism under physiological conditions; however, hypertrophic stimulation that occurred with higher energy demand magnified the effects of *Fabp3*-defect on energy homeostasis and resulted in imbalanced FAO and lipid biosynthesis processes.

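In sham hearts the FAO list of Fig. 4D had a mean log2 fold change of 0.083 between F3-KO and WT (adjusted p = 0.472, camera), and the lipid biogenesis list of Fig. 4D one of 0.077 (adjusted p = 0.472, camera). The log2 fold changes of single genes were 0.035 for *Mlycd*, 0.15 for *Cpt1b*, 0.076 for *Cpt2*, 0.23 for *Acsl1*, -0.049 for *Acaca*, 0.18 for *Gpam*, 0.27 for *Agpat2* and -0.091 for *Agpat4*. The smallest adjusted p among them was 0.883, for *Agpat2* (edgeR). The mitochondrial β-oxidation list was higher in F3-KO sham hearts by a mean log2 value of 0.19 (adjusted p = 0.028, camera; 0.763, fry).

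Whether the genotype effect differed between TAC and sham was tested as an interaction. At an adjusted p under 0.05 it was found for 0 genes (edgeR), and 632 genes had an unadjusted p of at most 0.05, where 705 are expected by chance. The genotype effect on the FAO list differed between TAC and sham by a mean log2 value of -0.35 (adjusted p = 0.015, camera; 0.414, fry). That on the lipid biogenesis list differed by 0.039 (adjusted p = 0.991, camera). From lower FAO genes and higher lipid biogenesis genes after TAC, beside comparable expression under sham conditions, the paper reasons that *Fabp3* deficiency has little effect on lipid metabolism in the unstressed heart and that the higher energy demand of hypertrophic stimulation magnifies it, and concludes that FAO and lipid biosynthesis are then out of balance.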

Furthermore, to explore the effects of FABP3 on cardiomyocyte FAO activity under hypertrophic stimulation *in vitro*, mitochondrial stress assay was performed in NRVMs with or without the knocking-in expression of FABP3 to measure in real time the oxygen consumption rate (OCR). Compared with the negative control, overexpression of FABP3 resulted in significant increases in basal, maximal respiration, and spare respiratory capacity (Figures 4F,G). Relative to glucose, fatty acid required more oxygen for its β-oxidation; therefore, the OCR serves as a relative indicator of cell fuel preference. The higher OCR rate in the lenti-F3 group indicated that the overexpression of FABP3 resulted in the increase in FAO activity. Then, a supplement of etomoxir was used to evaluate the cell dependency on fatty acid as the energy substrate. We found that the application of etomoxir led to a marked drop of respiration in the FABP3 overexpressed group compared with its negative control groups, demonstrating that NRVMs with FABP3 overexpression have increased reliance on fatty acid as energy fuel (Figures 4H,I). Moreover, etomoxir treatment would reverse the protective effects of FABP3 on cardiac hypertrophy and upregulated the mRNA expression of *Bnp* and *Anp* (Supplementary Figure 5F). Taken together, these data point to the dependency of FABP3 on cardiomyocyte FA β-oxidation to meet an effective metabolic demand under hypertrophic stimulations.

### FABP3-Null Hearts Exhibit Abnormal Lipid Accumulation

The RNA-seq analysis showed that FABP3 deletion led to increased lipid biogenesis (Figures 4C,D). 

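The lipid biogenesis genes of Fig. 4D that passed the filter on low counts, *Acaca*, *Gpam*, *Agpat2* and *Agpat4*, had a mean log2 fold change of 0.12 between TAC-operated F3-KO and WT hearts (adjusted p = 0.405, camera; 0.193, fry). Relative to WT sham hearts the list mean was 0.10, 0.16 and 0 in WT TAC and 0.18, 0.28 and 0.10 in F3-KO TAC hearts (exact two-sided permutation test, p = 0.2). Leaving out single TAC hearts gave 0.059 (without F3-KO TAC replicate 2) to 0.15, and no such fit had an adjusted p under 0.32 (camera). *Agpat2* (NCBI gene 67512) was at 54.8 ± 3.02 CPM (SD, n = 3) in WT TAC and 55.5 ± 5.42 CPM (SD, n = 3) in F3-KO TAC hearts, a log2 fold change of 0.017 (standard error 0.13, adjusted p = 0.972, edgeR). *Agpat4* (NCBI gene 68262) was at 6.23 ± 0.972 CPM and 6.19 ± 2.16 CPM, a log2 fold change of -0.0060 (standard error 0.34, adjusted p = 0.996, edgeR). The direction of both changed with single hearts left out: *Agpat2* was at -0.065 without F3-KO TAC replicate 3, and *Agpat4* at 0.25 without the same heart. *Plin1* and *Gpat2* failed the filter. Each had counts of 4, 1 and 0 in F3-KO TAC replicates 1, 2 and 3 and at most 1 in WT TAC hearts, so that no difference was detectable at this depth.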

Lipid-targeted metabolomics analysis was used to determine the differential metabolites in WT and F3-KO hearts. We found that rather than triglycerides (TAG, Supplementary Figure 6B) and Acyl-carnitine (ACar, Supplementary Figure 6C), the fatty acid (16:0) and diglyceride (DAG 18:2–22:5, 18:2–18:2) were significantly increased in the F3-KO hearts compared with the WT mice (Figures 4J,K), which was in line with an increase in neutral lipid in *Fabp3* knocking-down cells after Ang II treatment (Supplementary Figure 6A). It is important to note that DGA and saturated fatty acid (especially palmitate) were closely associated with cellular toxicity for their direct actions as signaling lipids (18). Therefore, FABP3 deficiency not only blunted cardiac FA β-oxidation but also triggered the excessive accumulation of toxic lipids in hearts. Consistent with increased toxic lipid species and neutral lipid *in vivo* and *in vitro*, an excess of lipid droplet accumulation was observed in the *Fabp3*-null hearts after TAC surgery by using transmission electron microscopy (TEM), which was rare in the WT hearts (Figure 4L; Supplementary Figure 6D). To determine whether differences in lipid uptake accounted for the abnormal lipid accumulation in the F3-KO mice, plasma non-esterified fatty acid (NEFA) was measured at sham, 4W and 8W post-surgery; we found that the plasma concentration of NEFA was higher at 8W compared to the sham group; however, no significant difference was observed between WT and F3-KO mice (Supplementary Figure 6E). These data in line with comparable mRNA expression of fatty acid transporter *Cd36* between WT and F3-KO hearts (Figures 4D,E) revealed that abnormal lipid accumulation in the F3-KO hearts may arise from activated lipid biosynthesis rather than abnormal lipid uptake. 

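*Cd36* (NCBI gene 12491) was at 1938 ± 185 CPM (SD, n = 3) in WT sham and 1840 ± 86.3 CPM (SD, n = 3) in F3-KO sham hearts, a log2 fold change of -0.075 (adjusted p = 0.998, edgeR). After TAC it was at 1863 ± 550.1 CPM (SD, n = 3) in WT and 1685 ± 398.2 CPM (SD, n = 3) in F3-KO hearts, a log2 fold change of -0.15 (standard error 0.23, adjusted p = 0.844, edgeR). The genotypes overlapped after TAC (exact two-sided permutation test, p = 0.7). Without WT TAC replicate 1 the log2 fold change was 0.075, and without F3-KO TAC replicate 2 it was 0.0060.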

Taken together, we showed that *Fabp3*-null contributes to defective FAO and increased lipid biogenesis and toxic lipid accumulation after cardiac hypertrophy (Supplementary Figure 6F).

### FABP3 Defect Hearts Show Increased Reliance on Glycolysis

In the context of diminished capacity for FAO, we next sorted to determine whether the chief energy substrate shifted from fatty acids to glucose when FABP3 is defected. 

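A hand-written list of 8 gluconeogenesis genes stood for the regulation of gluconeogenesis, and 12 glycogen breakdown genes for the glucan catabolic process. Of the former, 5 passed the filter on low counts, and *Pck1*, *G6pc* and *Fbp1* did not. The 5 genes were all lower in F3-KO TAC than in WT TAC hearts, with a mean log2 fold change of -0.43 (adjusted p = 0.0242, camera; 0.064, fry) and a median of -0.20. Of the genes under the filter, *Fbp1* (NCBI gene 14121) had 0, 11 and 17 counts in F3-KO TAC replicates 1, 2 and 3 against 3, 2 and 0 in WT TAC hearts, *G6pc* (NCBI gene 14377) 0, 3 and 3 against 0 in each, and *Pck1* was also higher in F3-KO TAC replicates 2 and 3, the hearts that held liver transcripts. With *Pck1* and *Fbp1* at the lower bound of their fold the median of 7 genes was -0.17. *Fbp2* (NCBI gene 14120), singled out after its values were seen, had the lowest of these values, at 32.2 ± 3.87 CPM (SD, n = 3) in WT TAC and 11.1 ± 7.67 CPM (SD, n = 3) in F3-KO TAC hearts, a log2 fold change of -1.55 (standard error 0.43, adjusted p = 0.374, edgeR). The list mean, relative to WT sham hearts, was 0.05, -0.01 and 0.01 in WT TAC and -0.50, -0.74 and -0.19 in F3-KO TAC hearts, without overlap (exact two-sided permutation test, p = 0.1). Its adjusted p rose to 0.0679 without WT TAC replicate 1 and 0.0625 without F3-KO TAC replicate 1 (camera).

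The glycogen breakdown list had a mean log2 fold change of -0.18, with 11 of 12 genes lower in F3-KO TAC hearts (adjusted p = 0.0358, camera; 0.193, fry). The hearts were at 0, -0.16 and -0.24 in the WT TAC group and at -0.43, -0.32 and -0.16 in the F3-KO TAC group, so that the genotypes overlapped. Without WT TAC replicate 1 the mean log2 fold change was -0.11 (adjusted p = 0.246, camera), without F3-KO TAC replicate 1 it was -0.13 (adjusted p = 0.231, camera), and without F3-KO TAC replicate 2 the adjusted p was 0.0838 (camera).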

Intriguingly, GSEA revealed that the loss of FABP3 triggered abnormally activated glucose metabolic pathways, such as “glucan catabolic process” (Supplementary Figure 7A) and “regulation of gluconeogenesis” (Supplementary Figure 7B). 

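*Pfkfb2* (NCBI gene 18640) was at 101.2 ± 38.0 CPM (SD, n = 3) in WT TAC and 188.6 ± 35.5 CPM (SD, n = 3) in F3-KO TAC hearts, a log2 fold change of 0.90 (standard error 0.28, adjusted p = 0.442, edgeR). For *Pfkfb2* every F3-KO TAC heart lay above every WT TAC heart (exact two-sided permutation test, p = 0.1).

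*Pck1* (NCBI gene 18534) failed the filter on low counts. Its counts were 3, 0 and 0 in WT TAC replicates 1, 2 and 3 and 2, 11 and 27 in F3-KO TAC replicates 1, 2 and 3, a mean at least 3.96-fold higher in F3-KO TAC than in WT TAC hearts. F3-KO TAC replicates 2 and 3 also held 846 and 1086 counts of *Alb*, an abundant liver transcript with 1 count in F3-KO TAC replicate 1 and 0 in the 9 hearts of the other groups. The glycolysis genes of Fig. 5A that passed the filter had a mean log2 fold change of 0.39, with 3 of 5 higher in F3-KO TAC hearts (adjusted p = 0.206, camera; 0.185, fry). Without WT TAC replicate 3 it was 0.56 (adjusted p = 0.0322, camera), and the adjusted p was 0.138 to 0.524 with any other TAC heart left out.

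**Figure D1:**
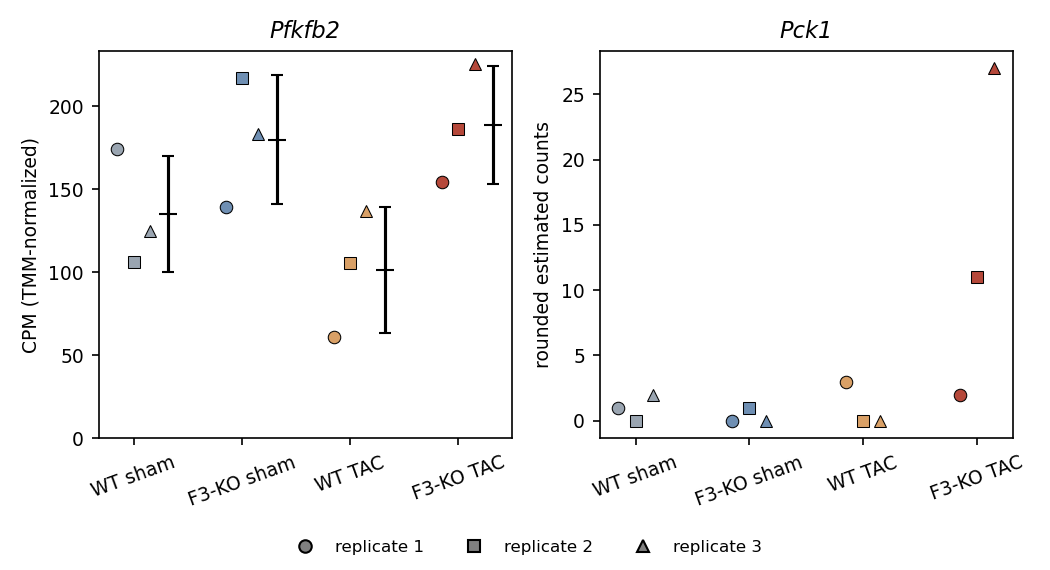
*Pfkfb2* in TMM-normalized CPM and *Pck1* in rounded estimated counts (y axes) in each heart of the 4 groups (x axis), with the replicate shown by the shape of the point and the bar giving the mean ± SD for *Pfkfb2*. The F3-KO TAC hearts average 188.6 CPM of *Pfkfb2*, and *Pck1* reaches 11 and 27 counts in F3-KO TAC replicates 2 and 3 and at most 3 counts in the other hearts.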

In line with activated glucose oxidation and gluconeogenesis pathways, *Gck, Pfkfb2*, and *Pck1* were upregulated in the F3-KO TAC hearts (Figure 5A). A consistent mRNA expression profile *in vivo* confirmed the increased *Gck* and *Pck1* level in the *Fabp3* deficiency hearts after TAC surgery (Figure 5B). Intriguingly, “mitochondrial electron transport NADH to ubiquinone” was negatively correlated with the F3-KO hearts, which was consistent with markedly downregulated TCA cycle genes (*Ogdh, Idh2, Aco2*) in TAC-operated *Fabp3*-null hearts than in the WT mice (Figure 5A; Supplementary Figure 7C). These results indicated that rather than fuel-efficient aerobic respiration, the *Fabp3*-null hearts shifted toward inefficient anaerobic respiration (glycolysis) for ATP production. 

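The 36 tested subunits of complex I, which passes electrons from NADH to ubiquinone, were all lower in TAC-operated F3-KO than in WT hearts, with a mean log2 fold change of -0.38 (adjusted p = 7.37e-14, camera; 0.191, fry). None of them had an adjusted p under 0.05 as a single gene, and 12 had an unadjusted p of at most 0.05 (edgeR). The list mean relative to WT sham hearts was -0.32, 0.15 and 0.19 in WT TAC replicates 1, 2 and 3 and -0.37, -0.66 and -0.08 in F3-KO TAC replicates 1, 2 and 3 (exact two-sided permutation test, p = 0.2). With single TAC hearts left out the mean log2 fold change was -0.54 (without F3-KO TAC replicate 3) to -0.25 (without F3-KO TAC replicate 2), and every such fit kept an adjusted p under 0.05 (5.82e-07 at most, camera).

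The TCA cycle genes of Fig. 5A had a mean log2 fold change of -0.28, with 7 of 7 lower in F3-KO TAC hearts (adjusted p = 0.00421, camera; 0.193, fry). Relative to WT sham hearts their mean was -0.34, 0 and 0.10 in WT TAC and -0.48, -0.73 and 0.03 in F3-KO TAC hearts, which overlap. The value rested on F3-KO TAC replicate 2, without which it was -0.14 (adjusted p = 0.122, camera), and it was -0.53 without F3-KO TAC replicate 3. *Ogdh* (NCBI gene 18293) was at 2991 ± 578.2 CPM (SD, n = 3) in WT TAC and 2672 ± 390.7 CPM (SD, n = 3) in F3-KO TAC hearts, a log2 fold change of -0.16 (standard error 0.22, adjusted p = 0.807, edgeR). *Idh2* (NCBI gene 269951) was at 2270 ± 594.2 CPM and 1783 ± 1011 CPM, a log2 fold change of -0.35 (standard error 0.32, adjusted p = 0.708, edgeR). The genotypes overlapped in both genes (exact two-sided permutation test, p of 0.4 and 0.5). With single hearts left out, the log2 fold change of *Idh2* ranged from -0.92 (without F3-KO TAC replicate 3) to -0.12 (without F3-KO TAC replicate 2) and that of *Ogdh* from -0.31 (without WT TAC replicate 1) to -0.049 (without WT TAC replicate 2).

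**Figure D2:**
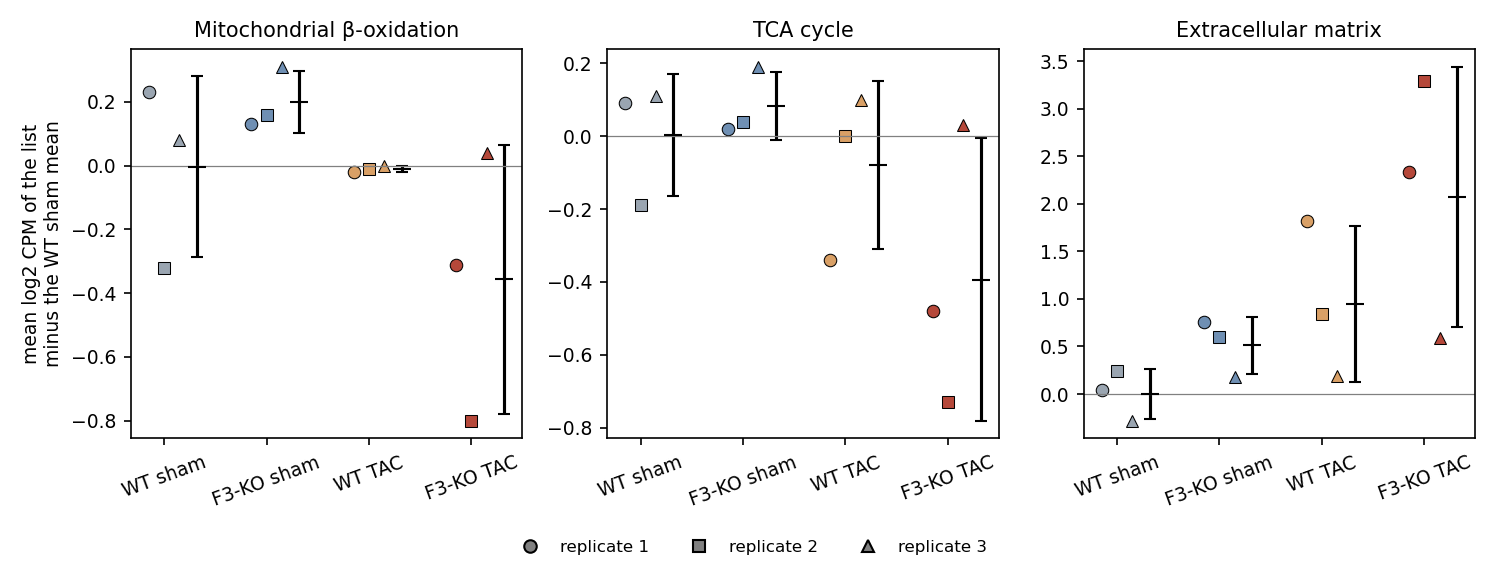
Mean log2 CPM of the mitochondrial β-oxidation, TCA cycle and extracellular matrix lists minus the WT sham mean (y axis) in each heart of the 4 groups (x axis), with the replicate shown by the shape of the point and the bar giving the mean ± SD. F3-KO TAC replicate 2 lies lowest of the F3-KO TAC hearts in the β-oxidation and TCA cycle lists, at -0.80 and -0.73, and highest in the extracellular matrix list, at 3.29, and F3-KO TAC replicate 3 lies at 0.04, 0.03 and 0.59.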

As increased glucose uptake would lead to higher glucose oxidation, we interrogated the expression glucose transporters (Slc2a1, Slc2a4), the concentration of blood glucose, and the glycogen content in liver and small intestine, and the results showed that the glucose uptake was comparable between the WT and F3-KO mice during cardiac hypertrophy (Figures 5A,B; Supplementary Figures 7D,E).

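The glucose transporter gene *Slc2a1* (NCBI gene 20525) was at 27.2 ± 2.52 CPM (SD, n = 3) in WT TAC and 20.2 ± 5.51 CPM (SD, n = 3) in F3-KO TAC hearts, a log2 fold change of -0.43 (standard error 0.26, adjusted p = 0.575, edgeR). *Slc2a4* (NCBI gene 20528) was at 497.2 ± 102.8 CPM (SD, n = 3) in WT TAC and 370.5 ± 87.9 CPM (SD, n = 3) in F3-KO TAC hearts, a log2 fold change of -0.42 (standard error 0.22, adjusted p = 0.528, edgeR). For both genes the values of the genotypes overlapped (exact two-sided permutation test, p = 0.2). Blood glucose and glycogen content come from other measurements and were not analysed here.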

**Figure 5:**
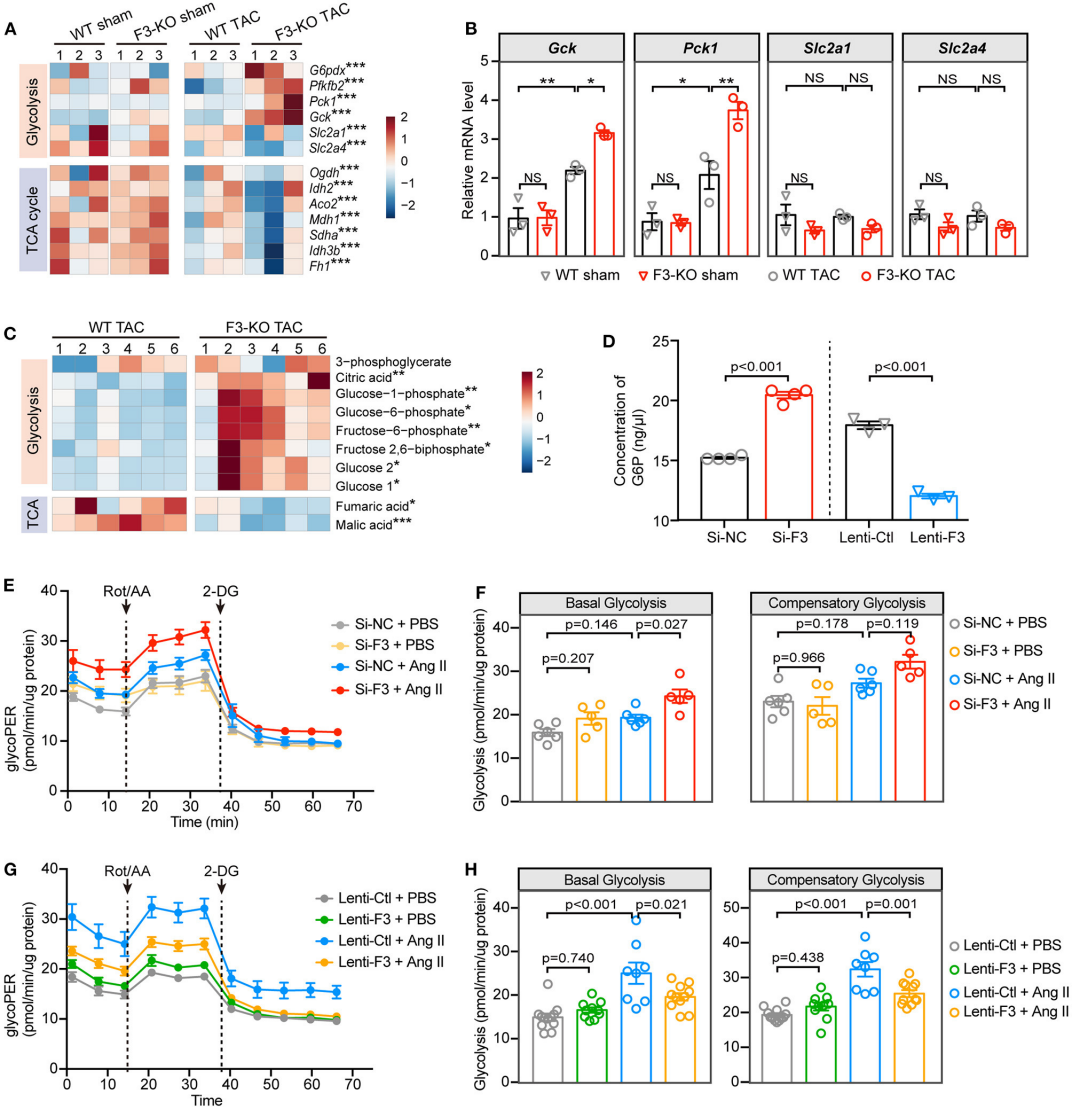
FABP3-null contributes to increased glycolysis and reduced ATP production under hypertrophic stimulation. **(A)** Heatmap of glycolysis and TCA cycle genes from RNA-seq analysis. **(B)** The mRNA expression of *Gck, Pck1, Slc2a1*, and *Slc2a4* in indicated groups. NS, not significant, *p < 0.05, **p < 0.01. **(C)** Heatmap of differential metabolites from WT and F3-KO hearts. *p < 0.05, **p < 0.01, ***p < 0.001. **(D)** The intracellular concentration of glucose-6-phosphate (G6P) in NRVMs was measured after manipulating the expression of *Fabp3*. **(E)** Glycolytic rate assay was performed in NRVMs after knocking down the expression of *Fabp3* with siRNA to measure the OCR and extracellular acidification rates (ECAR) and converted to glycolytic proton efflux rate (glycoPER) in the Seahorse Report Generator. **(F)** The parameters of basal glycolysis and compensatory glycolysis were calculated from **(E)**. Data were presented as mean ± SEM from individual experiments. **(G)** Glycolytic rate assay was performed in NRVMs with or without *Fabp3* overexpression to measure glycoPER. **(H)** The parameters of basal glycolysis and compensatory glycolysis were calculated from **(G)**. Data were presented as mean ± *SD* from individual experiments. [**B**, *n* = 3, Tukey's *post-hoc* test; **D**, *n* = 4, 4, 3, 3, respectively, Student's *t*-test; **F**, *n* = 6, 5, 6, 5, respectively; **H**, *n* = 12, 10, 8, 11, respectively; **(F,H)** Tukey's *post-hoc* test].

Furthermore, the gas chromatography–mass spectrometry (GC-MS) analysis was used to identify differential metabolites in WT and F3-KO hearts after TAC surgery. Principal component analysis showed that the F3-KO hearts were separated from the WT samples, which was consistent with the OPLS-DA analysis results (Supplementary Figures 7F–H). Notably, significantly increased glycolysis pathway related metabolites [glucose, glucose-6-phosphate (G6P), and fructose 2,6-biphosphate] and considerably downregulated TCA cycle metabolites (malic and fumaric acids) were observed in the *Fabp3*-deficient hearts as compared to the WT hearts (Figure 5C). Furthermore, by measuring the concentration of G6P, an indicator of cellular glycolytic flux, we showed a higher concentration of G6P in *Fabp3* knocking-down cells; however, overexpression of *Fabp3* resulted in dramatic decline in the G6P level (Figure 5D). These data confirmed that FABP3 defect contributed to the increased glycolysis under hypertrophic conditions.

Based on the results from the RNA-seq and metabolomics, we performed a glycolytic rate assay to analyze in real time the cellular glycolysis by calculating the proton efflux rate from glycolysis (glycoPER), a parameter that measures acidification from glycolysis without any contribution from mitochondrial respiration. NRVMs with *Fabp3* knocking-down exhibited a higher basal and compensatory glycolysis compared to its negative control after Ang II stimulation; however, the glycolytic rate showed no significant differences between these two groups under PBS treatment (Figures 5E,F). In striking contrast to increased glycolysis when knocking down the expression of *Fabp3, Fabp3* overexpression resulted in a marked drop of glycolysis than the control cells after Ang II treatment (Figures 5G,H). By combining with multi-omics analysis and glycolytic energetics analysis, we demonstrated that *Fabp3* deficiency promoted the shift on glycolysis as the fuel source, which led to compromised TCA and ATP production (Supplementary Figure 7I). Taken together, these observations confirm that FABP3 defect contributes to compromised FAO and ATP production; on the other hand, it exacerbates glycolysis and toxic lipid accumulation, both of which ultimately aggravate metabolic derangement and heart failure.

### FABP3 Mediates PPARα Level by Binding and Stabilizing PPARα, Further Enhances Its Transcriptional Activity Under Hypertrophic Stimuli

As mentioned before, *Fabp3* deficiency contributes to deranged metabolic milieu characterized by reduced FAO and increased glycolysis. Next, we sought to explore the mechanism through which *Fabp3* mediates metabolic derangement during cardiac hypertrophy. Firstly, our RNA-seq analysis verified that the “PPAR signaling pathway” was one of the top enriched pathways in the *Fabp3*-deficient hearts (Supplementary Figure 8A). 

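The PPAR signaling list had 49 tested genes, 28 lower and 21 higher in TAC-operated F3-KO than in WT hearts. Their mean log2 fold change was 0.039 and their median -0.061 (adjusted p = 0.31, camera; 0.653, fry). The mean was negative with a stricter filter of at least 10 counts in every library (-0.048), with only the 6 TAC libraries (-0.069) and without F3-KO TAC replicate 3 (-0.052), and it was 0.70 without WT TAC replicate 1, where 54 list genes passed the filter. Among the 11 differentially expressed genes, 0 of the 49 were found. An unadjusted p of at most 0.05 was given to 5 list genes, 3 higher and 2 lower in F3-KO hearts. They were *Acsl5*, *Apoa2*, *Fads2*, *Plin5* and *Slc27a1*. If no gene were changed, 2.45 would be expected. Over all genes tested, however, 1410 of 14094 had such a p, so that 5 of 49 is no clear excess over other genes. DESeq2 at an adjusted p under 0.05 called 2 of 64 list genes (one-sided Fisher's exact test, p = 0.0554 against genes that had an adjusted p, a background chosen after the data were seen, and p = 0.0463 against all genes that had a p). Summed counts, a test that leaves out the spread between replicates, called 14 of 70 (one-sided Fisher's exact test, p = 0.000378). Of these 14 genes, 12 lay above every heart of the other groups in F3-KO TAC replicates 2 and 3, which held liver transcripts such as *Alb*, and not in F3-KO TAC replicate 1.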

Definitive evidence demonstrates the critical requirement of peroxisome proliferator activated receptor (PPAR), particularly PPARα, in myocyte metabolism and metabolic reprogramming under cardiac hypertrophy (19). Therefore, we postulated that FABP3 participates in cellular metabolism through the PPARα signaling pathway. Although the mRNA expression of *Ppar*α showed no difference in WT and F3-KO hearts (Supplementary Figure 8B), its protein expression was marked downregulation in the *Fabp3* deficiency mice as compared to the WT hearts following TAC surgery (Figures 6A,B). Conversely, *in vitro* overexpression of *Fabp3* using a lentivirus vector rescued the protein level of PPARα following Ang II stimulation (Figures 6A,B). Immunofluorescence staining of PPARα at 4W post-surgery confirmed that TAC operation resulted in the decrease and perinuclear shuttling of PPARα, while *Fabp3* ablation accelerated its loss (Figures 6C,D). These findings indicate that FABP3 might participate in metabolic homeostasis during cardiac hypertrophy via PPARα signaling. However, the mechanism through which FABP3 targets PPARα for metabolic regulation remains elusive.

**Figure 6:**
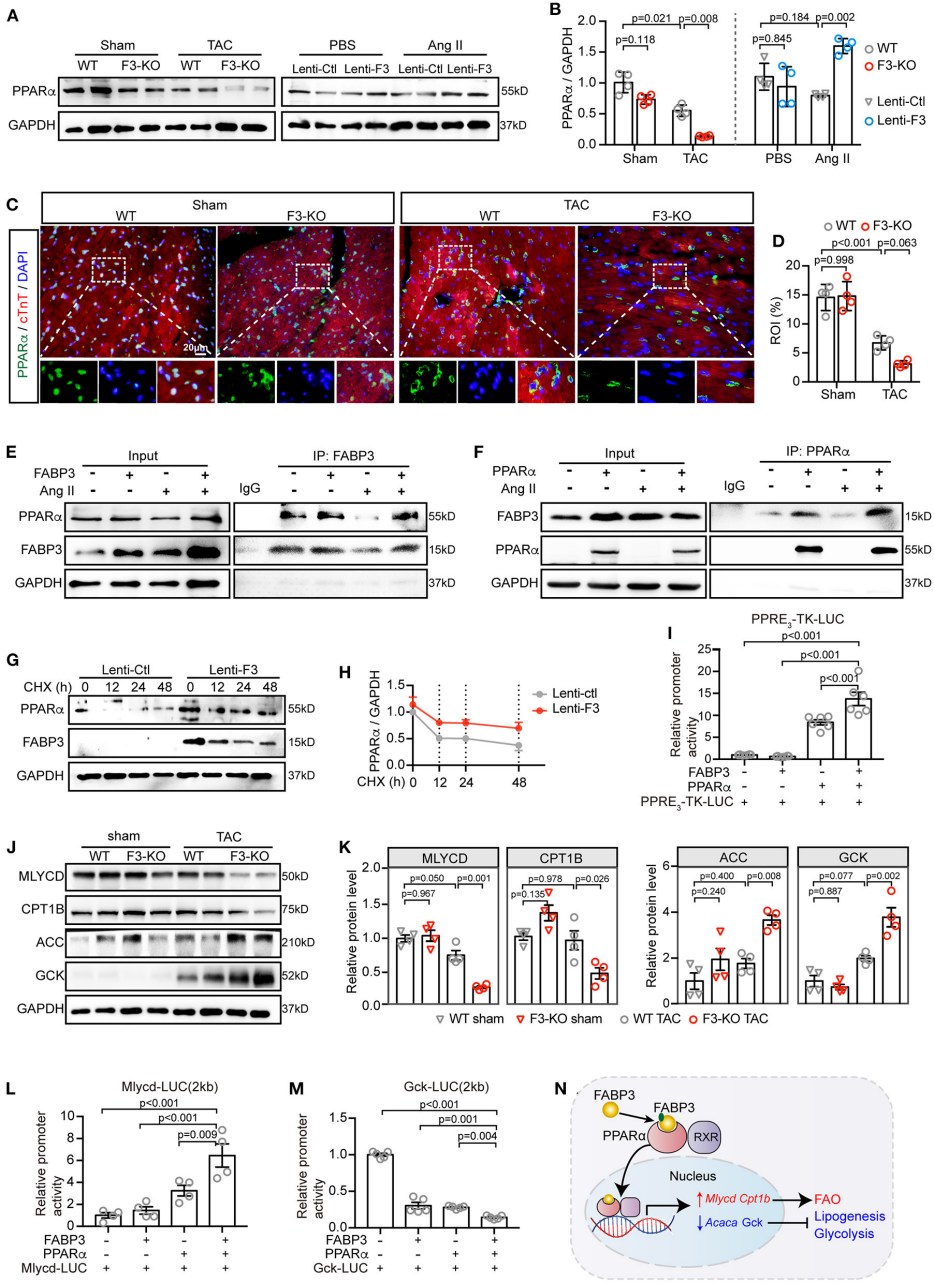
FABP3 mediates metabolic reprogramming by directly interacting with PPARα, preventing its degradation and enhancing its transactivation. **(A)** Representative western blot images of PPARα from TAC-operated WT and F3-KO hearts, or from NRVMs transfected with *Fabp3* or its control virus with or without Ang II treatment. **(B)** Quantification of **(A)**. **(C)** Immunofluorescence double-staining of PPARα (green) and cTnT (red) in WT and F3-KO hearts, with or without TAC surgery. (Bottom) Higher magnification of dashed rectangle in the upper panel. **(D)** Quantification results in **(C)**. **(E)** NRVMs with *Fabp3* overexpression were treated with or without Ang II for 24 h and then co-immunoprecipitated (co-IP) with FABP3. Western blotting assay was conducted with indicated antibodies. **(F)** NRVMs with *Ppar*α overexpression were treated with or without Ang II for 24 h and then co-immunoprecipitated (co-IP) with PPARα. **(G)** NRVMs transfected with Lenti-F3 or Lenti-Ctl were treated with CHX for 0, 12, 24, or 48 h and the protein expression of PPARα was measured by western blotting. **(H)** Quantification of PPARα intensities by normalizing to those of GAPDH in **(G)**. **(I)** HEK 293T cells were transfected with a PPRE-driven luciferase reporter (PPRE_3_-TK-LUC) and PPARα or FABP3 for 24 h. Relative activation of PPRE_3_-TK-LUC was measured by normalizing its luminescence value to the renilla activity. **(J)** Representative western blot images of MLYCD, CPT1B, ACC, and GCK in WT and F3-KO mice after sham or TAC operation. **(K)** The quantification results of **(J)**. **(L,M)** HEK 293T cells were transfected with a *Mlycd*-promoter luciferase reporter (Mlycd-LUC, **L**) or a *Gck*-promoter luciferase reporter (Gck-Luc, **M**), PPARα, or FABP3 for 24 h. The relative expression of the *Mlycd*-promoter and *Gck*-promoter was measured by normalizing their luminescence value to the corresponding renilla luminescence value. **(N)** The schematic diagram shows FABP3 binds to PPARα and increases its transcriptional activity on *Mlycd* and *Cpt1b* while repressing *Acaca* and *Gck* to participate in cardiac FAO/glycolysis shift. [**B**, *n* = 4, Games–Howell *post-hoc* test; **D**, *n* = 4, Tukey's *post-hoc* test; **H**, *n* = 2; I, *n* = 6, Dunnett's *post-hoc* test; **K**, *n* = 4, Tukey's *post-hoc* test; **L**, *n* = 4; **M**, *n* = 5; (**L,M**) Dunnett's *post-hoc* test].

Next, by transfecting NRVMs with *Fabp3* or *Ppar*α and co-immunoprecipitating with respective antibodies, we showed that FABP3 directly bond with PPARα, with or without Ang II stimulation (Figures 6E,F). As *Fabp3* deletion exerted no effect on the *Ppar*α mRNA level, we postulated that FABP3 exerted a post-transcriptional modification on the protein level of PPARα. Expectedly, *Fabp3* overexpression markedly prolonged the half-life of PPARα compared with its negative control, suggesting that FABP3 increased the PPARα protein level by inhibiting its degradation (Figures 6G,H). Finally, to determine whether FABP3 affected PPARα transactivation, we performed luciferase gene transactivation assays in HEK 293T cells. The activation of PPARα was determined based on a reporter plasmid containing three PPAR-responsive elements (PPRE_3_-TK-LUC). PPARα significantly increased the luciferase expression of PPRE_3_-TK-LUC; moreover, cotransfection of FABP3 and PPARα induced higher PPRE-driven luciferase activity compared with PPARα alone (Figure 6I). Together, these findings indicate that FABP3 mediates hypertrophic response by interacting with PPARα, inhibiting its degradation, and modulating its transcriptional activity.

### Required of PPARα on FABP3-Modulated FAO/Glycolysis Balance and Cardiac Hypertrophy

As regard the pleiotropic effects of PPARα on inhibiting glucose oxidation, while activating FAO, we aimed to determine whether FABP3 interacts with PPARα and modulates its transcriptional capacities on FAO/glycolysis genes, and further is involved in the advance of cardiac hypertrophy. Firstly, the PPARα target genes were curated based on our RNA-seq data and listed as Supplementary Table 1. 

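Supplementary Table 1 lists 58 PPARα target genes with log2 fold changes and q values of the paper. In the deposited counts 45 of them passed the filter on low counts, 15 higher and 30 lower in TAC-operated F3-KO than in WT hearts. Over all genes tested 0 of the 45 had an adjusted p under 0.05 (edgeR), and 7 had an unadjusted p of at most 0.05. Adjusted over the list alone 5 passed, and since the study chose the list on these hearts this is not independent evidence. The values of the genotypes did not overlap in 8 of the 45 genes. In sham hearts 0 genes passed over all genes tested, and 4 had an unadjusted p of at most 0.05. The interaction of genotype and surgery gave 0 genes in either way, with 2 at an unadjusted p of at most 0.05. The heatmap genes of Fig. 4D and Fig. 5A gave 0 of 21 tested genes over all genes and 2 at an unadjusted p of at most 0.05.

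Several genes of the table had counts at or near the floor in all hearts except F3-KO TAC replicates 2 and 3. *Apoa1* had 83 and 143 counts there and at most 4 in the other hearts, *Apoc3* 19 and 15 against 0, *Acaa1b* 15 and 35 against at most 2, and *Fbp1* 11 and 17 against at most 3. *Apoa2* had 99 and 122 counts there and at most 15 elsewhere.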

In line with previous results in Figures 4, 5, *Fabp3* ablation led to a lower MLYCD and CPT1B protein level while upregulating ACC and GCK, suggesting a direct effect of FABP3 on MLYCD and CPT1B, and an inverse transcriptional effect of FABP3 on ACC and GCK via PPARα (Figures 6J,K). Therefore, to address the question of whether FABP3 participated in the transcriptional activation of FAO and glycolysis genes via PPARα, the plasmid containing firefly luciferase and *Mlycd* or *Gck* promoter (Mlycd-LUC, Gck-LUC, respectively) was constructed; after transfecting 293T cells with PPARα, FABP3, Mlycd-LUC, or Gck-LUC, we showed that PPARα increased the *Mlycd* transcriptional activity. However, higher luciferase activity was observed when it was cotransfected with FABP3 and PPARα (Figure 6L). In contrast to Mlycd-LUC, PPARα blunted the transactivation of Gck-LUC, which showed a severer inhibition in the presence of FABP3 (Figure 6M). These data suggest the metabolic regulatory role of FABP3 in transcriptionally activating FAO genes *Mlycd* and *Cpt1b* and curbing glycolysis and lipogenesis genes *Gck* and *Acaca* via PPARα (Figure 6N).

Finally, to demonstrate the requirement of PPARα in FABP3 mediated cardiac hypertrophy, PPARα was knocked down using siRNA methods as described previously (Supplementary Figures 8C,D) (20). We observed that PPARα downregulation abolished the protective effects of FABP3 on cardiomyocyte hypertrophy, resulting in an enlarged cell area (Supplementary Figures 8E,F) and the upregulation of *Bnp* and *Anp* (Supplementary Figure 8G). Notably, increased cellular neutral lipid was found after knocking down PPARα (Supplementary Figure 8H). Altogether, these data illustrate that FABP3 participates in cardiac hypertrophy by synergistically activating *Mlycd* and *Cpt1b* and repressing *Gck* and *Acaca* via PPARα.

### Activation of PPARα With Fenofibrate Reverses FABP3-KO Induced Cardiac Hypertrophy

As observed previously, *Fabp3* deficiency contributes to hypertrophy and deranged metabolic milieu by impairing the PPARα pathway. We next sought to determine whether activating PPARα may rescue the pro-hypertrophic effects of *Fabp3* defect after TAC operation and search for clinical benefits on the treatment of cardiac hypertrophy. Firstly, NRVMs were treated with fenofibrate, a PPARα-specific agonist, or vehicle (DMSO) for 24 h; knocking down of *Fabp3* with siRNA (Si-F3) resulted in an increased cell area compared to its control (Si-NC), while fenofibrate treatment markedly reduced the cell area in both the Si-NC and Si-F3 groups (Figures 7A,B).

**Figure 7:**
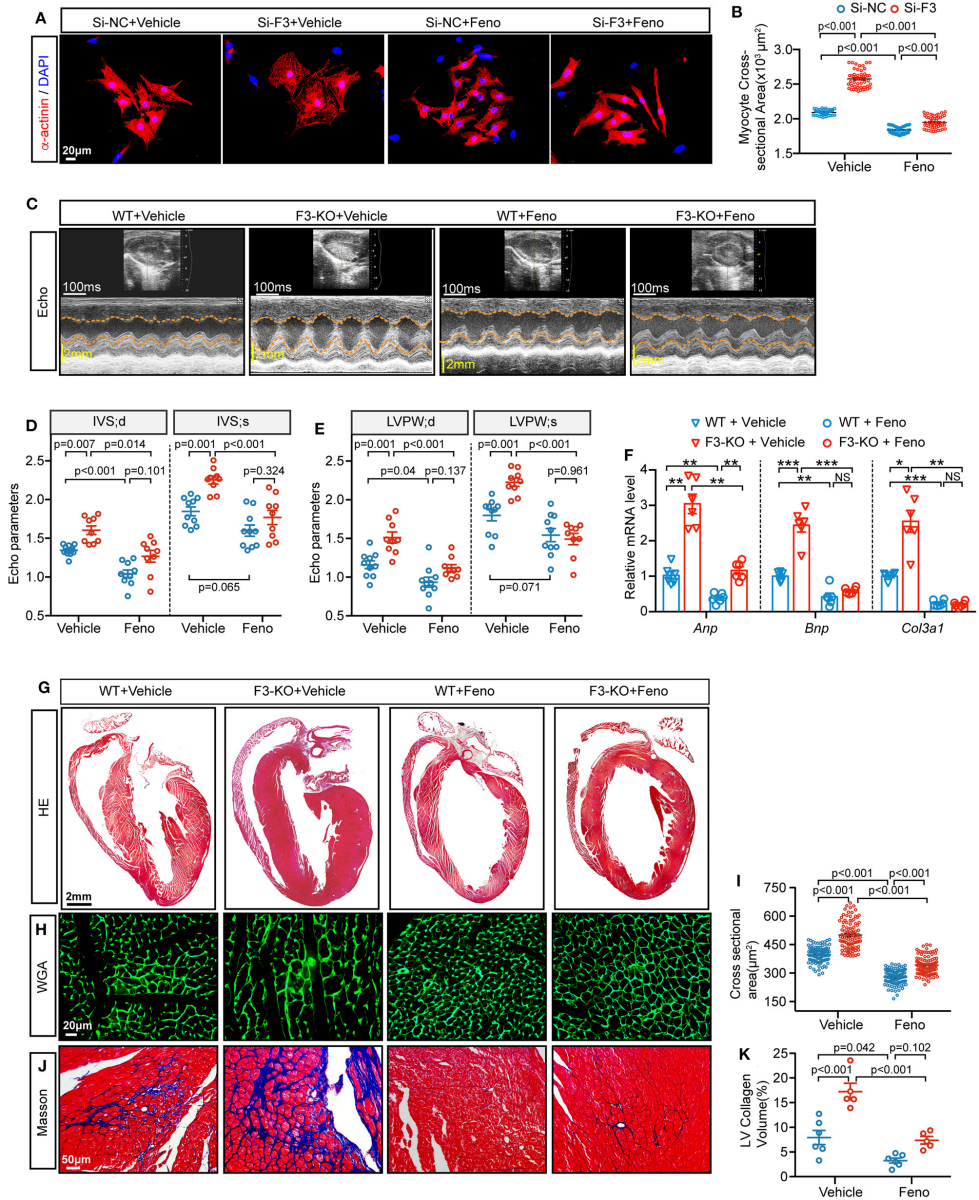
Fenofibrate represses FABP3-null induced cardiac hypertrophy *in vivo* and *in vitro*. **(A)** NRVMs were treated with siRNA targeted *Fabp3* (Si-F3) or its negative control before fenofibrate or vehicle treatment. Immunofluorescence staining of α-actinin used to compare the myocyte area. **(B)** Quantification of **(A)**. **(C)** Representative echo images in WT or F3-KO mice with or without fenofibrate treatment (Feno or Vehicle, respectively) at 4 weeks after TAC surgery. **(D)** Quantification of IVS in **(C)**. **(E)** Quantification of LVPW in **(C)**. **(F)** Relative mRNA levels of *Anp, Bnp*, and *Col3a1*, as determined by qPCR in the indicated groups. NS, not significant, *p < 0.05, **p < 0.01, ***p < 0.001. **(G)** Images of H&E-stained longitudinal heart sections from WT or F3-KO mice with or without fenofibrate treatment. **(H)** Representative immunofluorescence images of WGA staining from WT or F3-KO mice with or without fenofibrate treatment. **(I)** Quantification of the cardiomyocyte cross-sectional area in **(I)** (*n* = 100). **(J)** Masson staining to determine cardiac fibrosis in the aforementioned groups. **(K)** Quantification of collagen volume in **(L)**. [**D, E**, *n* = 10, 9, 10, 9, respectively; (**B**, D-IVS; s): Games–Howell *post-hoc* test; (D-IVS; d, **E**): Tukey's *post-hoc* test; **F**, *n* = 6, (F-Anp, F-Col3a1, and **I**): Games–Howell *post-hoc* test; **K**, *n* = 6, 5, 6, 5; (F-Bnp, and **K**): Tukey's *post-hoc* test].

Next, PPAR agonist studies were performed *in vivo* to investigate the effects of fenofibrate on hypertrophy. WT and *Fabp3*-KO mice were subjected to TAC surgery and randomly treated with fenofibrate (100 mg/kg/day) or vehicle by oral gavage daily for 4 weeks. Interestingly, compared with the vehicle group, fenofibrate treatment significantly rescued cardiac hypertrophy in WT and *Fabp3*-KO mice. More specifically, IVS and LVPW were markedly decreased following fenofibrate treatment (Figures 7C–E). Consistent with attenuated cardiac function, hypertrophic and fibrosis-related genes, such as *Anp, Bnp*, and *Col3a1*, were decreased after fenofibrate treatment, but not by the vehicle (Figure 7F). In addition, histochemical analysis showed that *Fabp3* deletion increased left ventricular wall thickness, cardiomyocyte size, and collagen volume, while fenofibrate supplement significantly rescued these effects whether in the WT or *Fabp3*-KO mice (Figures 7G–K).

Collectively, these results demonstrate an important role of the FABP3-PPARα pathway on fuel preference and cardiac hypertrophy, while treatment with fenofibrate may reverse hypertrophy, suggesting the potential clinical value for fenofibrate in hypertrophic treatment (Figure 8).

**Figure 8:**
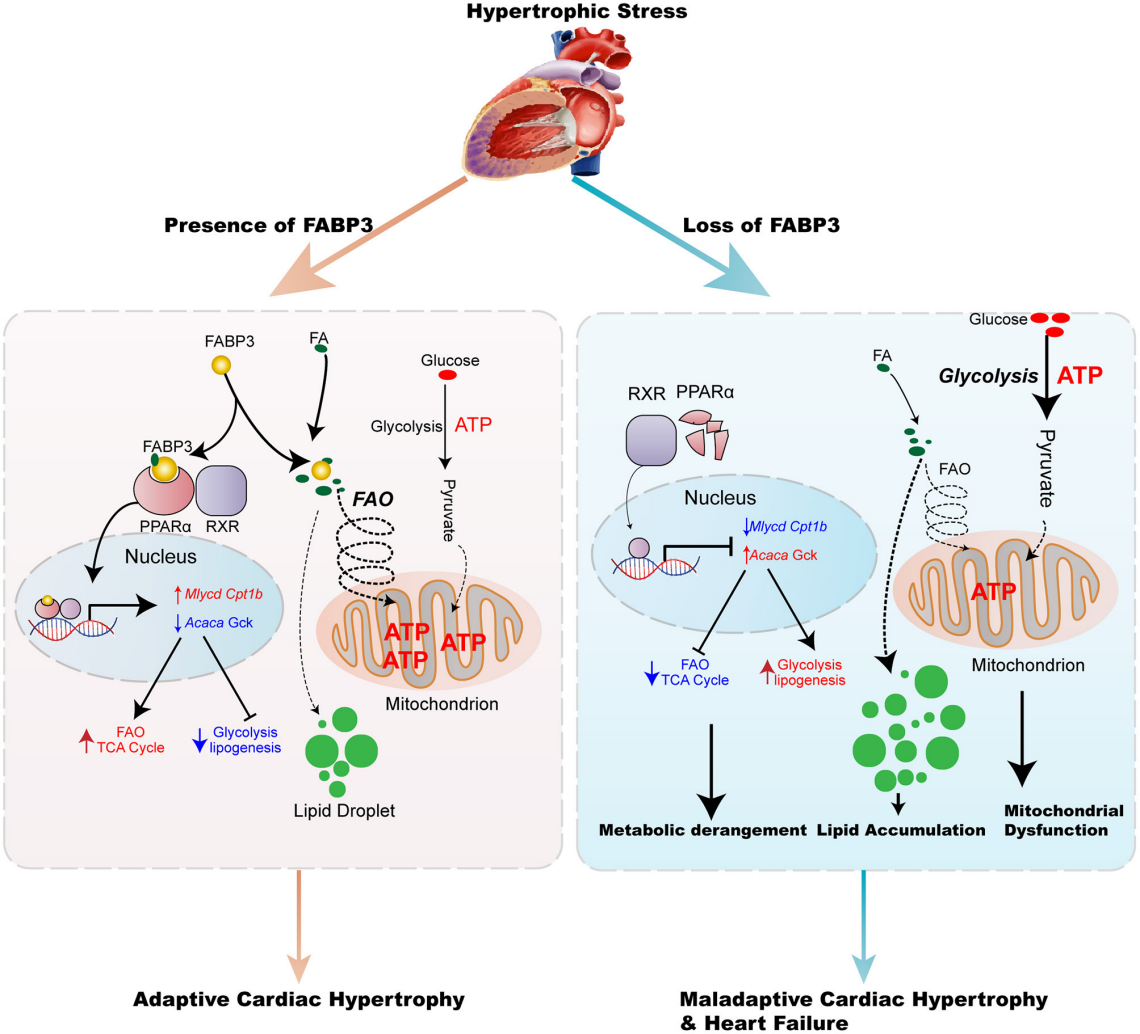
Model of the FABP3-mediated PPARα pathway in cardiac metabolic reprogramming and progression of cardiac hypertrophy and heart failure. The schematic demonstrates that the FABP3-mediated PPARα pathway regulates cardiac metabolic reprogramming by directly interacting with PPARα, thereby stabilizing and inducing its transactivation, which triggers downstream Mlycd and Cpt1b gene expression, while suppressing Acaca and Gck gene expression. This results in increased FAO levels and mitochondrial ATP production, ultimately resulting in adaptive cardiac function. However, in mice lacking FABP3, the response of FABP3-mediated PPARα on FAO/Glycolysis balance is abolished, and leads to the degradation of PPARα, lower transcriptional activity on FAO genes accompanied by increased lipogenesis, and glycolysis gene expression, which contributes to the increase in the glycolysis rate, accumulation of toxic lipid species, and compromised mitochondrial ATP production, thereby aggravating the progression of cardiac hypertrophy and heart failure.

## Discussion

Herein, we observed an indispensable role of FABP3 in the incidence and advance of cardiac hypertrophy. *Fabp3* deficiency served to exacerbate TAC-induced hypertrophy and cardiac dysfunction, while its overexpression rescued cardiomyocyte hypertrophy. Mechanistically, *Fabp3* defect resulted in metabolic derangement characterized by defective FAO and increased glycolysis to elicit an imbalanced FAO/glycolysis rate and toxic lipid accumulation. Furthermore, *Fabp3* mediated the PPARα protein levels by directly binding to PPARα and preventing its degradation and underpinning its transactivation on *Mlycd* and *Gck*, which underscores the pivotal metabolic role of PPARα in FABP3-mediated cardiac hypertrophy. Additionally, treatment with the PPARα agonist, fenofibrate, effectively repressed *Fabp3*-KO induced cardiac hypertrophy, highlighting a potential clinical value of hypertrophic treatment by targeting cardiac energy metabolism.

FABP3, a small molecular weight protein, is abundantly expressed in the heart and muscle tissues (21). FABP3 can directly bind to cellular insoluble LCFAs and transport them to the mitochondrion, nucleus, or endoplasmic reticulum for utilization (12). Notably, single-cell RNA-sequencing research suggested that the increased expression of *Fabp3* from embryo to mature cardiomyocytes accounts for the developmental metabolic switch from embryonic glycolysis to postnatal mitochondrial fatty acid oxidation, underscoring its profound effects on fuel preference and cardiac metabolism (22). Besides that, the loss and gain function of FABP3 in brown adipocytes shows that FABP3 is a determinant of cellular fatty acid oxidation efficiency; brown adipocytes without FABP3 show defective capability to oxidize exogenously supplied fatty acids (16). These studies confirm the indispensable role of FABP3 on the maintenance of cardiac FAO and glucose homeostasis under physiological and pathological conditions.

In our previous studies, we reported that FABP3 plays an important role in myocardial infarction and in-stent restenosis (15, 23). Moreover, clinical studies have considered FABP3 to be a marker of cardiac ischemic injury, demonstrating that its expression is associated with major adverse cardiac outcomes and recurrent MI (24–28). As elevated FABP3 has been previously explored in the content of varied cardiac diseases, at least two mechanisms are involved in the regulation of FABP3 expression. Under stimulations, the myocardium shifts for higher energy demand, which occurs with the upregulation of IGF-1 and the decline of miR-1; (1) exposure to IGF-1 results in increased FABP3 expression, and (2) on the other hand, miR-1 downregulation is able to release its inhibitory role on FABP3 and eventually elicit the increase in FABP3 under cardiac hypertrophy (14). These literatures demonstrate a tight control of the FABP3 level by IGF-1 and miR-1. Consistently, we showed that FABP3 was increased in response to hypertrophic stimulations *in vivo* and *in vitro* to modulate cardiac metabolic homeostasis, especially the FAO and glucose oxidation processes under cardiac hypertrophy, a disease condition with higher energy demands. Here, we combined multi-omics analyses, such as RNA-seq and metabolomics, to reveal the indispensable role of FABP3 in governing the cardiac energy regulatory program by increasing FAO and inhibiting glycolysis under hypertrophic stimuli. Therefore, FABP3 has an important homeostatic role in the pathologically stressed mammalian heart. To the best of our knowledge, this is the first study to explore the role of FABP3 during cardiac hypertrophy.

As we have shown, *Fabp3* deletion contributes to dramatic abnormalities in myocardial metabolism by targeting PPARα pathways. Accumulating evidence has indicated that PPAR family members (PPARα, β/δ, and γ), a member of nuclear receptor superfamily of transcription factor (NR1C), play regulatory roles in cellular metabolism and cardiac hypertrophy, which was confirmed in loss- or gain-of-function mutated mice (29). Specifically, PPAR can directly bind to the promoter regions of metabolic-related genes and regulate their transcriptional levels (30). PPARγ is primarily expressed in adipose tissues, while PPARβ/δ is ubiquitously expressed. Of note, PPARα is exclusively expressed in tissues with higher capacity for fatty acid oxidation, such as the heart, liver, and BAT, which display a concordant expression profile with FABP3 (31). Cardiac-specific overexpression of PPARα resulted in the activation in FA transport genes and the suppression of glycolytic genes; however, these metabolic phenotypes were strikingly contrasted to the cardiac-specific overexpression of PPARβ/δ, which shows the increase in glycolysis and glucose uptake genes, indicating the reciprocal role of PPARα and PPARβ/δ on the regulation of cardiac metabolic homeostasis (32). Based on the expression profile and metabolic effects, the interactive effects of FABP3 and PPARα in cellular metabolism and cardiac hypertrophy were explored in this article. Previous studies show that the activation of PPARα exacerbates the uptake and utilization of FA and reduces glucose utilization (33, 34). Fasting or inhibiting mitochondrial FAO with etomoxir leads to markedly increased lipid accumulation in PPARα^−/−^ heart and hepatocytes (19). These phenotypes were similar to the derangement of the FAO/glucose oxidation rate in our FABP3-deficient mice, corroborating a link between FABP3 and PPARα. Moreover, studies have demonstrated a direct interaction between PPARα and FABP family members, especially FABP1 and FABP4, reporting that FABP1 or FABP4 translocates from the plasma to the nucleus, where it binds to PPARα to stabilize and amplify its biological function by enhancing its transcriptional activities (35–37). Additionally, a luciferase assay containing FABP3 and PPARα plasmid suggests that FABP3 facilitates the transcriptional activity of PPARα in COS-7 cells (38). However, whether FABP3 could interact with PPARα and govern its transcriptional activity in cardiomyocytes during chronic hypertrophic stimulation has not been fully delineated. Here, our *in vivo* and *in vitro* results reveal the potential mechanism of the FABP3-mediated PPARα pathway in cardiac hypertrophy and in FAO/glycolysis balance by directly binding to PPARα, promoting its stability, and underpinning its transactivation in *Mlycd* and *Gck*.

In conclusion, we have provided a novel perspective into the relationship between FABP3 with cardiac hypertrophy and fuel preference. However, in relation to our observations, there are some problems that need further explorations. We have demonstrated a beneficial value of FABP3 on cardiac hypertrophy and heart failure by inhibiting PPARα degradation. However, whether FABP3 mediated PPARα stability by preventing its degradation from ubiquitylation proteasome or other pathways needed further in-depth investigation. In conclusion, in the present study, we provide novel insights into the regulatory role of FABP3 on cellular metabolism following TAC-induced cardiac hypertrophy. Meanwhile, targeting FABP3 with an agonist may represent an attractive approach to alleviate deranged metabolic milieu in cardiac hypertrophy and achieve the goal of improved heart function.

## Data Availability Statement

All relevant data are included in the figures and Supplementary Materials. The scRNA-seq data presented in this article are available from the Gene Expression Omnibus (GEO) database under the accession number: GSE95143 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi). Transcriptome data used in this study are deposited in the Gene Expression Omnibus (GEO) repository and are accessible through GEO series accession number: GSE177041.

## Ethics Statement

The animal study was reviewed and approved by Animal Care Committee of Shanghai Jiao Tong University School of Medicine.

## Author Contributions

XY, KC, and RT designed the study. LZ, ZL, and CL participated in the experimental design, data interpretation, and manuscript preparation. LZ, ZL, CL, QJ, LL, and KC discussed, edited, and revised the manuscript. ZL and YM participated in the revising and polishing of the re-submitted manuscript. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher's Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: FABP3 Deficiency Exacerbates Metabolic Derangement in Cardiac Hypertrophy and Heart Failure via PPARα Pathway
**Source:** Front Cardiovasc Med. 2021 Aug 12;8:722908. doi: 10.3389/fcvm.2021.722908
**Supplement:** Supplementary file 1

## ***Supplementary Material***

**Supplementary Materials & Methods**

**Supplementary Figures 1-8**

**Supplementary Tables 1-2**

## **1. Supplementary Materials & Methods**

### **1.1 Transverse aortic constriction (TAC) Model**

The TAC model was used to induce pathological cardiac hypertrophy *in vivo* as described previously(1). Briefly, 8-week-old mice were anesthetized with isoflurane, intubated, and mechanically ventilated with a low concentration of isoflurane gas (1.0%). After Opening the sternum and moving aside the thymus glands, the aortic arch was visualized and ligated with 6-0 silk suture against a 27-gauge needle, then removed the needle and closed the chest with 5-0 silk suture. Mice were observed after 15 min for recovery. Sham-operated mice underwent an identical procedure except for aortic constriction.

### **1.2 Western blotting analyses**

Total protein extracted from mice organs and cultured cells using SDS lysis (50 mM Tris, pH8.1, 1% SDS, sodium pyrophosphate,  $\beta$ -glycerophosphate, sodium orthovanadate, sodium fluoride, EDTA, and leupeptin) were used for western blot analysis as described previously(2). Antibodies against the following antigens were used: FABP3 (LS-C172162, LSBio, Seattle, WA, USA), GAPDH (97166, CST, Danvers, MA, USA),  $\alpha$ -TUBULIN (66031-1-Ig, Proteintech, Wuhan, Hubei, China), PPAR $\alpha$  (sc-398394, Santa Cruz, Dallas, Texas, USA), ANP (sc-515701, Santa Cruz, Dallas, Texas, USA), MLYCD (15265-1-AP, Proteintech, Wuhan, Hubei, China), CPT1B (22170-1-AP, Proteintech, Wuhan, Hubei, China), ACC (67373-1-Ig, Proteintech, Wuhan, Hubei, China), GCK (19666-1-AP, Proteintech, Wuhan, Hubei, China). GAPDH and  $\alpha$ -TUBULIN were used as controls. Densitometry values were measured by ImageJ for further analysis.

### **1.3 Real-time quantitative polymerase chain reaction (RT-qPCR)**

Total RNA from mouse organs and cultured cells was extracted using Trizol reagent according to the manufacturer's protocols (Thermo Fisher Scientific Co., CA, USA). Primers for specific genes are presented in Supplementary Table. 2. The mRNA expression of indicated genes was amplified with ChamQ Universal SYBR qPCR Mix Kit (Q711-02, Vazyme, China) and detected using the Applied Biosystems QuantStudio 6 Flex Real-Time PCR System. The relative levels of specific genes were calculated by normalizing the level of *Gapdh* or *18S* using the  $2^{-\Delta\Delta CT}$  method.

### **1.4 Immunocytochemistry and immunofluorescence staining (IF)**

After antigen retrieval and permeabilization, cultured cells or heart sections were blocked with 5% BSA buffer for 30 min, following which the heart samples were probed overnight with primary antibodies. After washing with PBS and incubating with corresponding Alexa Fluor-conjugated secondary antibodies for 2 hours and DAPI for 5 min, the images were visualized using fluorescence microscopy and analyzed with ImageJ. Antibodies against the following antigens were used for IF staining: FABP3 (LS-C172162, LSBio, Seattle, WA, USA), PPAR $\alpha$  (sc-398394, Santa Cruz, Dallas, Texas, USA),  $\alpha$ -actinin (A7811, Sigma, St. Louis, MO, USA), and cTnT (GB11364, Servicebio, China). Quantification was performed using a minimum of three individual samples for each group, and a minimum of five high-resolution images were acquired for each

sample.

### **1.5 Echocardiography**

Cardiac function was measured at 4 or 8 weeks after surgery using the Vevo 2100 High-Resolution Digital-Imaging System (Visual Sonics). After being anesthetized with 3% isoflurane, the mice were restrained on the warmed platform without isoflurane to obtain higher heart rates. The ventricular M and B-mode ultrasound at the papillary muscle level was measured to determine the heart size, thickness of the ventricular wall and septum, and evaluate cardiac function. All echo images captured and calculated were blinded to the researchers.

### **1.6 Histological analysis**

Mice were anesthetized using isoflurane and transcardially perfused with PBS and 4% paraformaldehyde sequentially. Tissues were fixed overnight in paraformaldehyde and then embedded in paraffin or optimal cutting temperature compound (OCT) for histology and IF analysis. Standard hematoxylin and eosin (H&E) staining was performed for morphological comparison. The volume of ventricular collagen was assessed by Masson's trichrome staining and Sirius red staining using ImageJ. Notably, images of Sirius red staining were captured with fluorescence microscopy according to a previously described protocol(3). All experiments were performed at least in triplicate for achieving statistical significance.

### **1.7 Cardiomyocyte cross-sectional area analysis**

Heart sections or cultured cells were stained with Wheat Germ Agglutinin (WGA, W11261, Invitrogen, Carlsbad, CA, USA) or  $\alpha$ -actinin (A7811, Sigma, St. Louis, MO, USA) to determine the relative cell area *in vivo* and *in vitro*, respectively. The procedures of  $\alpha$ -actinin staining were similar to IF assay as described previously. For WGA staining, heart sections were incubated with WGA working buffer (1:200) diluted in PBS for 20 min at room temperature after dewaxing and rehydration, following which the images were captured with fluorescence microscopy. To compare the myocyte cell area, images were acquired from at least three samples and 100 cells in hearts tissue and 50 cells in cultured dishes were measured per group using ImageJ.

### **1.8 Neonatal rat ventricular cardiomyocyte (NRVM) isolation**

NRVMs were isolated from 1 to 3-day-old Sprague Dawley rats according to our lab protocols. In brief, hearts were cut into 1-3 mm pieces and digested with type II collagenase (0.2 mg/mL, Worthington Biochemical Corp, Freehold NJ, USA) diluted in HBSS buffer. After gently shaking at 37 °C for 7 min for 3–5 times, cardiomyocytes were released and plated with the cultured medium for 1.5 h to separate myocytes and fibroblasts. The myocytes were then re-plated with the culture medium (10% FBS, DMEM/F12, 1% penicillin/streptomycin) for 24 hours in a humidified atmosphere with 5% CO<sub>2</sub> at 37 °C.

### **1.9 Lentiviral constructs and transduction**

cDNA including the full-length *Fabp3* gene (NM\_001320996.1) was amplified via PCR, verified by sequencing, and cloned as a positive plasmid (LV-EF1a > FABP3/FLAG-CMV > eGFP/T2A/Puro). The negative control plasmid contained similar fragments as the positive control, while lacked the *Fabp3* element (LV-CMV > eGFP/T2A/Puro). H9C2 cells or NRVMs were transfected with lentivirus at an optimal multiplicity of infection of 10, and incubated with polybrene (5 µg/mL) for at least 24 hours, followed by selection with puromycin. The plasmid contained green fluorescent protein (GFP) allows for visualization under fluorescence microscopy.

### **1.10 Bulk RNA sequencing (RNA-seq)**

WT and F3-KO hearts were collected at 1-week post-sham or TAC surgery and immediately frozen in liquid nitrogen. Total RNA was extracted from above tissues using Trizol according to standard protocols. Bioinformatics and significance analyses were performed in triplicate for statistical significance. Procedures of RNA-seq analysis, including RNA extraction, quantification, and cDNA library preparation, were performed by BGI Genomics procedures (BGI-SHENZHEN, China), using standard and consistent procedures.

### **1.11 RNA-seq data analysis**

Sequencing data were filtered with SOAPnuke (v1.5.2)(4) to remove reads containing sequencing adapters and those with more than 1/5 low-quality base ratio. The resulting clean reads were saved in FASTQ format. The transcriptional reads were mapped to the reference genome using HISAT2 (v2.0.4)(5) and STAR (v2.3.0)(6). To identify differentially expressed genes, the expression of all mapped genes was calculated and analyzed based on their respective fragments per kilobase million (FPKM) value using the DESeq2 (v1.4.5)(7) with  $p \text{ value} \leq 0.05$ . Gene ontology (GO) (<http://www.geneontology.org/>) and KEGG (<https://www.kegg.jp/>) enrichment analyses of differentially expressed genes were performed using Phyper based on the hypergeometric test. The significant levels of terms and pathways were corrected by Q value with a rigorous threshold ( $Q \text{ value} \leq 0.05$ ) by Bonferroni's test. Gene set enrichment analysis (GSEA) based on *c5: GO gene sets* dataset downloaded from the official website was performed(8). Genes related to fatty acid oxidation, glucose metabolism, TCA cycle, and lipid biogenesis were manually selected and plotted as the heatmap using all sample expression matrix in Rstudio with the package Pheatmap.

### **1.12 Transmission Electron Microscopy (TEM)**

After perfusing with cold PBS, the left ventricles were dissected into 1-2 mm pieces, fixed immediately in 2.5% glutaraldehyde buffer at room temperature for 2 hours, and then stored overnight at 4 °C. A 70-90 nm thin section was cut and imaged using TEM. All TEM images were obtained by technicians that were blinded to the study design.

### **1.13 LC/GC-MS metabonomic analysis**

WT and F3-KO mice were subjected to TAC surgery, after which their hearts were dissected at 1-week post-surgery and immediately frozen in liquid nitrogen. Approximately 50 mg of tissue was added to an extraction mix (methanol: water: chloroform = 6: 3: 4), vortexed for 30 s, homogenized

for 4 min, and ultra-sonicated for 5 min followed by centrifugation at 10,000 rpm for 15 min. After evaporation in a vacuum concentrator, all samples were analyzed using an Agilent 7890 GC-MS with a DB-5MS capillary column. Metabonomic analysis, including metabolite extraction and GC-MS analysis, annotation, and pathway enrichment analysis were performed by SHANGHAI BIOTREE Biomedical Technology Co., Ltd. according to standard procedures.

#### **1.14 LC/GC-MS data annotation and analysis**

The GC-MS raw data analysis, including peak extraction, baseline adjustment, deconvolution, alignment, and integration, was completed using the Chroma TOF (V 4.3x, LECO) software. The LECO-Fiehn Rtx5 database was used for metabolite identification by matching the mass spectrum and retention index. Finally, the peaks detected in less than half of the QC samples were removed(9). After data management and normalization, approximately 478 peaks were included. Firstly, principal component analysis (PCA) and orthogonal projections to latent structures-discriminant analysis (OPLS-DA)(10) was performed to compare the group variances in SIMCA software (V15.0.2, Sartorius Stedim Data Analytics AB, Umea, Sweden)(11). Next, differential metabolites were identified with  $p$  value  $< 0.05$  using Student's  $t$ -test and variable importance in the projection (VIP) of OPLS-DA score  $> 1$ . In addition, commercial databases including KEGG pathway and MetaboAnalyst (<http://www.metaboanalyst.ca/>) were used for pathway enrichment analysis.

#### **1.15 Plasma non-esterified fatty acid (NEFA) assay**

To quantify the concentration of NEFA in mouse serum, the NEFA assay was performed according to the manufacturer's protocols (294-63601, Wako, Japan). Briefly, blood obtained from sham or TAC-operated mice was rested at room temperature for 2 hours followed by centrifugation (2000g, 20 min), after which the plasma was collected. Approximately 4  $\mu$ L of serum was added to each well of the 96-well microplate and mixed with the reaction solution. Absorbance was then measured at 550 nm with a spectrophotometer.

#### **1.16 Co-Immunoprecipitation (Co-IP)**

NRVMs with a knocking-in expression of *Fabp3* or *Ppara* were treated with Ang II for 24 h. Cultured cells were then homogenized in IP/lysis buffer (50 mM Tris, 150 mM NaCl, 1% NP-40, 1 mM EDTA, PH 7.4) supplemented with PMSF and phosphatase inhibitor cocktails (Sigma-Aldrich). After centrifugation at 14,000g at 4 °C for 20 min, a total of 200  $\mu$ g of whole cell lysate was incubated with 1  $\mu$ g antibodies for 12 h at 4 °C. Next, the antibody, antigen, and magnetic bead complex were washed with IP/lysis buffer twice, boiled with 2x SDS-PAGE loading buffer (C508321, Sangon Biotech, Shanghai, China), and analyzed by western blot assay using corresponding antibodies. Normal mouse IgG was used as the negative control for immunoprecipitation.

#### **1.17 Dual-luciferase activity assay**

*Ppara*-driven promoter including three responsive elements (3x AGGACAAAGGTCA, PPRE<sub>3</sub>-

TK-LUC), the *Mlycd* promoter (Mlycd-LUC) and the *Gck* promoter (Gck-LUC) was cloned into GV238 expression vectors. Renilla reporter plasmid was used as a negative control. HEK 293T cells were cultured in 48-well plates and transfected with 0.5 µg corresponding plasmid and 0.05 µg renilla vector for 6 h. After 24 h, luciferase activity in cultured cells was measured using the Dual-Luciferase® Reporter assay system (E2920, Promega, Madison, WI) according to the manufacturer's instructions. Normalized firefly luciferase was obtained by dividing renilla luminescence units and was normalized to the ratio of the control group. Each experiment was performed with at least three samples for statistical significance.

### **1.18 Mitochondrial stress assay**

Oxygen consumption rates were measured and calculated in the Seahorse XF24e analyzer. NRVMs were isolated and seeded into XF24e cell culture plates in a  $2 \times 10^4$  density and allowed to adhere overnight. Then cells were transfected with lentivirus containing FABP3 or its negative virus and kept for 3 days for selection and treatment with Ang II for 24 hours before OCR measurement. One hour before the recording, the culture medium was replaced as Seahorse XF DMEM medium with 10 mM glucose, 2 mM glutamine, 1 mM pyruvate. Then OCR was recorded as sequential injection of the following compounds: Oligomycin, 1.5 mM; FCCP, 3 mM; Rot/AA, 0.5 mM (103015-100, XF Cell Mito Stress Test Kit, Agilent Technologies).

### **1.19 LCFA oxidation stress assay**

NRVMs were isolated as described before and 4,000 cells / well were seeded into Seahorse XF96 cell culture plate and cultured overnight. Next day, cells were transfected with lentivirus containing FABP3 or its negative virus for 24 hours, then treated with Ang II for 24 hours before OCR measurement. One hour before the experiment, cell culture medium was changed to Seahorse XF DMEM medium with 10 mM glucose, 2 mM glutamine, 1 mM pyruvate at a final PH of 7.4 and placed in a non-CO2 incubator for 1 hour. The following concentrations for each pot were applied in our assays: Etomoxir, 4 mM; Oligomycin, 1.5 mM; FCCP, 3 mM; Rot/AA, 0.5 mM (103672-100, XF Cell Mito Stress Test Kit, Agilent Technologies).

### **1.20 Glycolytic rate analysis**

Real-time measurement of extracellular acidification rate (ECAR) and oxygen consumption rate (OCR) enables to determine of the glycolytic proton efflux rate (glycoPER) in detected cells. A total of 4,000 NRVMs were seeded into Seahorse XF96 cell culture plate and cultured overnight. Next day, cells were transfected with either FABP3 siRNA or FABP3 lentivirus. One hour before the experiment, cell culture medium was changed to Seahorse XF DMEM medium with 10 mM glucose, 2 mM glutamine, 1 mM pyruvate at a final PH of 7.4 and placed in a non-CO2 incubator for 1 hour. The following concentrations for each pot were applied in our assays: Rot/AA, 0.5 mM; 2-DG, 50 mM (103344-100, XF Cell Mito Stress Test Kit, Agilent Technologies).

## 2.1 Supplemental Figures and Figure Legends

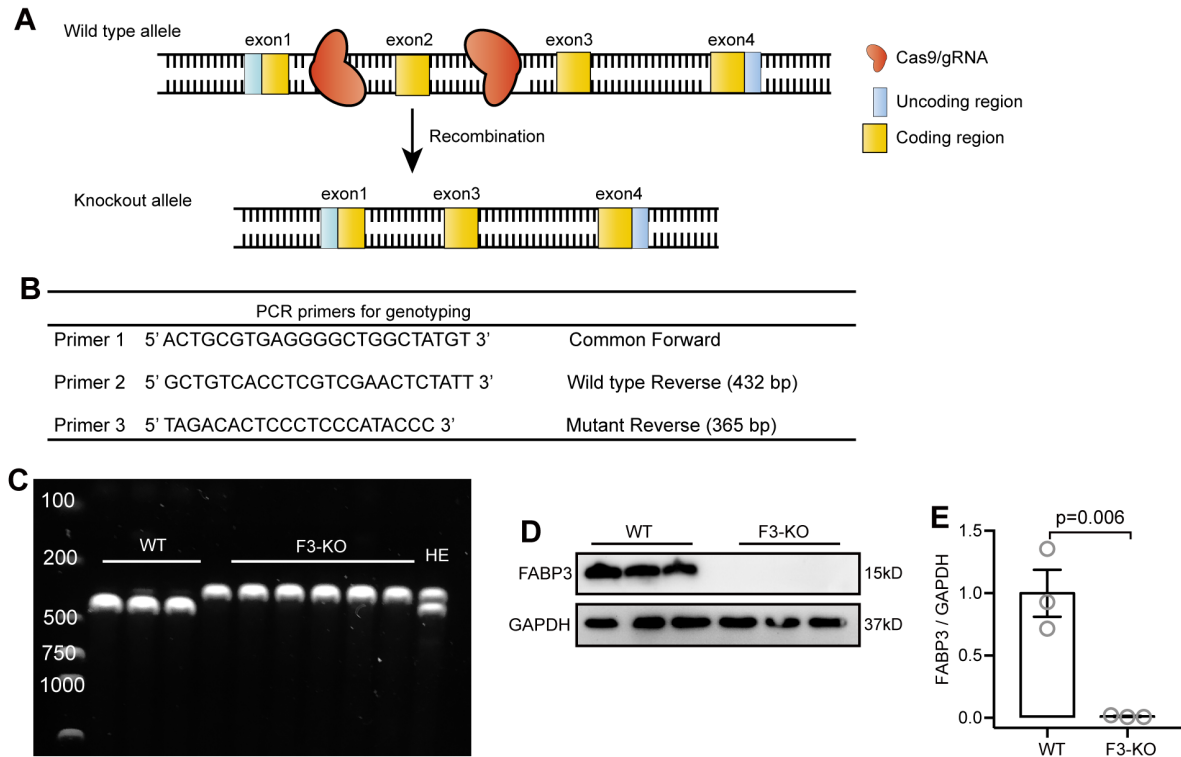

**Supplementary Figure 1. Construction of *Fabp3*-knock-out mice with the CRISPR/Cas9 method.** (A) Schematic diagram of *Fabp3* knock-out strategy. (B) Sequences of primers used for genotyping. Primers 1 and 2 amplify a 432-bp fragment in the wild-type (WT) allele, while primers 1 and 3 amplify a 365-bp fragment in the homozygous mutant allele. (C) Representative PCR genotyping images including WT, homozygous (F3-KO), and heterozygous mice (HE) mice. (D) Representative western blot images showing reduced FABP3 expression in *Fabp3*-null and its WT alleles. (E) Quantification of (D). [E, n = 3, Student's t-test.]

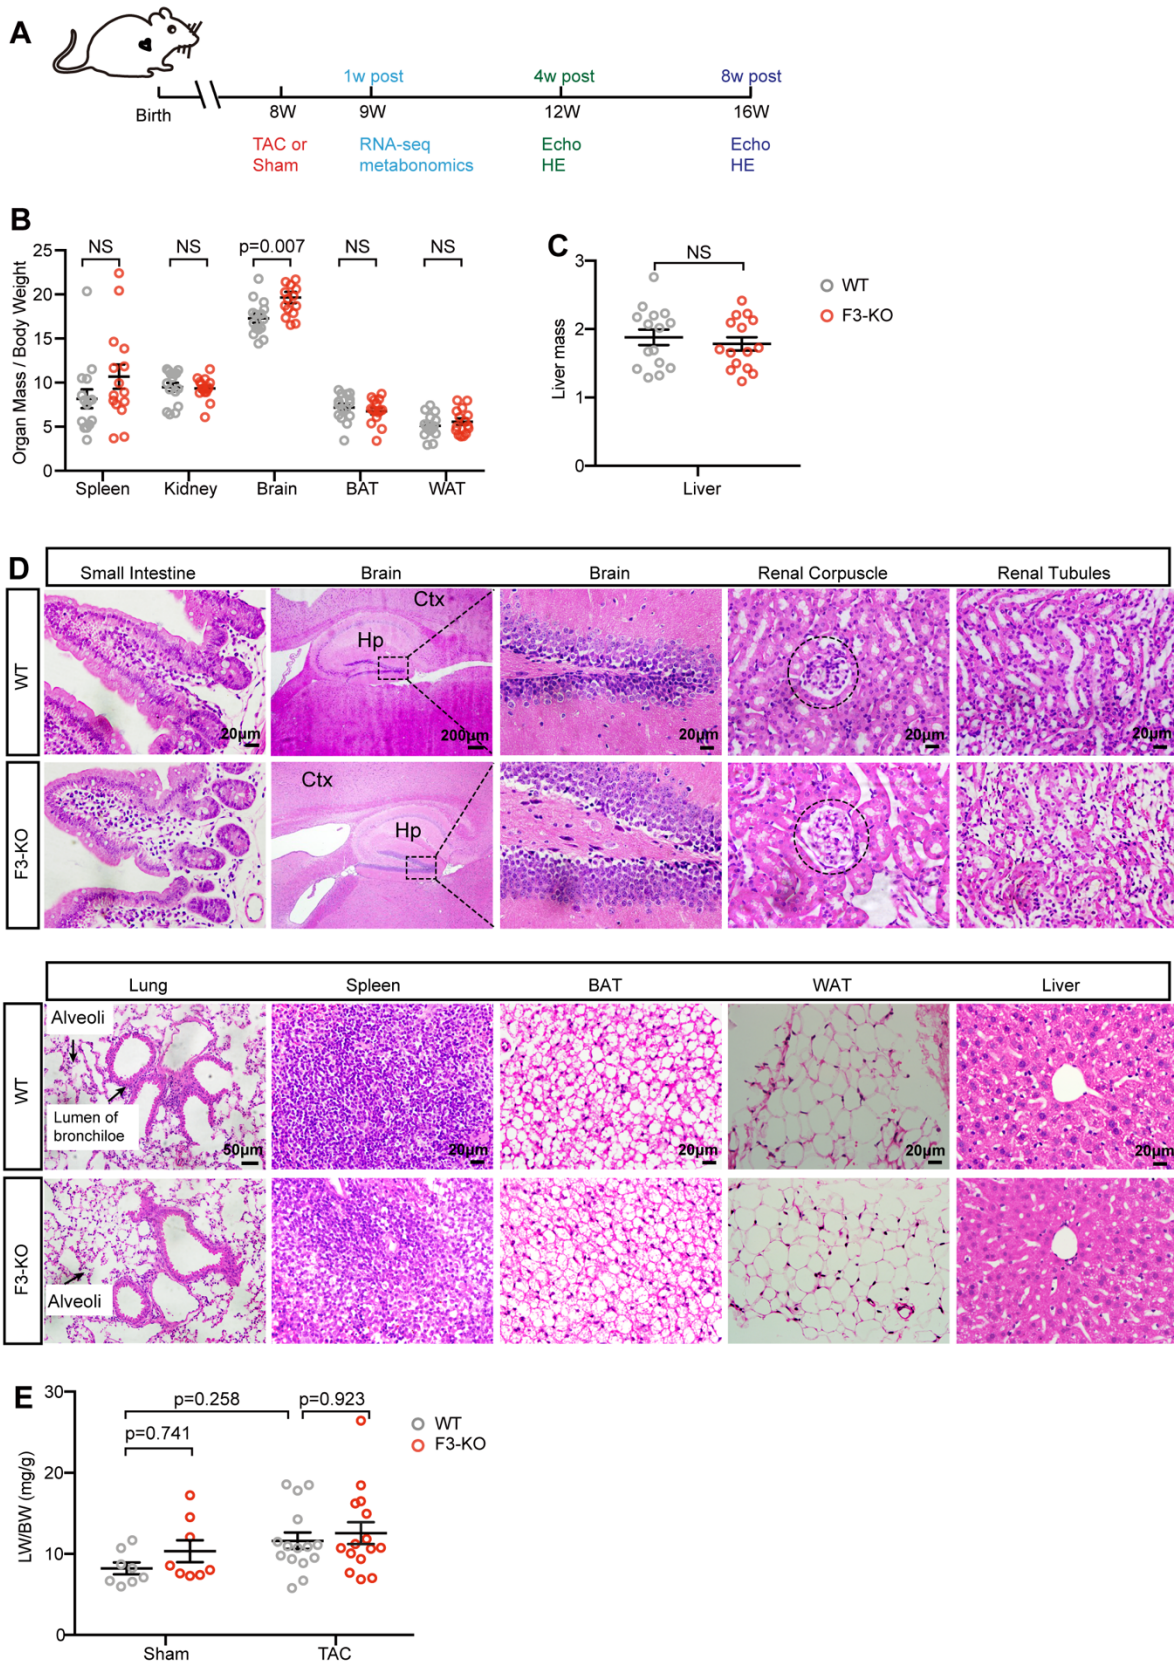

**Supplementary Figure 2. FABP3 defect does not affect tissue mass or their morphology except for hearts.** (A) Experimental schematic diagram illustrating the strategy for multi-omics analysis, echocardiography, and morphology analysis of WT and F3-KO mice after TAC or sham surgery. (B) The ratio of organ mass to body weight in WT and F3-KO mice at 4 weeks after TAC operations. (C) Liver mass in F3-KO mice and its WT littermates. (D) Representative H&E images of tissue organs, including the small intestine, brain, kidney, lung, brown adipose tissue (BAT), and white adipose tissue (WAT), from WT and F3-KO mice at 4 weeks after TAC operations. (E) The ratio of lung weight to body weight from sham- or TAC-operated WT and F3-KO mice. [B, C, n = 15, Student's t-test; E, n = 8, 8, 15, 15, respectively, Tukey post-hoc test.]

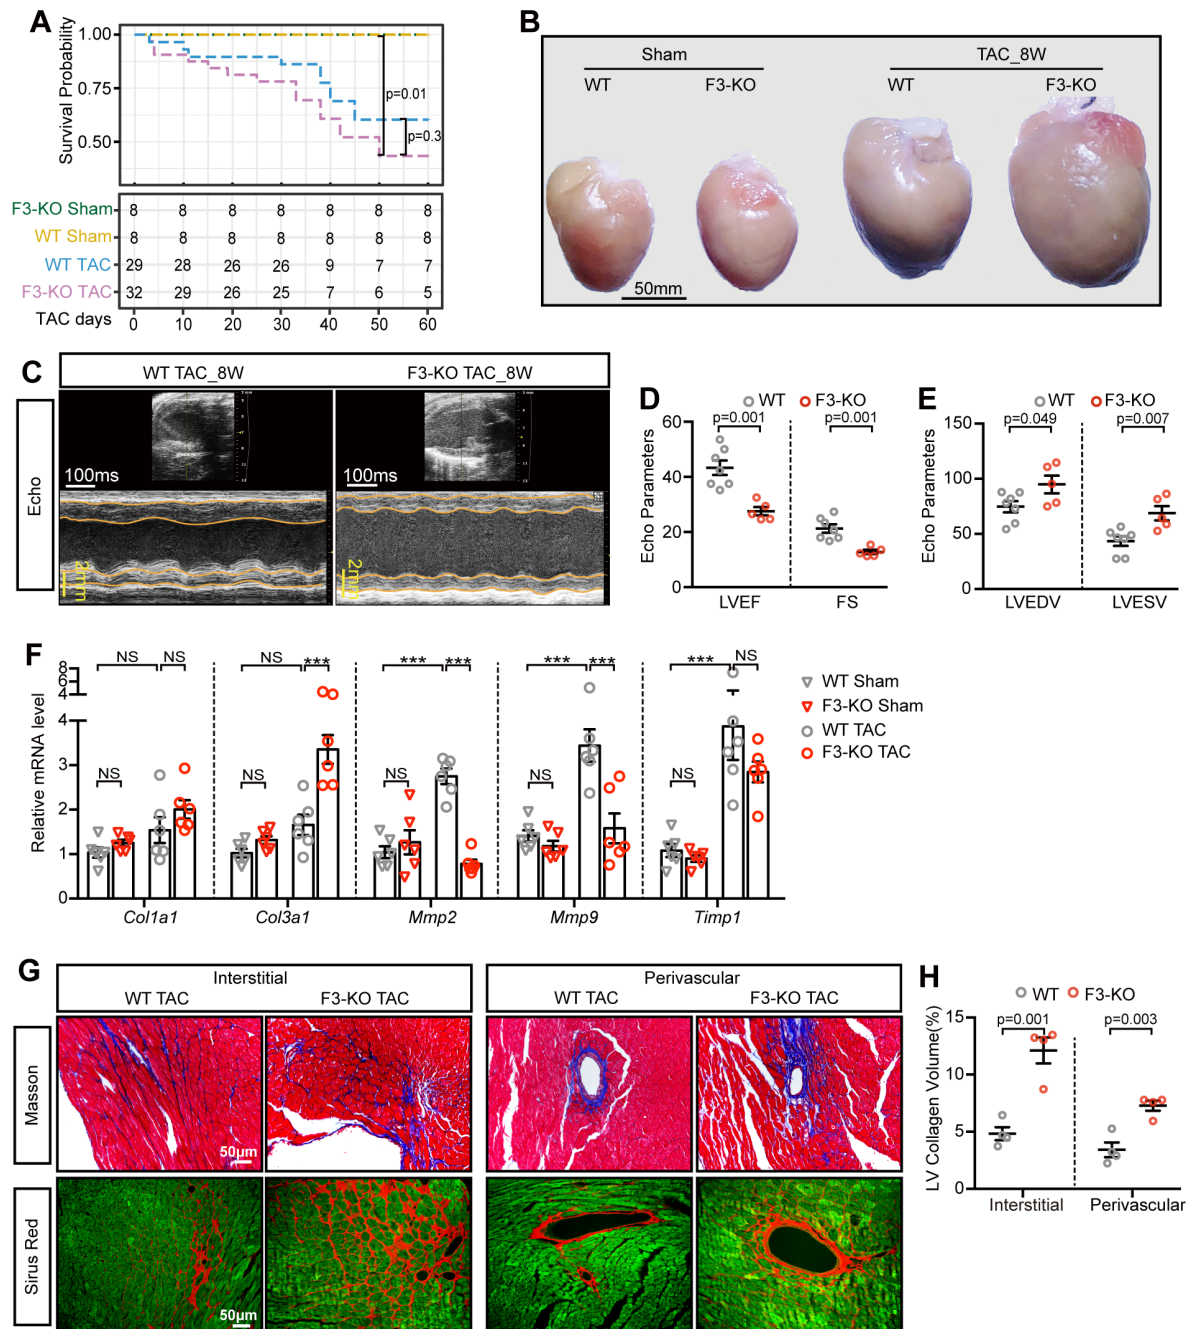

**Supplementary Figure 3. FABP3-null exacerbates TAC-induced cardiac dysfunction and fibrosis.** (A) Survival probability of WT and F3-KO mice up to 8 weeks after TAC or sham surgery. (B) Gross heart morphology images of WT and F3-KO mice at 8 weeks after surgery. (C) Representative echo images of WT and F3-KO mice at 8 weeks after TAC operation. (D) Quantification of left ventricular ejection fraction (LVEF) and fractional shortening (FS) in panel (C). (E) Quantification of left ventricular volume at diastole and systole (LVEDV, LVESV) in panel (C). (F) mRNA expression of fibrosis-related genes (*Col1a1*, *Col3a1*, *Mmp2*, *Mmp9*, and *Timp1*) from WT and F3-KO hearts at sham or 8 weeks post-surgery. NS, not significant, \*\*\*  $p < 0.001$ .

(G) Representative images of Masson (top) and Sirius Red staining (bottom) in interstitial and perivascular area of WT and F3-KO hearts. (H) Quantification results of collagen volume in panel (G). [D, E, n = 7, 5, respectively; F, n = 6, Tukey's post-hoc test; H, n = 4; (D, E, and H): Student's t-test.]

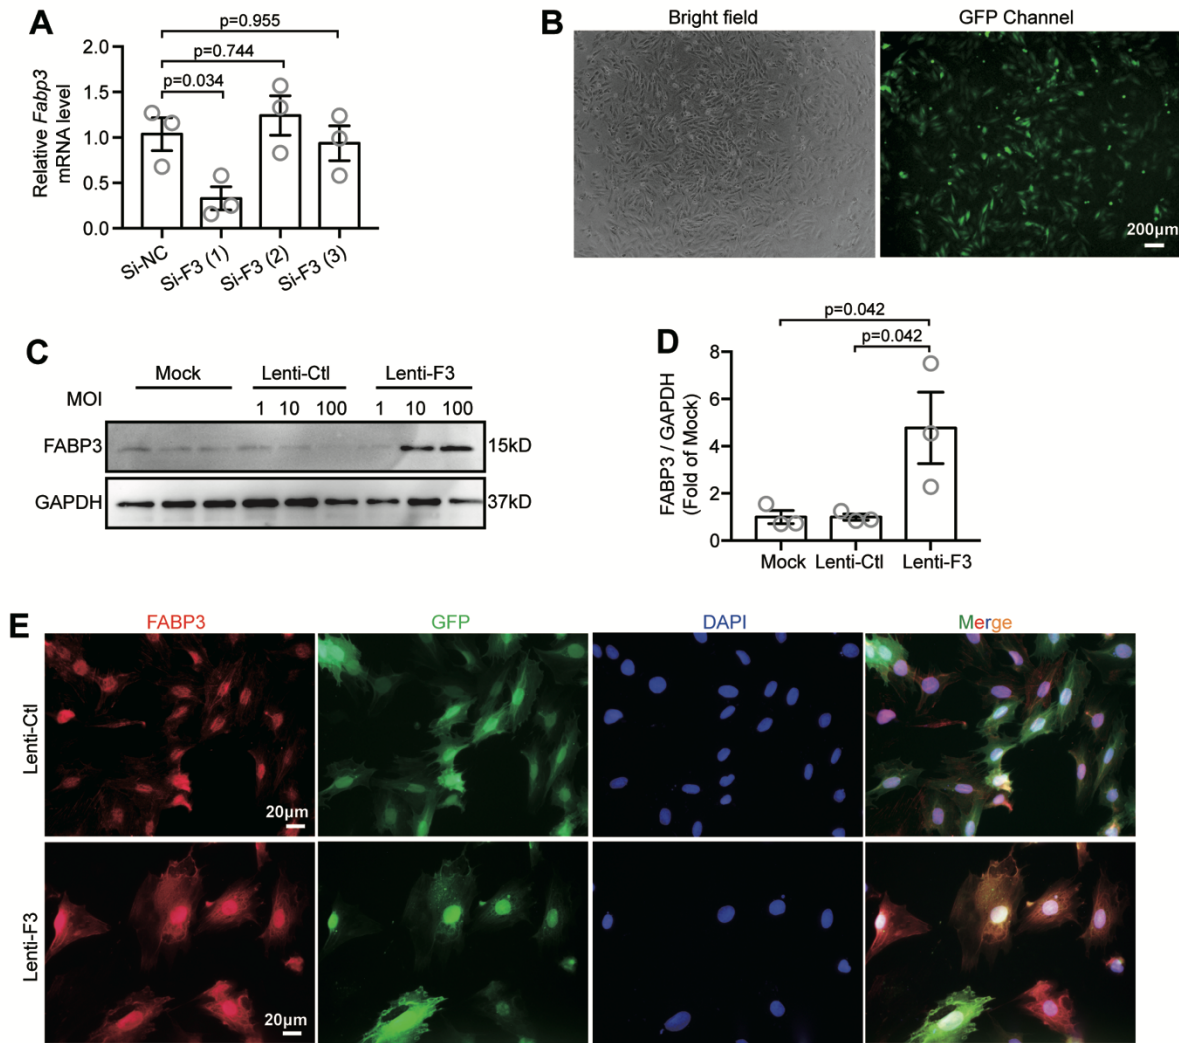

**Supplementary Figure 4. Manipulating *Fabp3* expression with siRNA or lentivirus.** (A) H9C2 cells were transfected with si-RNA targeting *Fabp3* (Si-F3(1), Si-F3(2), Si-F3(3)) or its negative control (Si-NC), then total RNA was extracted for qPCR analysis to determine *Fabp3* mRNA expression. (B) H9C2 cells were transfected with lentivirus and visualized using a microscope to determine the transfection efficiency; (Left) bright field of cultured cells, (Right) GFP channel of the same field corresponding to the left. (C) H9C2 cells were transfected with *Fabp3*-lentivirus or its control virus (Lenti-Ctl) at different MOIs (1, 10, 100). The whole cell lysates were then analyzed with western blotting. (D) Quantification results of (C). (E) Immunofluorescence co-staining of FABP3 (red), GFP (green), and DAPI (blue) after Lenti-Ctl or Lenti-F3 transfection. [A, D, n = 3; Dunnett's post-hoc test.]

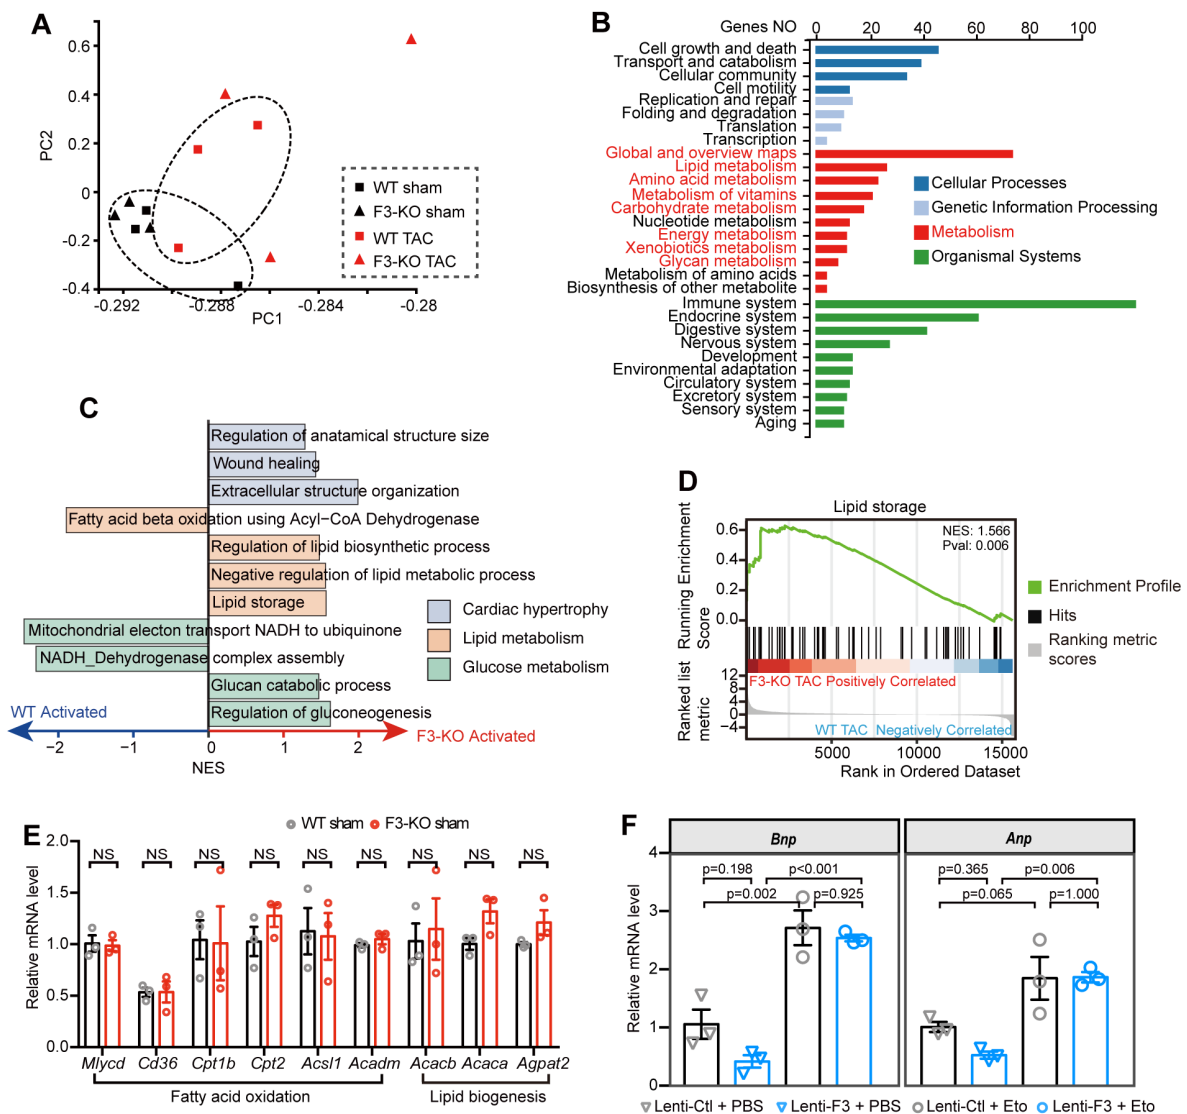

**Supplementary Figure 5. FABP3-defect hearts exhibit deranged metabolic pathways.** (A) PCA plot comprising all samples in RNA-seq analysis (n = 3 biological replicates / per group). (B) KEGG functional enrichment results including four biological terms (cellular process, genetic information processing, metabolism, and organismal systems) between TAC-operated F3-KO and WT hearts. (C) GSEA analysis based on GO terms comparing differentially activated pathways between TAC-operated F3-KO and WT hearts. Results are displayed according to the normalized enrichment score (NES). Pathways with positive NES indicated more upregulated genes in F3-KO hearts. (D) GSEA plot showed that *Fabp3*-null hearts are positively correlated with lipid storage. (E) The mRNA expression of FAO and lipid biogenesis genes in WT and F3-KO hearts after sham operations was determined by qPCR assay. NS, not significant. (F) NRVMs with overexpression of *Fabp3* were treated with or without etomoxir (Eto), then the mRNA expression of *Bnp* and *Anp* was determined by qPCR assay. [E, n = 3, Student's t-test; F, n = 3, Tukey's post-hoc test.]

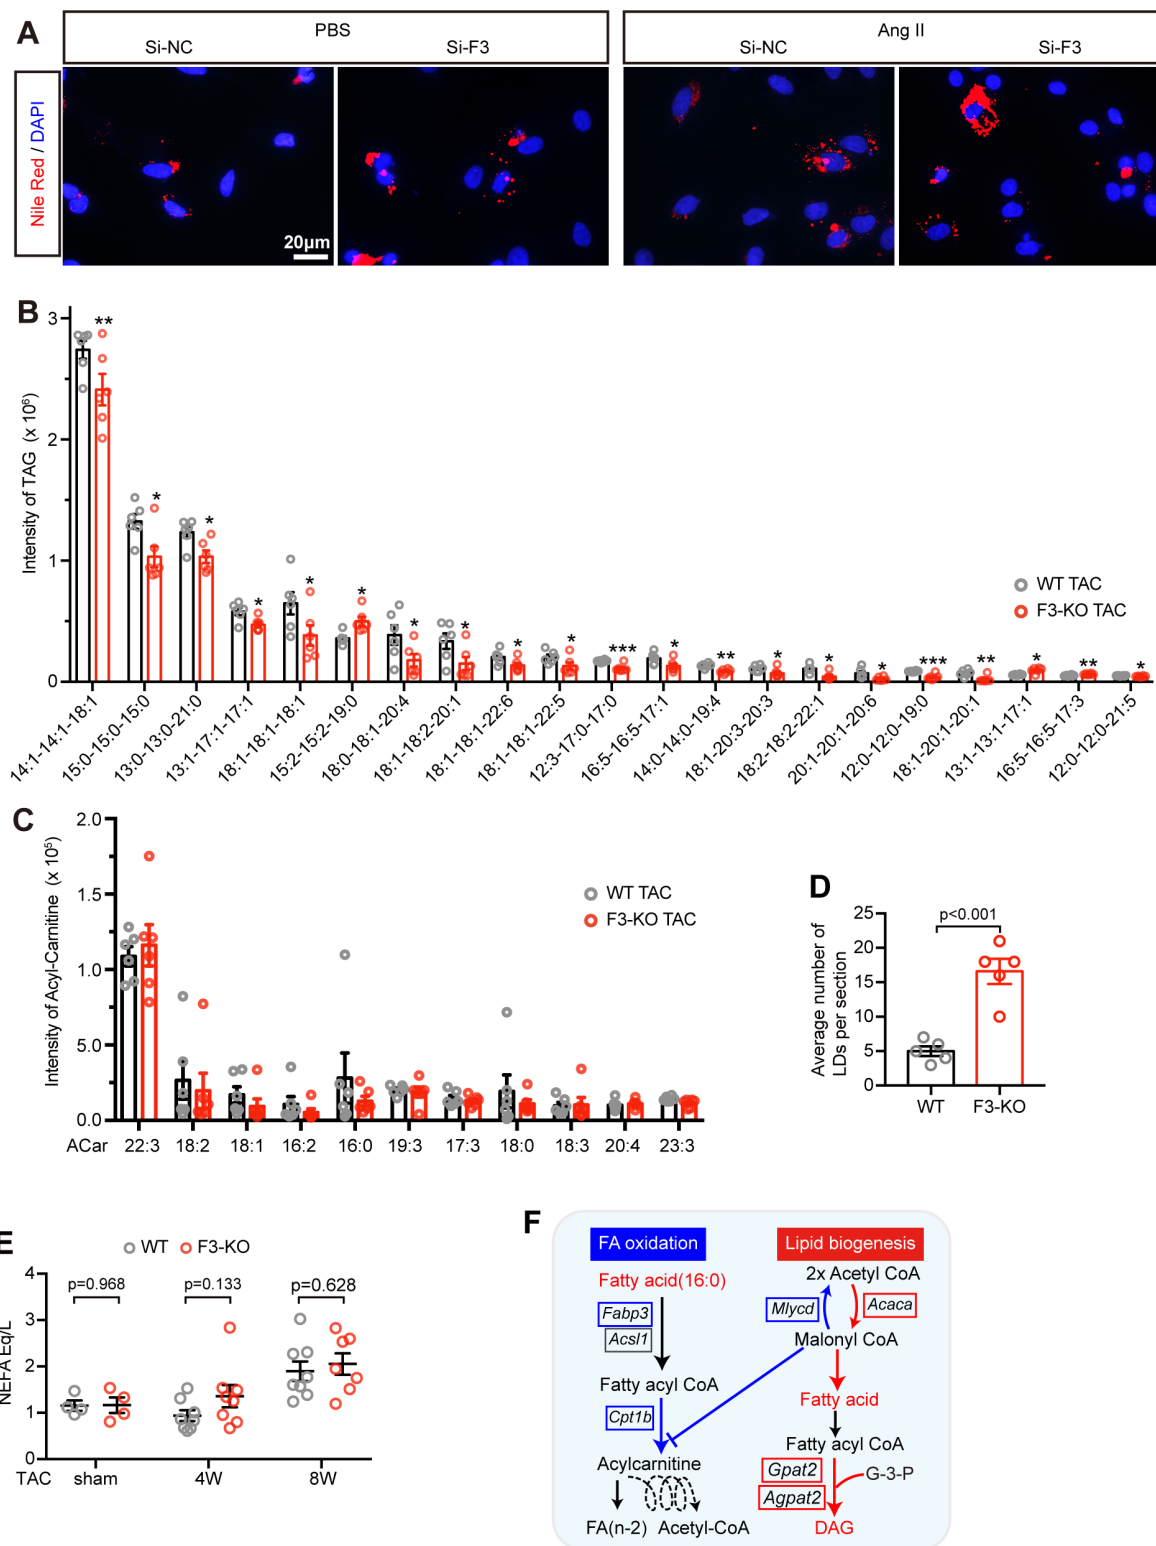

**Supplementary Figure 6. FABP3-depletion leads to excessive cardiac lipid accumulation after TAC operation.** (A) NRVMs with knocking-down expression of *Fabp3* or its scrambled control were stained with Nile red and DAPI (blue). (B) The level of triglyceride (TAG) in WT and

F3-KO hearts was determined by LC-MS analysis, 6 biological replicates / per group. \*  $p < 0.05$ , \*\*  $p < 0.01$ . (C) The level of Acyl-Carnitine (ACar) in TAC-operated WT and F3-KO hearts was determined by LC-MS analysis. (D) Quantifying the number of lipid droplet in Figure 4L. (E) Blood non-esterified fatty acid (NEFA) levels were measured in F3-KO and WT littermates at 0, 4, and 8 weeks after TAC operations. (F) Schematic diagram including FAO/lipid biogenesis genes and metabolites shows defective FAO and activated lipid biogenesis in F3-KO hearts. Red font and rectangles denote upregulated metabolites or genes, and blue represents those that are downregulated. [D, n = 5; E, n = 4, 4, 8, 8, 8, 7, respectively; (B, D and E): Student's t-test.]

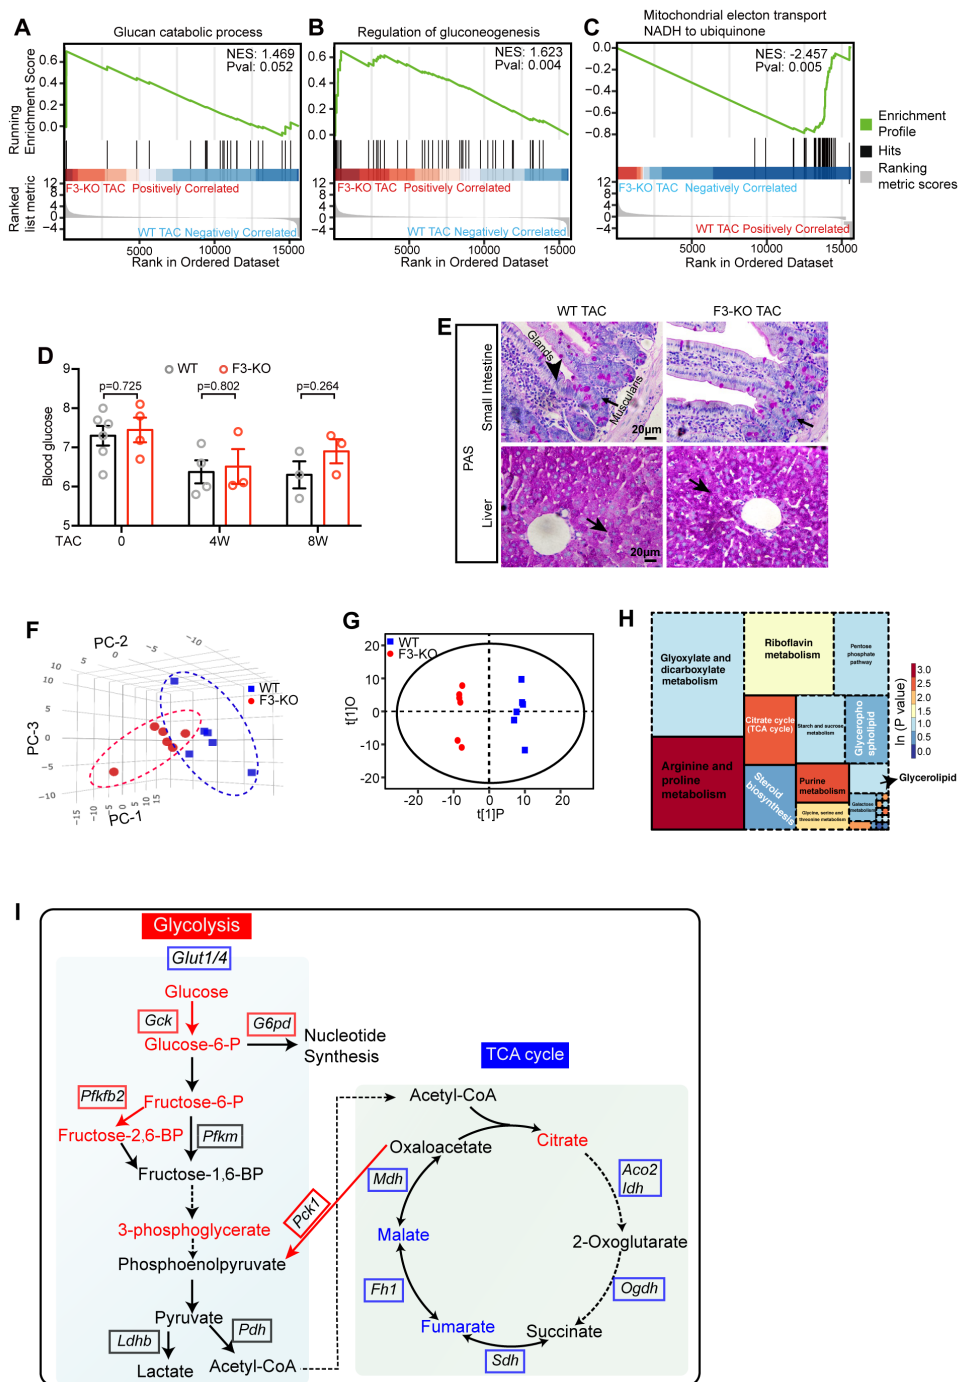

**Supplementary Figure 7. FABP3-null hearts show increased glycolysis after TAC surgery.** (A-C) GSEA plot showed *Fabp3*-defect heart was positively correlated with “glucan catabolic process” (A), “Regulation of gluconeogenesis” (B), while was negatively correlated with “Mitochondrial electron transport NADH to ubiquinone” (C). (D) Blood glucose level was measured in F3-KO mice and WT littermates at 0-week, 4-weeks, and 8-weeks after TAC operation.

(E) Periodic acid Schiff glycogen staining (PAS) of the small intestine and liver sections was performed on TAC-operated WT and F3-KO mice at 4 weeks post-surgery. (F-H) Non-targeted metabolomics analysis was performed on TAC-operated WT and F3-KO hearts. (F) PCA plot showing metabolic differences in the above groups, n = 6 biological replicates/group. (G) Orthogonal partial least- discrimination analysis (OPLS-DA) based on differential metabolomics. (H) KEGG pathway analysis of differential metabolites. (I) Schematic diagram including glycolysis/TCA cycle genes and metabolites. Red font and rectangles denote upregulated metabolites or genes, and blue represents those that are downregulated. [D, n = 6, 4, 4, 3, 3, 3, respectively, Student's t-test.]

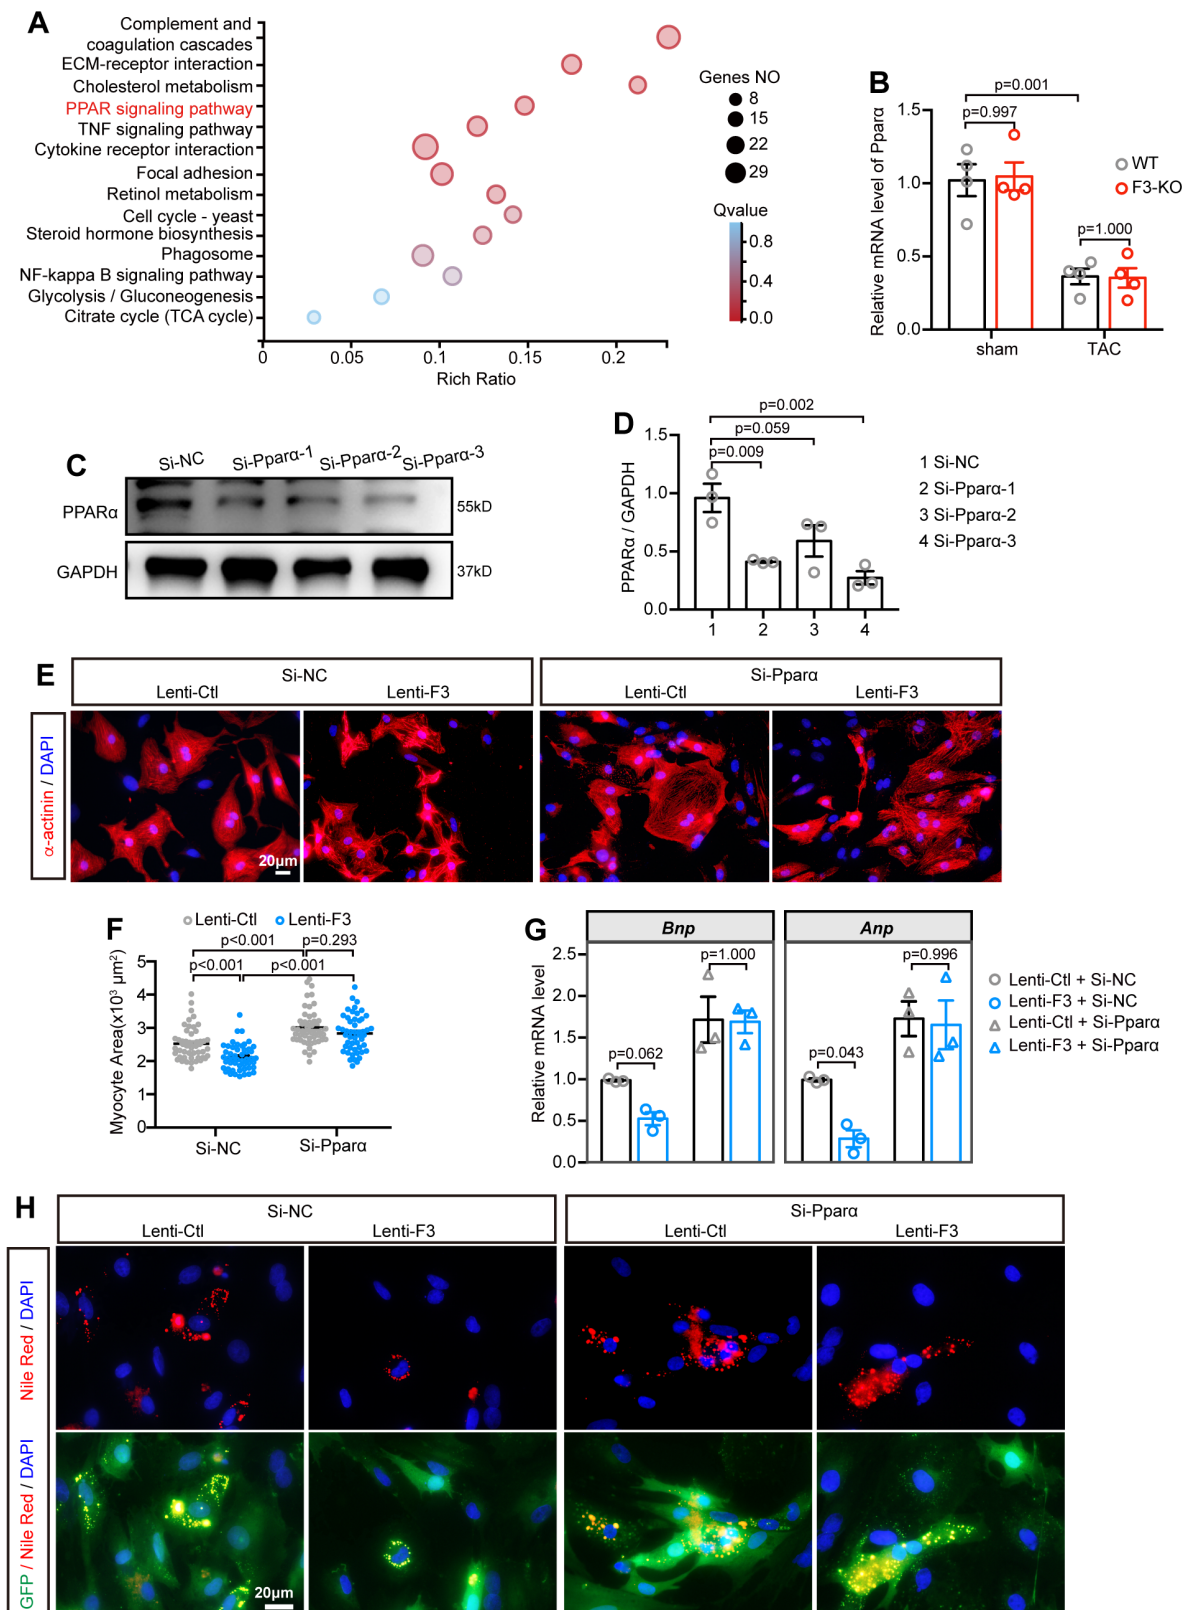

**Supplementary Figure 8. Requirement of PPAR $\alpha$  in FABP3-driven metabolic regulation and cardiac hypertrophic response.** (A) KEGG analyses of top enriched pathways based on differentially expressed genes between TAC-operated WT and F3-KO hearts in RNA-seq analysis. (B) The mRNA expression of *Ppara* in WT and F3-KO hearts after sham- or TAC-operation. (C) NRVMs were transfected with siRNA targeting *Ppara* or its negative control and its protein expression was determined by western blot assay. (D) The quantification results in panel (C). (E) NRVMs with knocking-in expression of FABP3 were transfected with Si-Ppara or its negative control. After Ang II treatment, cell area was determined by a-actinin staining. (F) The quantification results of cell area in (E), 50 cells /group were calculated. (G) The mRNA expression of *Bnp* and *Anp* was determined in the indicated groups by qPCR assay. (H) The level of neutral lipid was measured by Nile red staining in the aforementioned groups. [D, n = 3, Dunnett's post-hoc test; F, Tukey's post-hoc test; G, n = 3, Games-Howell post-hoc test.]

## **2.2 Supplementary Tables**

**Supplementary Table 1. Expression of PPAR $\alpha$  target genes in RNA-seq**

**Supplementary Table 2. Primer pairs used in the current study**

**Supplementary Table 1. Expression of PPAR $\alpha$  target genes in RNA-seq**

| MUS ID        | Terms                            | log2(F3-KO TAC vs WT TAC) | Qvalue(F3-KO TAC vs WT TAC) | log2(F3-KO sham vs WT sham) | Qvalue(F3-KO sham vs WT sham) |
|---------------|----------------------------------|---------------------------|-----------------------------|-----------------------------|-------------------------------|
| <i>Gck</i>    | glycolysis                       | 1.694E+00                 | 2.000E-181                  | 1.201E+00                   | 4.060E-54                     |
| <i>Pklr</i>   | glycolysis                       | 3.834E+00                 | 1.774E-02                   | NA                          | NA                            |
| <i>Pck1</i>   | glycolysis                       | 3.696E+00                 | 2.420E-08                   | -1.656E+00                  | 4.542E-01                     |
| <i>G6pc</i>   | glycolysis                       | 3.419E+00                 | 5.425E-02                   | NA                          | NA                            |
| <i>Fbp1</i>   | glycolysis                       | 2.319E+00                 | 3.020E-04                   | -4.861E-01                  | 7.884E-01                     |
| <i>Pcx</i>    | glycolysis                       | -1.220E-01                | 6.733E-02                   | -1.657E-02                  | 8.640E-01                     |
| <i>G6pc3</i>  | glycolysis                       | -9.954E-02                | 6.387E-02                   | -9.750E-02                  | 9.396E-02                     |
| <i>Fbp2</i>   | glycolysis                       | -1.531E+00                | 1.800E-84                   | -6.448E-01                  | 9.570E-20                     |
| <i>Pdk4</i>   | glycolysis                       | -1.856E+00                | 0.000E+00                   | -4.201E-01                  | 2.250E-52                     |
| <i>Eno1</i>   | glycolysis                       | -1.871E-01                | 1.010E-14                   | 1.613E-01                   | 3.140E-09                     |
| <i>Cpt1b</i>  | Mitochondrial $\beta$ -Oxidation | -2.654E-01                | 6.160E-100                  | 1.183E-01                   | 9.380E-21                     |
| <i>Mlycd</i>  | Mitochondrial $\beta$ -Oxidation | -4.021E-01                | 1.030E-31                   | 1.103E-02                   | 8.401E-01                     |
| <i>Acaa2</i>  | Mitochondrial $\beta$ -Oxidation | -5.587E-01                | 0.000E+00                   | 2.349E-01                   | 7.740E-85                     |
| <i>Acadl</i>  | Mitochondrial $\beta$ -Oxidation | -2.831E-01                | 4.260E-165                  | -1.081E-01                  | 4.980E-23                     |
| <i>Acadm</i>  | Mitochondrial $\beta$ -Oxidation | -2.022E-01                | 1.130E-82                   | 6.708E-02                   | 7.260E-11                     |
| <i>Acads</i>  | Mitochondrial $\beta$ -Oxidation | -1.543E-01                | 1.000E-07                   | 9.716E-02                   | 6.040E-04                     |
| <i>Acadvl</i> | Mitochondrial $\beta$ -Oxidation | -3.518E-01                | 2.400E-211                  | 2.211E-01                   | 1.990E-98                     |
| <i>Cpt2</i>   | Mitochondrial $\beta$ -Oxidation | -2.880E-01                | 3.630E-33                   | 5.199E-02                   | 4.732E-02                     |
| <i>Crat</i>   | Mitochondrial $\beta$ -Oxidation | -2.193E-01                | 1.030E-53                   | 5.248E-02                   | 2.990E-04                     |
| <i>Ehhadh</i> | Mitochondrial $\beta$ -Oxidation | -2.113E-01                | 1.672E-02                   | 1.330E-01                   | 2.390E-01                     |

|                |                                          |            |           |            |            |
|----------------|------------------------------------------|------------|-----------|------------|------------|
| <i>Hadha</i>   | Mitochondrial $\beta$ -Oxidation         | -3.991E-01 | 0.000E+00 | 1.681E-01  | 3.690E-102 |
| <i>Hadhb</i>   | Mitochondrial $\beta$ -Oxidation         | -1.304E-01 | 3.480E-54 | 2.792E-01  | 4.190E-295 |
| <i>Uc25a20</i> | Mitochondrial $\beta$ -Oxidation         | -3.290E-01 | 7.040E-37 | 4.489E-01  | 2.170E-76  |
| <i>Aldh9a1</i> | $\omega$ -Hydroxylation/Oxidation        | -3.810E-01 | 6.690E-14 | 4.407E-02  | 5.159E-01  |
| <i>Cpt1a</i>   | Mitochondrial $\beta$ -Oxidation         | 2.983E-01  | 2.310E-14 | 4.334E-01  | 2.800E-24  |
| <i>Acaca</i>   | Lipogenesis                              | 3.354E-01  | 5.150E-05 | -6.874E-02 | 5.780E-01  |
| <i>Agpat2</i>  | Lipogenesis                              | 1.148E-01  | 2.359E-02 | 2.451E-01  | 1.540E-06  |
| <i>Elovl6</i>  | Lipogenesis                              | 3.091E-01  | 3.578E-01 | 6.277E-01  | 1.130E-01  |
| <i>Fads1</i>   | Lipogenesis                              | 2.607E-01  | 1.100E-05 | -6.364E-02 | 5.038E-01  |
| <i>Fads2</i>   | Lipogenesis                              | 5.966E-01  | 7.180E-08 | 8.289E-02  | 6.642E-01  |
| <i>Fasn</i>    | Lipogenesis                              | 3.305E-01  | 1.640E-06 | -6.352E-02 | 5.088E-01  |
| <i>Gpam</i>    | Lipogenesis                              | 3.065E-01  | 5.230E-39 | 1.468E-01  | 5.160E-09  |
| <i>Scd1</i>    | Lipogenesis                              | 3.667E-01  | 1.920E-06 | -3.301E-01 | 1.905E-03  |
| <i>Scd2</i>    | Lipogenesis                              | 3.173E-01  | 7.250E-06 | -8.918E-02 | 3.801E-01  |
| <i>Acacb</i>   | Lipogenesis                              | -1.605E-01 | 6.250E-19 | 8.186E-02  | 6.280E-06  |
| <i>Apoa1</i>   | Lipid Binding & Transport / Lipoproteins | 5.076E+00  | 3.440E-50 | NA         | NA         |
| <i>Apoa2</i>   | Lipid Binding & Transport / Lipoproteins | 3.238E+00  | 4.910E-39 | 7.292E-01  | 1.633E-01  |
| <i>Apoa5</i>   | Lipid Binding & Transport / Lipoproteins | 5.589E+00  | 7.080E-07 | NA         | NA         |
| <i>Apoc3</i>   | Lipid Binding & Transport / Lipoproteins | 5.921E+00  | 2.080E-08 | NA         | NA         |
| <i>Lipc</i>    | Lipid Binding & Transport / Lipoproteins | 5.709E-01  | 5.528E-01 | -7.110E-02 | 9.869E-01  |

|                |                                          |            |            |            |           |
|----------------|------------------------------------------|------------|------------|------------|-----------|
| <i>Lpl</i>     | Lipid Binding & Transport / Lipoproteins | -9.695E-02 | 2.320E-132 | -2.253E-01 | 0.000E+00 |
| <i>Pltp</i>    | Lipid Binding & Transport / Lipoproteins | 3.134E-01  | 1.670E-11  | -6.226E-02 | 3.442E-01 |
| <i>Slc27a1</i> | Lipid Binding & Transport / Lipoproteins | -9.675E-01 | 4.640E-264 | -4.333E-01 | 8.650E-72 |
| <i>Slc27a2</i> | Lipid Binding & Transport / Lipoproteins | 2.082E+00  | 1.330E-07  | -6.878E-01 | 4.459E-01 |
| <i>Slc27a4</i> | Lipid Binding & Transport / Lipoproteins | -1.165E-02 | 9.063E-01  | -1.734E-01 | 2.560E-02 |
| <i>Vldlr</i>   | Lipid Binding & Transport / Lipoproteins | 1.692E-01  | 1.920E-23  | 6.631E-02  | 4.440E-04 |
| <i>Hmgcs2</i>  | Ketogenesis                              | -6.357E-01 | 3.470E-24  | -6.318E-01 | 3.350E-16 |
| <i>Abca1</i>   | Cholesterol Metabolism                   | 6.041E-01  | 3.630E-40  | -6.307E-02 | 3.825E-01 |
| <i>Abca4</i>   | Cholesterol Metabolism                   | -2.034E+00 | 3.870E-29  | 2.817E-01  | 9.389E-02 |
| <i>Cyp7a1</i>  | Cholesterol Metabolism                   | 2.834E+00  | 3.998E-02  | -2.067E+00 | 2.870E-01 |
| <i>Cyp8b1</i>  | Cholesterol Metabolism                   | 1.156E+00  | 1.737E-02  | -6.561E-01 | 5.556E-01 |
| <i>Nr1h2</i>   | Cholesterol Metabolism                   | -9.100E-02 | 6.145E-02  | -8.460E-02 | 1.108E-01 |
| <i>Nr1h3</i>   | Cholesterol Metabolism                   | -8.302E-02 | 4.458E-01  | -6.667E-01 | 1.460E-14 |
| <i>Fgf12</i>   | growth factor activity                   | 1.303E+00  | 7.757E-02  | 3.888E-01  | 6.388E-01 |
| <i>Acaa1a</i>  | Peroxisomal $\beta$ -Oxidation           | -1.459E-01 | 4.556E-03  | -9.915E-03 | 9.047E-01 |
| <i>Acaa1b</i>  | Peroxisomal $\beta$ -Oxidation           | 4.564E+00  | 2.370E-11  | NA         | NA        |
| <i>Acox1</i>   | Peroxisomal $\beta$ -Oxidation           | -7.232E-02 | 3.100E-05  | -8.613E-02 | 5.550E-07 |
| <i>Ech1</i>    | Peroxisomal $\beta$ -Oxidation           | -5.972E-01 | 0.000E+00  | -7.171E-02 | 5.500E-14 |

**Supplementary Table 2. Primer pairs used in the current study**

| Primers for mouse qPCR |                           |                           |
|------------------------|---------------------------|---------------------------|
| Gene                   | Forward primers (5' - 3') | Reverse primers (5' - 3') |
| <i>Fabp3</i>           | AGCCTGGACCCAGTTCCTAC      | GGTGGCCTTGGTTCTGCTTTAT    |
| <i>Anp</i>             | GGGTAGGATTGACAGGATTGG     | CTCCTTGGCTGTTATCTTCGG     |
| <i>Bnp</i>             | TGGGAGGTCACTCCTATCCT      | GGCCATTTCCTCCGACTTT       |
| <i>Acta1</i>           | CCAAAGCTAACCGGGAGAAG      | GACAGCACCGCCTGGATAG       |
| <i>Myh7</i>            | CGGACCTTGGAAGACCAGAT      | GACAGCTCCCCATTCTCTGT      |
| <i>Colla1</i>          | CATAAAGGGTCATCGTGGCT      | TTGAGTCCGTCTTTGCCAG       |
| <i>Col3a1</i>          | ACGTAGATGAATTGGGATGCAG    | GGGTTGGGGCAGTCTAGTG       |
| <i>Mmp2</i>            | ACCAAGAACTTCCGATTATCCC    | CAGTACCAGTGTCAGTATCAGC    |
| <i>Mmp9</i>            | TCCCCAAAGACCTGAAAACC      | CTGCTTCTCTCCCATCATCTG     |
| <i>Timp1</i>           | CTCAAAGACCTATAGTGCTGGC    | CAAAGTGACGGCTCTGGTAG      |
| <i>Gapdh</i>           | GCCTTCCGTGTTCTACC         | CCTCAGTGTAGCCCAAGATG      |
| <i>Mlycd</i>           | CGCCTATCCCTGGATTCACC      | ATCCCTGAGGTGCCAAACAC      |
| <i>Cd36</i>            | ATTCCCTTGGCAACCAACCA      | TACGTGGCCCGGTTCTACTA      |
| <i>Cpt1b</i>           | GCACACCAGGCAGTAGCTTT      | CAGGAGTTGATTCCAGACAGGTA   |
| <i>Cpt2</i>            | TGATGGCTGAGTGCTCCAAA      | GAACACCAATGTTCATGAGGAAGAA |
| <i>Acs11</i>           | CGGCCGCGACTCCTTAAATA      | ATAGGGCTGGTTTGGCTTCC      |
| <i>Acadm</i>           | GCGGCCATTAAGACCAAAGC      | GAAGACAGGTTCTCCGCCA       |
| <i>Acaca</i>           | ATGCACAGGACTGAGAAGGC      | GTGATAAGGTGGTGGCAGGG      |
| <i>Acacb</i>           | TCCAAGTGGCCCTAGTGAGT      | CGGATCCAGAGTGTTTCGAGG     |

|               |                          |                        |
|---------------|--------------------------|------------------------|
| <i>Agpat2</i> | CAGCCAGGTTCTACGCCAAG     | TGATGCTCATGTTATCCACGGT |
| <i>Gck</i>    | TAGCGGGGGTCATAAATCGC     | GCAGCCCTTACTCTTCTGGG   |
| <i>Pck1</i>   | TTGAACTGACAGACTCGCCC     | GGCACTTGATGAACTCCCCA   |
| <i>Slc2a1</i> | GCTTG TAGAGTGACGATCTGAGC | AAGCCAAACACCTGGGCAAT   |
| <i>Slc2a4</i> | GCTCTGACGATGGGGAACC      | CACCGAGACCAACGTGAAGA   |
| <i>Ppara</i>  | ACACGCGTGCGAGTTTTCA      | TCGCCGAAAGAAGCCCTTAC   |
| <i>18S</i>    | GTAACCCGTTGAACCCCAT      | CCATCCAATCGGTAGTAGCG   |

#### Primers for Rat qPCR

| Gene         | Forward primers (5' - 3') | Reverse primers (5' - 3') |
|--------------|---------------------------|---------------------------|
| <i>Fabp3</i> | ATGAAGTCACTCGGTGTGGG      | TCCCACTTCTGCACATGGAC      |
| <i>Anp</i>   | GAAGATGCCGGTAGAAGATGAG    | AGAGCCCTCAGTTTGCTTTTC     |
| <i>Bnp</i>   | GGTGCTGCCCCAGATGATT       | CTGGAGACTGGCTAGGACTTC     |
| <i>Myh7</i>  | GCCCCAAATGCAGCCAT         | CGCTCAGTCATGGCGGAT        |
| <i>Gapdh</i> | TGACAACTCCCTCAAGATTGTCA   | GGCATGGACTGTGGTCATGA      |

## Supplementary References:

- [1] M. Zhang, H. Gao, D. Liu, X. Zhong, X. Shi, P. Yu, et al. (2019). CaMKII-delta9 promotes cardiomyopathy through disrupting UBE2T-dependent DNA repair. *Nat Cell Biol.* 21: 1152-1163. doi: 10.1038/s41556-019-0380-8.
- [2] L.F. Zhuang, C.N. Li, Q.J. Chen, Q. Jin, L.Q. Wu, L. Lu, et al. (2019). Fatty acid-binding protein 3 contributes to ischemic heart injury by regulating cardiac myocyte apoptosis and MAPK pathways. *Am J Physiol-Heart C.* 316: H971-H984. doi: 10.1152/ajpheart.00360.2018.
- [3] B. Vogel, H. Siebert, U. Hofmann, and S. Frantz. (2015). Determination of collagen content within picrosirius red stained paraffin-embedded tissue sections using fluorescence microscopy. *MethodsX.* 2: 124-34. doi: 10.1016/j.mex.2015.02.007.
- [4] R. Li, Y. Li, K. Kristiansen, and J. Wang. (2008). SOAP: short oligonucleotide alignment program. *Bioinformatics.* 24: 713-714. doi,
- [5] D. Kim, B. Langmead, and S.L. Salzberg. (2015). HISAT: a fast spliced aligner with low memory requirements. *Nat Method.* 12: 357-360. doi: HISAT: a fast spliced aligner with low memory requirements.
- [6] A. Dobin, C.A. Davis, F. Schlesinger, J. Drenkow, C. Zaleski, S. Jha, et al. (2013). STAR: ultrafast universal RNA-seq aligner. *Bioinformatics.* 29: 15-21. doi: 10.1093/bioinformatics/bts635.
- [7] M.I. Love, W. Huber, and S. Anders. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol.* 15: 550. doi: 10.1186/s13059-014-0550-8.
- [8] A. Subramanian, P. Tamayo, V.K. Mootha, S. Mukherjee, B.L. Ebert, M.A. Gillette, et al. (2005). Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. *Proc Natl Acad Sci U S A.* 102: 15545-15550. doi: 10.1073/pnas.0506580102.
- [9] W.B. Dunn, D. Broadhurst, P. Begley, E. Zelena, S. Francis-McIntyre, N. Anderson, et al. (2011). Procedures for large-scale metabolic profiling of serum and plasma using gas chromatography and liquid chromatography coupled to mass spectrometry. *Nat Protoc.* 6: 1060. doi: 10.1038/nprot.2011.335.
- [10] J. Trygg, and S. Wold. (2002). Orthogonal projections to latent structures (O-PLS). *J Chromatogr A.* 16: 119-128.
- [11] H. Tsugawa, Y. Tsujimoto, M. Arita, T. Bamba, and E. Fukusaki. (2011). GC/MS based metabolomics: development of a data mining system for metabolite identification by using soft independent modeling of class analogy (SIMCA). *BMC bioinformatics.* 12: 131. doi: 10.1186/1471-2105-12-131.

How the deposited data were processed for this re-analysis (not part of the article)

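RNA was measured by sequencing in 12 mouse hearts, with 3 biological replicates each of sham-operated WT, sham-operated F3-KO, TAC-operated WT and TAC-operated F3-KO hearts. Samples were assigned to groups from their labels and the paper, and 0 sample columns were left unassigned. The authors deposited estimated counts per gene, which need not be whole numbers and were not normalized. Before that, according to the supplementary methods, they removed adapter-containing and low-quality reads with SOAPnuke and mapped reads with HISAT2 and STAR. The methods state that the authors tested differential expression with DESeq2 from FPKM values at a p value of at most 0.05, and tested GO and KEGG terms with a hypergeometric test. The paper's text does not name the counting tool, the genome build or the annotation behind the counts. A counting method that shares reads between similar genes could move counts between paralogs, pseudogenes and gene family members, and such genes are named as uncertain. For 11 hearts a separate table of the heart's own counts was compared with the joint table of all hearts and held the same values. For WT sham replicate 2 only the joint table was used, since its own table breaks off early.

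The tests had been planned for whole-number counts, and the estimated counts were rounded to whole numbers to fit them. Of the 19308 genes, 18225 had an identifier found among the mouse genes of RefSeq, which served only to check names and neighbours, and 3 repeated symbols were told apart by their gene identifiers. Analyses were run in R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1. Genes were filtered with filterByExpr on the 4 groups (minimum count 10), scaled with TMM factors of 0.931 to 1.09, and fitted with edgeR's quasi-likelihood model of the 4 groups. Contrasts of this model compared F3-KO with WT after TAC and after sham, TAC with sham within each genotype, and the genotype effect between TAC and sham (the interaction). Calls used a Benjamini-Hochberg adjusted p under 0.05. CPM values of single genes are TMM-normalized, except where scaling by the library total is stated. The floor and the sums of marker genes are scaled by the library total alone, and log2 CPM for the PCA, the distances and the gene lists used a prior count of 2. Gene lists were tested with camera in limma, and overlaps of lists with called genes with one-sided Fisher's exact tests against all genes that had an adjusted p. *Fabp3* was left out of every list. Comparisons of single values used exact permutation tests, two-sided except for the distance ratio.

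The 10 most counted genes held 9.2% to 13.9% of the counts of a library. Depth allowed a floor of 3 counts, and a fold against a group whose libraries were all at or under the floor is given as a lower bound. The tests were run on simulated data with 200 changed genes before the deposited counts. Besides the 146 genes recovered by edgeR (13933 simulated genes), DESeq2 recovered 162 and called 30 unchanged genes (14094 genes), limma-trend recovered 148 and called 7 (13933 genes), and the test of summed counts recovered 155, called 377 unchanged genes and gave 1 wrong direction (14094 genes). With no gene changed, edgeR called 0 of 13923 genes and summed counts 382 of 14094. Over 200 random lists of 36 unchanged genes, camera gave an unadjusted p under 0.05 for 6 and fry for 12 (13923 genes). The simulated genes varied independently of each other, so that these rates do not cover lists whose genes move together. Each gene also had the same spread in all groups. In the data the biological coefficient of variation was 0.258 and 0.294 in WT and F3-KO TAC hearts, against 0.207 and 0.138 in sham hearts. The median fitted log2 fold changes were -2.07, -1.01, 1.04 and 1.91 for simulated values of -2, -1, 1 and 2.

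The following alternatives were set before the data were examined: DESeq2's Wald test, DESeq2's size factors in edgeR, no filter on low counts and a filter of at least 10 counts in every library, limma-trend, the replicate number as a block, a model of only the 6 libraries compared, added or other thresholds on p and on the absolute log2 fold change, counts summed within each group and compared with an exact binomial test, fry and an estimated correlation for gene lists, all tested genes or a prior count of 0.5 for the distances, and leaving out each heart in turn. The overlap of the gene lists with the differentially expressed genes, and all genes that had a p as a wider background for DESeq2, were added after the data were seen.

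Genes named one by one were chosen by a rule: *Fabp3*; the genes of the heatmaps in Fig. 4D and Fig. 5A; *Acadm* and *Acacb* of Fig. 4E; *Ppara*; the hypertrophy and fibrosis genes *Nppa*, *Nppb*, *Acta1*, *Myh7*, *Col1a1*, *Col3a1*, *Mmp2*, *Mmp9* and *Timp1*; and, among genes differentially expressed between TAC-operated F3-KO and WT hearts, up to 5 with the highest and 5 with the lowest log2 fold change whose groups did not overlap and whose mean was at least 1 CPM. Other genes of Supplementary Table 1 were summarised, and genes outside the rule were named after their values were seen. Besides the 13 pathway lists, 12 lists of marker genes were used, for hepatocytes, adipocytes, macrophages, neutrophils, red blood cells, T cells and thymus, fibroblasts, skeletal muscle, cardiomyocytes, atrium, proliferating cells and the immediate early response. GO and KEGG term collections, metabolites and the experiments in other hearts and cells were not analysed here, and some results for single genes are not reported here.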

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

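Of the tests in this part, that of liver RNA, that of the adipose markers and *Plin1*, and those of other splits of the hearts were set before their results were seen, and all others were chosen after the result they bear on was seen.

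Transcripts of the liver were found in 2 of the 3 F3-KO TAC hearts, in genes the paper does not analyse. The 23 hepatocyte markers summed to 149 CPM in F3-KO TAC replicate 2 and 215 CPM in F3-KO TAC replicate 3, against 4.29 CPM in F3-KO TAC replicate 1 and 3.56 to 15.5 CPM in the other 9 hearts. Of the 23 markers, 21 rose above 3 times their highest value outside the F3-KO TAC group in both hearts. *Alb* had 846 and 1086 counts there, 1 in F3-KO TAC replicate 1 and 0 in the other groups, a mean at least 187-fold higher in F3-KO TAC than in WT TAC hearts. *Apob* had 86 and 103 counts (at least 18.2-fold), *Serpina3k* 68 and 72 (at least 13.4-fold), *Mup20* 61 and 95 (at least 15.2-fold) and *Fgb* 52 and 63 (at least 11.1-fold). Of the 23 markers 3 passed the filter on low counts, *Ahsg* was counted in every heart, and the study picked none of them for its own table. The rise is beyond a difference in depth, since the highest library total was 1.38 times the lowest. Liver RNA in F3-KO TAC replicates 2 and 3, carried over in dissection or library preparation, is a candidate explanation that these values fit. Transcription of liver genes in F3-KO TAC hearts cannot be told apart from it, because the one heart without the markers, at 4.29 CPM, is a single library. The same hearts raise several genes of Supplementary Table 1: *Apoa5* had 11 and 16 counts there (at least 2.62-fold), the means of *Apoc3*, *Acaa1b* and *Fbp1* were at least 3.23-fold, 4.92-fold and 2.72-fold higher than in WT TAC hearts, and *Apoa1* stood at 9.81% and 13.2% of the *Alb* count.

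*Pck1* followed the same hearts. It had 2 counts in F3-KO TAC replicate 1, which lacks the liver transcripts, and 38 counts over F3-KO TAC replicates 2 and 3, where it stood at 1.3% and 2.49% of the *Alb* count. Adipose tissue as its source is argued against, since *Adipoq* and *Cfd* together had 3 counts in those libraries. For *Plin1* the highest count of any library was 4, too low to say whether adipose tissue contributed. Liver RNA may account for the *Pck1* counts, and a change of *Pck1* in the heart itself stays open and was not tested.

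Markers of the atrium were high in 2 F3-KO hearts, at 24.0 CPM in F3-KO sham replicate 2 and 26.9 CPM in F3-KO TAC replicate 2, against 1.57 to 6.51 CPM in the other 10 hearts. *Sln* had 19 and 36 counts, *Myl7* 94 and 134 and *Myl4* 164 and 217 in these hearts. Of the 3 atrium genes in the data, 2 rose above 3 times every other heart in both. More atrial tissue in those samples is a candidate explanation, and atrial gene expression in the ventricle of F3-KO hearts was not tested.

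The paper does not discuss 6 genes that were differentially expressed between F3-KO and WT hearts both after sham and after TAC: *Rab4a*, *Ttc41*, *Plac9b*, *Tmem181b-ps*, *Wdfy1* and BGIG10090_47737. Their log2 fold changes after sham were -2.54, -1.81, 2.34, -1.26, -1.15 and -2.35, in the direction seen after TAC (edgeR, adjusted p of 0.000599, 0.00617, 0.00277, 0.00451, 0.00784 and 0.0263). A mislabelled heart is argued against, because the highest *Fabp3* value of an F3-KO heart was 1140 CPM and the lowest of a WT heart 2120 CPM. Of the 6 genes 5 could be placed on a chromosome, and 0 of them lie on that of *Fabp3*, which argues against DNA inherited with the edited allele. A different genetic background of the F3-KO and WT mice may be involved. *Nnt*, chosen after the result because it differs between substrains of C57BL/6 mice, had a log2 fold change of -1.14 after sham (adjusted p = 0.277, edgeR) and -1.37 after TAC (adjusted p = 0.165, edgeR), with every F3-KO heart below every WT heart in both. It stood at 1586 ± 155 CPM in WT sham, 721 ± 62.4 CPM in F3-KO sham, 1418 ± 415 CPM in WT TAC and 548.6 ± 238.3 CPM in F3-KO TAC hearts. Background and knockout cannot be told apart here, because any difference in background would go with genotype in all 12 hearts, and a direct effect of *Fabp3* loss on these genes was not tested.

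The genotype effect on 7 gene lists differed between TAC and sham by camera. The mean log2 difference was -0.28 for acyl-CoA dehydrogenase oxidation (adjusted p = 0.0012), -0.50 for mitochondrial β-oxidation (3.11e-07), -0.35 for FAO of Fig. 4D (0.015), -0.19 for lipid storage (0.016), -0.36 for the TCA cycle (0.00217), -0.51 for complex I (5.2e-18) and 0.86 for the extracellular matrix (0.015). Under fry the adjusted p values of these lists were 0.414 to 0.692, and under an estimated correlation 0.34 to 0.723. Splits were compared on mean log2 CPM, where the size of the difference was 0.516 for complex I and 0.604 for the extracellular matrix. Of the 200 ways to split the TAC and the sham hearts into groups of 3, 17 gave as large a difference of the complex I list, 18 of mitochondrial β-oxidation, 35 of the TCA cycle, 38 of FAO, 48 of lipid storage, 54 of acyl-CoA dehydrogenase oxidation and 122 of the extracellular matrix. Genes of a list that move together in single hearts are a candidate explanation for the camera values, and a dependence of the genotype effect on TAC stays open.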

How the results depend on the processing

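The overlap of the gene lists with the differentially expressed genes and the backgrounds of the PPAR signaling overlap with DESeq2 were chosen after the result was seen, and the other tests were not. Over the comparisons and the settings with all replicates, 91 values kept their direction and side of the threshold or their size, 18 weakened, 2 strengthened, 2 reversed and 45 moved, which for a count means by more than 1.5 times, and with single hearts left out the numbers were 112, 12, 1, 1 and 24. For named genes 164 kept theirs, 13 weakened, 30 strengthened and 3 reversed, and with single hearts left out 217, 20, 1 and 14. Where no cause is given, the cause was not tested.

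For F3-KO TAC against WT TAC, edgeR called 11 genes (4 upregulated and 7 downregulated), also with DESeq2's size factors or an absolute log2 fold change of at least 1, 9 with the stricter filter and 14 with limma-trend. DESeq2 called 94 (47 and 47), no filter 17 (7 and 10) and the 6 libraries alone 0 (817 unadjusted). An unadjusted p of at most 0.05 gave 1410 and, with an absolute log2 fold change of at least 1, 383, DESeq2 1578 and 457, and summed counts, which leave out the spread between replicates, 1335 (1053 and 282). For F3-KO sham against WT sham the 15 genes (5 and 10) became 102 (56 and 46) with DESeq2, 25 (13 and 12) with limma-trend, 56 (31 and 25) with the 6 libraries alone, and 849, 289, 910, 341 and 734 (368 and 366) under the same further thresholds. WT TAC against WT sham gave 0 genes (885 unadjusted), 26 (19 and 7) with DESeq2, 1 with no filter, the stricter filter or limma-trend, and then 885, 252, 998, 318 and 855 (577 and 278). F3-KO TAC against F3-KO sham gave 0 genes (2412 unadjusted), 442 (279 upregulated) with DESeq2, 7 with no filter, 6 with the stricter filter, 8 with limma-trend, 1 with the 6 libraries alone, and then 2412, 776, 2645, 868 and 1864. The interaction gave 0 genes (632 unadjusted), 6 with DESeq2 and 1 with limma-trend. The 11 and the 15 genes were shared by DESeq2, no filter and limma-trend, and 9 and 12 of them by the stricter filter.

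Leaving out single hearts gave 6 to 103 genes after TAC (103 without F3-KO TAC replicate 3), 2 to 7 in sham hearts, 0 to 1 for WT TAC against WT sham, 0 to 778 for F3-KO TAC against F3-KO sham (778 without F3-KO TAC replicate 3) and 0 to 4 for the interaction (4 without F3-KO TAC replicate 1).

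The replicate number as a block gave 8 genes after TAC (3 upregulated and 5 downregulated; 7 of the 11), 8 in sham hearts (1 and 7; 8 of the 15), 1 for WT TAC against WT sham and 0 elsewhere, and *Myh7* reversed under the block to -0.30. Over all groups the numbers gave little sign of pairing. In 18 pairs of same-numbered hearts the correlation of their deviations was -0.14 to 0.36 (median 0.04), with 4 over 0.1. Between WT TAC and F3-KO TAC hearts, however, it was 0.17, 0.06 and 0.36 for replicates 1, 2 and 3. Something shared by same-numbered TAC hearts therefore stays open. The block kept the 9 gene lists past the threshold.

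Of the 13 gene lists camera put 9 past the threshold, fry 0 (3 unadjusted) and an estimated correlation 0 (1 unadjusted). Under fry the mean log2 fold changes and adjusted p values were -0.25 and 0.215 for acyl-CoA dehydrogenase oxidation, -0.31 and 0.193 for mitochondrial β-oxidation, -0.27 and 0.193 for FAO of Fig. 4D, -0.20 and 0.185 for lipid storage, -0.43 and 0.064 for gluconeogenesis, -0.18 and 0.193 for glycogen breakdown, -0.28 and 0.193 for the TCA cycle, -0.38 and 0.191 for complex I and 1.38 and 0.193 for the extracellular matrix, and under the estimated correlation the adjusted p was 0.304 for all 9. Fry and the estimated correlation take the correlation between genes from the data. Fry also tests a list on its own, where camera compares it with all other genes, so that fry changes more than the correlation. With single hearts left out 4 (without F3-KO TAC replicate 2) to 10 lists (without WT TAC replicate 3) passed. The ranges were -0.51 to -0.11, -0.54 to -0.13, -0.45 to -0.10, -0.35 to -0.12, -0.61 to -0.35, -0.26 to -0.11, -0.53 to -0.14, -0.54 to -0.25 and 0.61 to 1.95 for these lists in the same order, 0.14 to 0.23 for lipogenesis, 0.059 to 0.15 for lipid biogenesis, 0.27 to 0.56 for glycolysis and -0.052 to 0.70 for PPAR signaling. The acyl-CoA dehydrogenase, β-oxidation, FAO, TCA cycle, complex I and extracellular matrix lists were nearest 0 without F3-KO TAC replicate 2. PPAR signaling (0.039) reversed to -0.048 with the stricter filter, -0.069 with only the 6 TAC libraries and -0.052 without F3-KO TAC replicate 3, each with other low-count genes among those tested.

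PPAR signaling genes among the differentially expressed genes were 0 (5 unadjusted), 2 with DESeq2 (p = 0.0554, or 0.0463 with all genes that had a p as background, one-sided Fisher's exact tests), 14 with summed counts (p = 0.000378, one-sided Fisher's exact test) and 0 to 1 with single hearts left out. Genes of all lists were 0 (44 unadjusted), 5 with DESeq2, 45 with summed counts and 0 to 7 with single hearts left out (7 without F3-KO TAC replicate 3). Genes of Supplementary Table 1 were 0 (7 unadjusted), 4 with DESeq2 and 0 to 2 with single hearts left out. Summed counts without a threshold on the log2 fold change gave 48 of them. The 14 and 45 genes above needed an absolute log2 fold change of at least 1, so that the 48 cannot be set beside them.

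The distance ratio moved from 1 to 0.999 to 1.02 after TAC and from 1.17 to 1.12 to 1.17 in sham hearts, and to 0.936 to 1.08 and 1.15 to 1.2 with single hearts left out.

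Named genes near no change reversed: *Agpat2* to -0.0080 with the 6 libraries alone, -0.025 without WT TAC replicate 1 and -0.065 without F3-KO TAC replicate 3; *Agpat4* to 0.11 with summed counts and 0.0070, 0.10 and 0.25 without WT TAC replicate 1, WT TAC replicate 2 and F3-KO TAC replicate 3; *Acsl1* to 0.024 and 0.14 and *Cd36* to 0.075 and 0.0060 without WT TAC replicate 1 and F3-KO TAC replicate 2. *Nppa* reversed to -0.095 without F3-KO TAC replicate 2 (range to 2.14), *Nppb* to -0.14 without WT TAC replicate 2 (range to 0.31), and *Myh7* to -0.13, -0.31 and -1.14 without WT TAC replicates 1 and 2 and F3-KO TAC replicate 3 (range to 1.88). *Fabp3* weakened only with the 6 libraries alone (-1.51, adjusted p = 0.151, edgeR) and ranged from -1.56 to -1.46 with single hearts left out. Depth limits *Plin1*, *Gpat2* and *Pck1*, whose counts in most hearts lie at or under the floor of 3.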

Differences from the paper's values

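The paper's count of differentially expressed genes between TAC-operated F3-KO and WT hearts is 939, against 11 here. Among the alternatives set before the data were examined, summed counts compared with an exact binomial test, with an absolute log2 fold change of at least 1, gave 1335 genes, within 1.5 times of the paper's count, and the others did not close the gap (0 to 1578 genes). The paper's number of upregulated genes is 772, against 4 here. It was reached within 1.5 times by edgeR at an unadjusted p of at most 0.05 (823), by DESeq2 at an unadjusted p of at most 0.05 (862) and by summed counts (1053), and not by the other alternatives. The paper's number of downregulated genes is 167, against 7 here, and of the alternatives only DESeq2 at an unadjusted p of at most 0.05 with an absolute log2 fold change of at least 1 came within 1.5 times of it (120). The volcano plot of the paper shows about 1100 upregulated and about 300 downregulated genes in Fig. 4A, read by eye, against 4 and 7 here. The alternatives that came within 1.5 times were 823, 862 and 1053 upregulated genes under the same settings as above, and 282 downregulated genes by summed counts.

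Supplementary Table 1 gives log2 fold changes for 45 genes that were tested here. A value was counted as differing if its sign was opposite to the paper's or its gap exceeded the gene's log2 SD between replicates. By this rule 0 of the 45 differed after TAC, and in sham hearts 2 did, both by sign. Smaller gaps were not counted, such as 0.1148 in the paper against 0.017 here for *Agpat2* after TAC (SD 0.113). The paper's value for *Pcx* in sham hearts is -0.01657, against 0.027 here, and for *Acaa1a* it is -0.009915, against 0.021 here. With counts summed within each group the values were -0.017 and -0.010, and none of the other alternatives closed these gaps. The median absolute difference from the paper's log2 fold changes after TAC was 0.077 with edgeR and 0 with summed counts. The paper's q value is under 0.05 for 39 of the 45 genes tested by edgeR, where edgeR gave 0 genes an adjusted p under 0.05 (7 unadjusted), for 47 of 54 genes tested by DESeq2, where DESeq2 gave 4, and for 49 of 58 genes by summed counts, where 48 passed.

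The paper states that WT and F3-KO transcriptomes are similar after sham and separate after TAC on the PCA plot. Here the distance between the genotypes was 1.17 times that within them after sham and equal to it (ratio 1) after TAC, the genotypes overlapped on PC1 after TAC, and they did not overlap on PC2 after either operation. The paper describes lipid storage, gluconeogenesis and glucan breakdown as higher in F3-KO TAC hearts. Hand-written lists for these terms, which are not the GO terms of the paper, had mean log2 fold changes of -0.20, -0.43 and -0.18 here. The lipid storage list also holds genes of lipid breakdown, so that its sign does not contradict the paper's term. The gluconeogenesis value covers the 5 of 8 genes that passed the filter on low counts. *Pck1* and *Fbp1*, which did not pass, had means at least 3.96-fold and 2.72-fold higher in F3-KO TAC than in WT TAC hearts, and *G6pc* had 3 counts in each of F3-KO TAC replicates 2 and 3 and 0 in WT TAC hearts. *Pfkfb2* and *Pck1* are described as upregulated after TAC. *Pfkfb2* had an adjusted p of 0.442 (edgeR), and *Pck1* failed the filter on low counts. *Ogdh* and *Idh2*, described as markedly downregulated, were lower by log2 values of -0.16 and -0.35 with adjusted p values of 0.807 and 0.708 (edgeR). The paper names PPAR signaling among the top enriched pathways, and here 0 of its genes were among the differentially expressed genes (5 unadjusted). It was enriched by summed counts (14 genes, p = 0.000378, one-sided Fisher's exact test). For the 2 genes called by DESeq2 the call depends on the background. One-sided Fisher's exact tests gave p = 0.0554 against the 15835 genes that had an adjusted p and p = 0.0463 against all 19186 genes that had a p. The former background was chosen after both values were seen. The 2 genes include *Apoa2*, which was high only in F3-KO TAC replicates 2 and 3, the hearts with liver transcripts.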

Other observations

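Of the tests in this part, those of other splits of the hearts were set before their results were seen, and all others were chosen after the result they bear on was seen.

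Genes that the paper measured in other hearts gave these values in the RNA-seq hearts 1 week after surgery, as CPM in WT TAC and F3-KO TAC hearts. *Nppa* was at 623.9 ± 485.6 and 1671 ± 1929 (log2 fold change 1.42, adjusted p = 0.611, edgeR), *Nppb* at 592.2 ± 182.6 and 618.7 ± 32.0 (0.063, 0.952), *Acta1* at 1588 ± 1398 and 3391 ± 300.5 (1.10, 0.562) and *Myh7* at 9083 ± 10930 and 10460 ± 11660 (0.20, 0.967). *Col1a1* was at 270.6 ± 195.4 and 762.3 ± 718.9 (1.49, 0.528), *Col3a1* at 449.8 ± 449.9 and 1108 ± 868.2 (1.30, 0.599), *Mmp2* at 77.1 ± 32.5 and 178.7 ± 120.6 (1.21, 0.463), *Mmp9* at 0.752 ± 0.136 and 0.834 ± 0.0730 (0.14, 0.949) and *Timp1* at 6.35 ± 3.82 and 20.7 ± 18.9 (1.70, 0.473). *Ppara* was at 109.8 ± 22.7 and 100.2 ± 6.87 (-0.13, 0.804), and in sham hearts at 110.6 ± 19.9 in WT and 145.8 ± 18.0 in F3-KO hearts (0.40, adjusted p = 0.821, edgeR). Each value is a mean ± SD of 3 hearts. *Fabp3* in WT hearts changed by a log2 value of 0.26 from sham to TAC (adjusted p = 0.802, edgeR), and every TAC heart lay above every sham heart. *Myh7* was uneven within groups, at 346.9, 9179 and 4020 CPM in WT sham replicates 1, 2 and 3.

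In WT hearts TAC against sham gave 0 differentially expressed genes (885 at an unadjusted p of at most 0.05, smallest adjusted p 0.0679, edgeR) and in F3-KO hearts 0 (2412, smallest 0.0528). The values of the operations did not overlap in 9.1% and 22.9% of genes, where chance gives 10%. *Nppb* had a log2 fold change of 2.23 between WT TAC and WT sham hearts (adjusted p = 0.0679, edgeR). By camera the extracellular matrix list rose in WT hearts (1.15, adjusted p = 2.62e-09; 0.996 under fry), and in F3-KO hearts 7 lists changed, with complex I at -0.50, mitochondrial β-oxidation at -0.51 and the extracellular matrix at 2.01 (adjusted p of 0.067 to 0.0708 under fry for the 7 lists).

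TAC-operated hearts of one group lay unevenly far from the WT sham mean, at distances of 53.7, 39.8 and 34.1 in WT TAC replicates 1, 2 and 3 and 62.1, 59.9 and 47.3 in F3-KO TAC replicates 1, 2 and 3. F3-KO sham replicates 1, 2 and 3 lay at 39.4, 45.1 and 43.8, within the range of the TAC hearts, so that this distance does not measure a response to TAC. A sham heart labelled as TAC is argued against, since the lowest *Nppb* value of a TAC heart was 401 CPM and the highest of a sham heart 306 CPM, both scaled by the library total alone. Over the 6 TAC hearts the mitochondrial β-oxidation list fell as the extracellular matrix list rose (Pearson r = -0.89, exact permutation p = 0.00694, Spearman rho = -0.94, exact permutation p = 0.0167, and r = -0.83 without F3-KO TAC replicate 2 and WT TAC replicate 3, the hearts farthest from the median of the matrix list). The relation was -0.96 for complex I (exact permutation p = 0.00833, rho = -0.94 with exact permutation p = 0.0167, and r = -0.86 without those hearts) and -1 for the TCA cycle (exact permutation p = 0.00139, rho = -1 with exact permutation p = 0.00278, and r = -1 without those hearts). Adjusted over the 3 relations the p values were 0.00833, 0.00833 and 0.00417 for r and 0.0167, 0.0167 and 0.00834 for rho. Each genotype has 3 TAC hearts, too few for a permutation p under 0.05 within a genotype. Within each genotype, however, all 3 lists fell in order as the matrix list rose. The matrix list was at 1.82, 0.84 and 0.19 in WT TAC replicates 1, 2 and 3, and the TCA cycle list at -0.34, 0 and 0.10. In F3-KO TAC replicates 1, 2 and 3 they were at 2.33, 3.29 and 0.59 and at -0.48, -0.73 and 0.03. The β-oxidation list moved little in WT TAC hearts, at -0.02, -0.01 and 0. A change shared by these lists that is stronger in some of the 6 hearts, whatever their genotype, may therefore contribute to the difference between F3-KO TAC and WT TAC hearts in these lists. It cannot be separated here from an effect of genotype on these lists. An effect of genotype apart from this shared change was not tested and stays open.

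Of the 10 splits of the 6 TAC hearts into groups of 3, 3 gave at least the 11 genes of the genotype split. The others were F3-KO TAC replicates 1 and 2 with WT TAC replicate 1 against the rest, with 553 genes, and the same F3-KO hearts with WT TAC replicate 2, with 59 genes. For the number of gene lists past the threshold by camera, 3 of the 10 splits gave as many as the 9 of the genotype split. In sham hearts 1 of the 10 splits, the genotype split itself, gave as many as 15 genes. With 10 splits the share cannot fall under 0.1. Where the split by group gave 0 genes, every split gives at least as many, and the splits say nothing about the result. This holds for genes of Supplementary Table 1 after TAC (7 unadjusted), for WT TAC against WT sham (885 unadjusted) and for F3-KO TAC against F3-KO sham (2412 unadjusted), each with 10 of 10 splits, and for the interaction (632 unadjusted), with 100 of 100 drawn splits.

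A lower share of cardiomyocytes in F3-KO TAC hearts could lower the oxidative lists and raise the matrix list. The log2 ratio of summed markers, F3-KO TAC over WT TAC, was 1.12 for fibroblasts, 0.79 for skeletal muscle, 0.34 for macrophages, 0.03 for T cells and thymus, -0.14 for adipocytes, -0.27 for neutrophils and -1.55 for red blood cells. Each of these marker sums overlapped between the genotypes. Cardiomyocyte markers summed to 80400, 110000 and 90500 CPM in WT TAC replicates 1, 2 and 3. In F3-KO TAC replicates 1, 2 and 3 they summed to 81800, 69600 and 74800 CPM, lower on average but with overlap. A lower sum can mean fewer cardiomyocytes or lower expression within them, which these values cannot tell apart, so that this explanation stays open. Mean CPM of the summed markers in WT sham, F3-KO sham, WT TAC and F3-KO TAC hearts was 87700, 99200, 93500 and 75400 for cardiomyocytes and 1150, 1300, 2160 and 4690 for fibroblasts. It was 486, 528, 778 and 984 for macrophages, 21.7, 17.8, 15.6 and 13.0 for neutrophils, 1330, 3080, 2220 and 759 for red blood cells, and 3.09, 4.36, 6.71 and 6.84 for T cells and thymus. Skeletal muscle markers summed to 26.3, 26.1, 68.7 and 119, adipocyte markers to 72.0, 81.3, 81.0 and 73.5, proliferating cell markers to 24.3, 20.1, 63.2 and 144, and immediate early genes to 151, 136, 167 and 192. The hepatocyte list gave 7.02, 10.5, 10.7 and 123 and the atrium list 3.72, 9.51, 3.79 and 10.4. The fibroblast list shares collagen genes with the genes measured by the paper and with the matrix list.

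The q values of Supplementary Table 1 lie below the adjusted p values of tests across replicates. By a test of summed counts, which leaves out the spread between replicates, 57 of 58 genes of the table lay on the same side of 0.05 as the paper's q value, against 6 of 45 by edgeR and 11 of 54 by DESeq2. A test that leaves out the spread between replicates is therefore a candidate explanation for these q values, found and tested on the same table, and the paper's methods name DESeq2.

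Among the PPAR signaling genes that summed counts called between TAC-operated F3-KO and WT hearts, 12 of 14 lay above every heart of the other groups in F3-KO TAC replicates 2 and 3 and not in replicate 1, the pattern of the hepatocyte markers. *Angptl4* and *Cyp8b1* did not follow it. Liver RNA in these hearts may thus contribute to the enrichment of PPAR signaling by summed counts. A change of these genes in the F3-KO heart stays open and was not tested.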
